# Intermittent fasting attenuates glial hyperactivation and photoreceptor degeneration in a NaIO_3_-induced mouse model of age-related macular degeneration

**DOI:** 10.1038/s42003-025-08815-0

**Published:** 2025-10-01

**Authors:** Jingzhen Li, Beibei Wang, Pinjie Liu, Xuecheng Qiu, Qiyun Bian, Congxin Shen, Yanyan Li, Mengwen Shao, Meng Li

**Keywords:** Macular degeneration, Experimental models of disease

## Abstract

Age-related macular degeneration (AMD) is the leading cause of irreversible vision loss, with limited treatments available. Recent studies suggest intermittent fasting (IF) may offer neuroprotective benefits for aging and age-related disorders, but its efficacy in AMD has not yet been established. Here, using a sodium iodate (NaIO_3_)-induced AMD model in male mice, we find that pretreatment with an IF diet regimen mitigates NaIO_3_-induced cellular damage and loss of both retinal pigment epithelium (RPE) and photoreceptors. Visual function tests indicate that IF preserves vision in NaIO_3_-treated mice. Transcriptome analyses show IF counteracts NaIO_3_-induced transcriptional dysregulation, affecting genes related to reactive oxygen species (ROS), inflammation, and photoreceptor structure. Further experimental results confirm that IF effectively reduces ROS levels and inhibits the activation of microglia and Muller cells in the retina. Collectively, these findings indicate that IF reduces ROS production and inflammation in NaIO_3_-induced retinal damage, providing a potential therapeutic strategy for oxidative stress-induced retinal degenerative diseases, including AMD.

## Abstract (web summary)

An intermittent fasting diet regime mitigates retinal cell damage and preserves visual function in a mouse model of age-related macular degeneration.

## Introduction

Age-related macular degeneration (AMD) is an increasingly prevalent visual disorder, which shows an increasing incidence with age^1,2^. AMD primarily affects the macular region, leading to progressive loss of the retinal pigment epithelium (RPE) and photoreceptors^3,4^. AMD manifests as one of two variants,dry (atrophic or non-exudative) and wet (exudative). Dry AMD accounts for approximately 90% of all AMD cases, among these, about 10-20% of patients progress to geographic atrophy (GA), the advanced stage characterized by slowly progressive atrophy of the RPE accompanied by degeneration of the adjacent neural retina^5,6^. Although the pathogenesis of dry AMD is not fully understood, it is widely accepted that chronic oxidative stress, inflammation from aging, and other adverse factors gradually destroy the RPE layer, leading to the death of nearby photoreceptor cells^7,8^.

Visual processing by the retina is highly oxygen-demanding, and high metabolic activity can result in the production of significant amounts of reactive oxygen species (ROS)^9,10^. While ROS plays a role in normal cellular signaling, excessive ROS levels can lead to oxidative damage to cells. Oxidative damage by ROS, including the destruction of mitochondria, proteins, and DNA, forms the pathological basis of various retinal diseases, including AMD^11–14^. Inflammation also plays an important role in the pathogenesis of various retinal degenerative conditions^15^. Overactivation of microglia, the primary immune cells in the retina, is considered a key contributor to AMD^16^. Microglial activation precedes photoreceptor cell death in AMD^16^, which may be attributed to the release of inflammatory cytokines by activated microglia. Interleukin-1β, a key mediator of innate immune responses, has been implicated in several retinal disorders, including AMD^17^. These findings highlight the urgent need to explore anti-inflammatory and antioxidant strategies for AMD management.

Mounting evidence supports the role of a healthy lifestyle, including exercise and dietary intervention, in enhancing immunity and antioxidant capacity^18–21^. Among the various types of dietary restrictions, intermittent fasting (IF) has received growing attention owing to its potential to protect against various systemic diseases, including metabolic, cardiovascular, and neurodegenerative diseases, particularly Alzheimer’s and Parkinson’s diseases^22,23^. IF exerts robust neuroprotective and neuroregenerative effects against nervous system impairments by suppressing the activation of the deleterious pathways associated with oxidative stress and inflammation^24–27^. Although the benefits of IF on brain health have received extensive attention, its impact on retinal pathology, particularly in AMD, has been relatively neglected. Recently, a population-based association study found that intermittent fasting by skipping breakfast correlates with a significantly reduced risk of AMD^28^. However, it is unclear whether IF prevents visual deficit and retinal degeneration and whether ROS and glial activation underlie the effects of IF on AMD.

Hence, the present study explored the effects and underlying mechanisms of a prior IF dietary management on a widely used NaIO_3_-induced mouse model of AMD. A single administration of NaIO_3_ induces oxidative damage and cell death within the RPE followed by the degeneration of photoreceptor cells, mimicking the symptomatic progression of AMD patients^14^. We present, for the first time, evidence that IF preserves visual function in NaIO_3_-treated mice, as assessed using an optomotor response test. IF effectively alleviates the degeneration and loss of RPE and photoreceptor cells induced by NaIO_3_. Furthermore, our results suggest that IF inhibits glial cell activation and excessive production of ROS in the retina of NaIO_3_-treated mice. Additionally, experiments in middle-aged and elderly mouse models show that IF initiated at later life stages still confers resistance against NaIO_3_-induced retinal damage. Collectively, these findings identify IF as a potential therapeutic strategy for ameliorating oxidative stress-mediated retinal degeneration.

## Results

### IF ameliorates damage in visual function in a NaIO_3_-induced AMD model

2-month-old C57BL/6 J mice were randomly assigned to either the ad libitum (AL) or intermittent fasting (IF) groups (Fig. 1A). People practicing IF diet often observe weight loss and undergo metabolic shifts from utilization of glucose to ketones, manifested as lower blood glucose and elevated plasma ketones^29^. In consistent with the physical and metabolic changes in humans, following a 12-weeks dietary regimen, the IF group of mice exhibited reduced total food consumption and weight gain (Fig. 1B–D), as well as metabolic adaptations including lower blood glucose and elevated levels of total ketones and the major type of blood ketone β-hydroxybutyrate (β-HBA) (Fig. 1E–H). These results indicate the successful establishment of a mouse model of IF intervention.

**Fig. 1:**
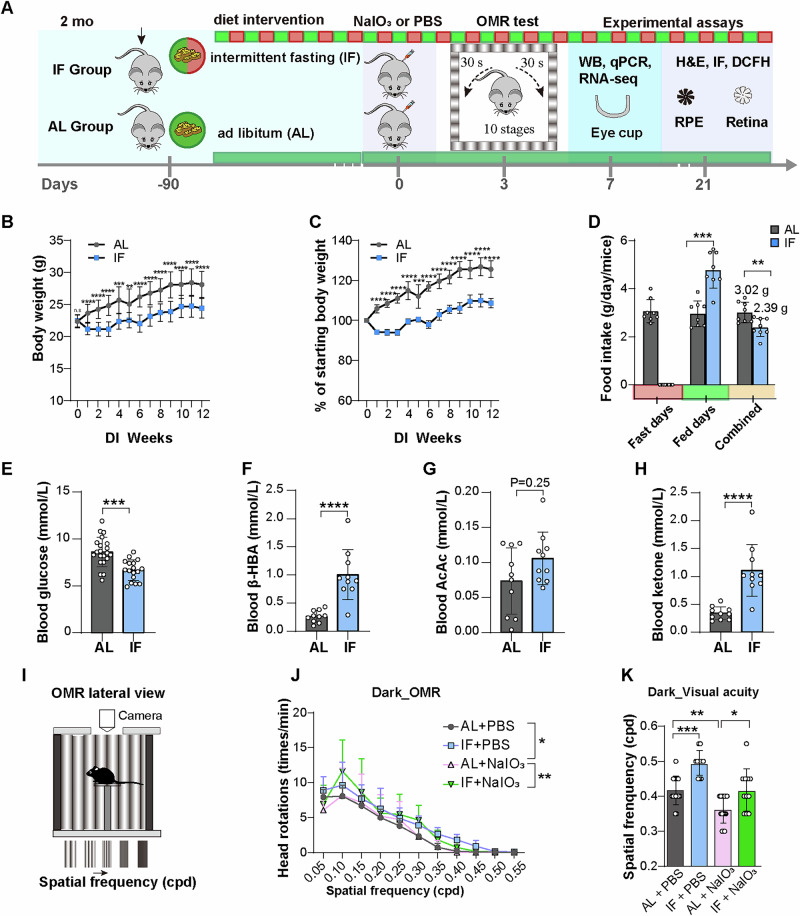
Effects of IF on physiological parameters and visual function in a NaIO_3_-induced mouse model of AMD. **A** Schematic diagram of experimental design and assays performed in 2-month-old mice. **B** Results of weekly body weight measurements throughout the dietary intervention; *n* = 30 in AL group and 15 in IF group. **C** Percentage change in body weight during fasting compared to the beginning. **D** Average daily food consumption per mouse during intervention period. *n* = 8. **E** Fasting blood glucose levels in mice at the end of a 12-week dietary intervention. AL group, *n* = 21; IF group, *n* = 17. The concentrations of β-hydroxybutyrate (β-HBA) **F**, Acetoacetic acid (AcAc) **G**, and total ketone (**H**) in the serum of mice. *n* = 10 mice/group. **I** Schematic of the lateral view of the OMR test. **J** Quantification of the optomotor responses as the number of head rotation/min measured after dark adaptation. *n* = 15 in AL + PBS, AL+NaIO_3_ group and 11 in IF + PBS, IF+NaIO_3_ group. cpd, cycle per degree. Two-way ANOVA was used to analyze differences in the average number of head movements across stages. **K** The grating density corresponding to the highest visual sensitivity (visual acuity) in mice after dark adaptation. Data are expressed as mean ± SD. *P* values were calculated using Two-way ANOVA. **P < 0.01, *P < 0.05.

To determine whether intermittent fasting (IF) confers protective effects against retinal degeneration, we employed a NaIO_3_-induced model in male mice. This approach minimized hormonal confounders and aligned with standardized AMD modeling protocols^30^. NaIO_3_ was administered via intraperitoneal injection following completion of the dietary regimen (Fig. 1A). By examining retinal damage in mice exposed to various concentrations of NaIO_3_, we determined that an intraperitoneal injection of 25 mg/kg NaIO_3_ induced pronounced damage to the central region of the retinal outer nuclear layer (ONL), with moderate damage to the middle and peripheral regions (Fig. S1). The spatial pattern of NaIO_3_-induced retinopathy aligns with established models of oxidative retinal damage^30^. To determine the effects of IF on NaIO_3_-induced visual impairment in mice, we further conducted functional studies evaluating optomotor responses (OMR), a robust technique for the examination of visual acuity (Fig. 1I, Fig. S2A)^31,32^. Under dark conditions, the NaIO_3_-exposed mice exhibited a significant reduction in head-tracking frequency and visual acuity. IF significantly alleviated the visual deficit (Fig. 1J, K). Similar results were obtained under light conditions (Fig. S2B–C). These results indicate that IF exerts a protective effect on visual function in the NaIO_3_-induced mouse model of AMD.

### IF attenuates NaIO_3_-induced structural and functional disorders in the RPE

Considering that RPE degeneration precedes photoreceptor loss in the pathogenesis of AMD^1^, we wondered whether IF may reduce the damage to the RPE layer in the AMD model. RPE flat-mount preparations showed marked pigment aggregation in the AL+NaIO_3_ group compared to PBS controls (Fig. S3A–C). Histological cross-sections further demonstrated abnormal pigment fragmentation along the RPE-photoreceptor interface (Fig. S3D). Notably, IF intervention attenuated these pathological manifestations (Fig. S3A–D). Subsequently, cell morphology and density of PRE were assessed using phalloidin and DAPI staining, respectively, to visualize F-actin and nuclei in RPE whole mounts. Consistent with previous reports, NaIO_3_ exposure resulted in pronounced morphological distortion and the loss of RPE cells, particularly in the central regions (adjacent to the ONH)^33^ (Fig. 2A, Fig. S4A–C). The hexagonal structure of RPE cells was almost lost in the central region, and was markedly distorted in the middle and peripheral regions of NaIO_3_-induced mice (AL + NaIO_3_ group). IF drastically reduced the morphological distortion and cell loss of the RPE, especially in the central regions (Fig. 2A-C, Fig. S4A–C). Consistent with this morphological distortion, Western blotting analysis revealed that IF effectively mitigated the NaIO_3_-induced reduction in the expression of RPE65, a specific marker for RPE (Fig. 2B, D). Phagocytosis and clearance of photoreceptor outer segments (POS) by the RPE underlie its ability to exert neuroprotection^34,35^. To evaluate the phagocytic function of the RPE, peanut agglutinin (PNA) was employed to mark the POS engulfed by RPE cells, which were labeled by TJP1 (Fig. 2E**)**. NaIO_3_ treatment induced a significant downregulation of PNA expression in retinal pigmfigent epithelial (RPE) cells (*p* < *0.01 vs. control*), correlating with impaired phagocytic capacity for POS clearance. Conversely, IF intervention slightly restored POS internalization efficiency in RPE cells, as evidenced by quantitative analysis of phagocytosed POS signals (Fig. 2E-G). Lipid digestion is another key function of RPE cells, which is responsible for digesting engulfed POS membranes to maintain visual function and retinal health. Deficits in lipid digestion can lead to the accumulation of lipid droplets in RPE cells^35^. Nile red staining revealed that NaIO_3_ treatment led to a significant increase in lipid droplet accumulation within the RPE, indicating that the processing of engulfed POS by RPE was disrupted in the NaIO_3_-induced retinal degeneration model. The disruption of lipid digestion was alleviated by the IF regimen (Fig. 2F-H). These results indicate that IF protects RPE cells from NaIO_3_-induced morphological and functional abnormalities.

**Fig. 2:**
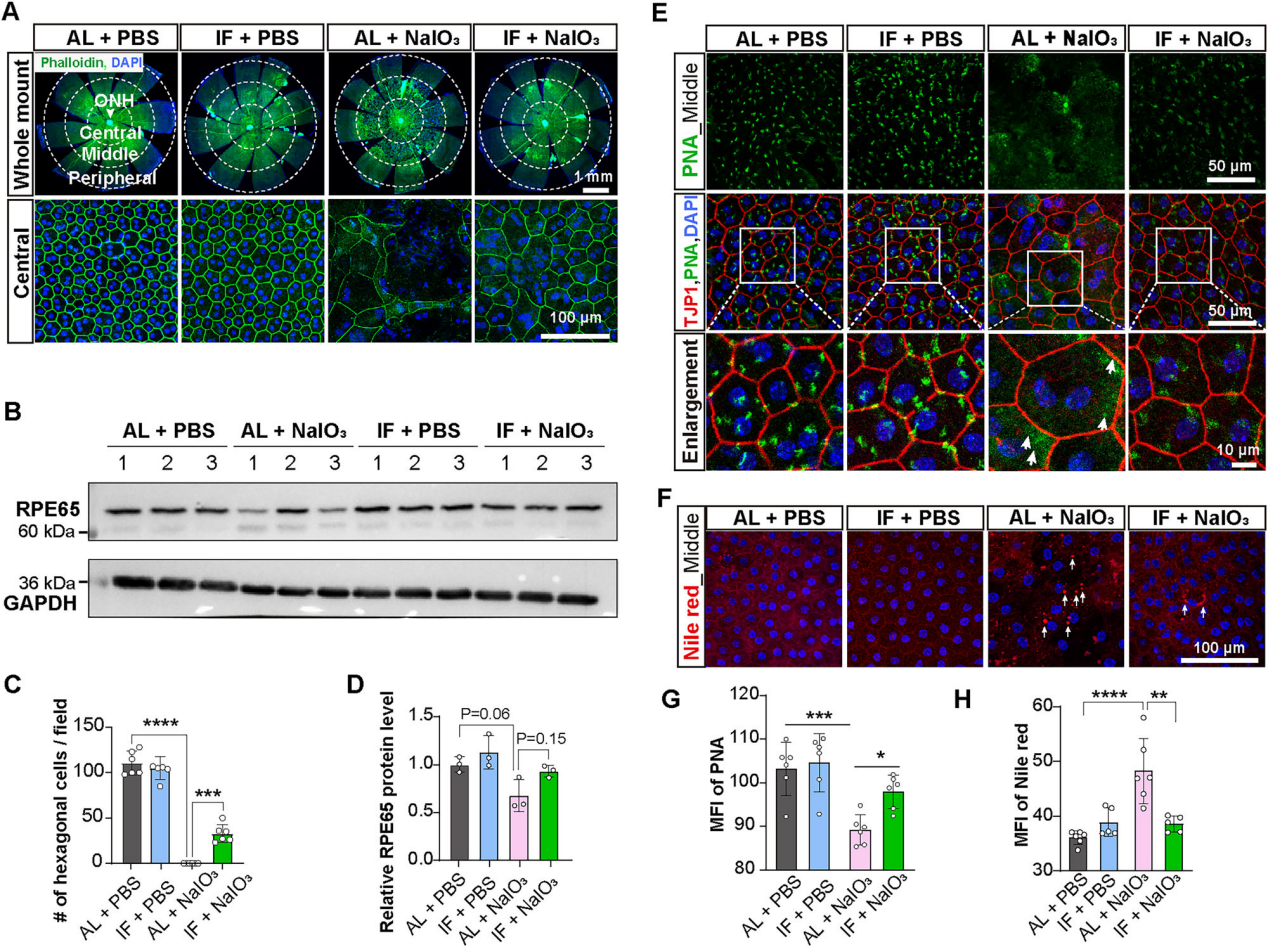
IF protects the RPE from structural and functional disorders induced by NaIO_3_. **A** RPE morphology was assessed using phalloidin staining for F-actin and DAPI staining for nucleus on whole mounts of the RPE from 2-month-old mice. Scale bars, 1 mm (top row) or 100 μm (bottom row). **B** Western blotting analysis of RPE65, a specific RPE marker. GAPDH was used as a loading control. **C** Quantification of normal hexagonal cells within different RPE regions. *n* = 6 mice/group. **D** Quantification of protein expression levels by grayscale scanning. *n* = 3 mice/group. **E** Immunostaining of RPE by TJP1 and POS by PNA highlighting the phagocytosis of POS by the RPE in the middle region of the RPE flat mounts. Scale bars, 50 μm (top two rows) or 10 μm (bottom row). **F** Nile red staining indicating the accumulation of lipid droplets in RPE cells. Scale bar, 100 μm. **G** Mean fluorescence intensity (MFI) of PNA staining. **H** MFI of Nile red staining. *n* = 5–6 mice/group. Abbreviations: ONH, optic nerve head. Data are expressed as the mean ± SD, *P* values were calculated using two-way ANOVA with Tukey HSD post hoc tests in **C, D, G, H**. ****P < 0.0001, ***P < 0.001, **P < 0.01.

### IF rescues NaIO_3_-induced photoreceptor degeneration

Degeneration of photoreceptors due to dysfunctional and dead RPE cells threatens the visual functions of patients with advanced AMD^3^. Therefore, we evaluated the preservation of photoreceptor cells by the IF regimen. In NaIO_3_-treated mice, H&E staining of the retinal sections revealed a pronounced disintegration of photoreceptor layers. Quantitative analysis showed a marked reduction in the thickness of the outer nuclear layer (ONL). The reduction in ONL thickness was more severe in the central region adjacent to the optic nerve head than that in the middle or peripheral regions (Fig. 3A, B). The inner nuclear layer (INL) also showed significant but mild thinning in the AL group (Fig. 3A, C). These results are consistent with the pathological features of patients with AMD, that exhibit degeneration of the RPE and photoreceptors, with the central regions and ONL being more severely affected^3^. IF treatment greatly rescued the NaIO_3_-induced thinning of the ONL and INL, thereby conferring protective effects on the photoreceptors (Fig. 3A–C, Fig. S5A, B). Immunostaining of the outer segment structures of cone and rod photoreceptors with PNA and RHO, respectively, showed a dramatic decline in the density of the cone and rod outer segments in NaIO_3_-treated AL mice, indicating that the remaining photoreceptors were degenerative. This decline was prevented by IF intervention, thus demonstrating a protective role of IF in photoreceptor degeneration (Fig. 3D–G).

**Fig. 3:**
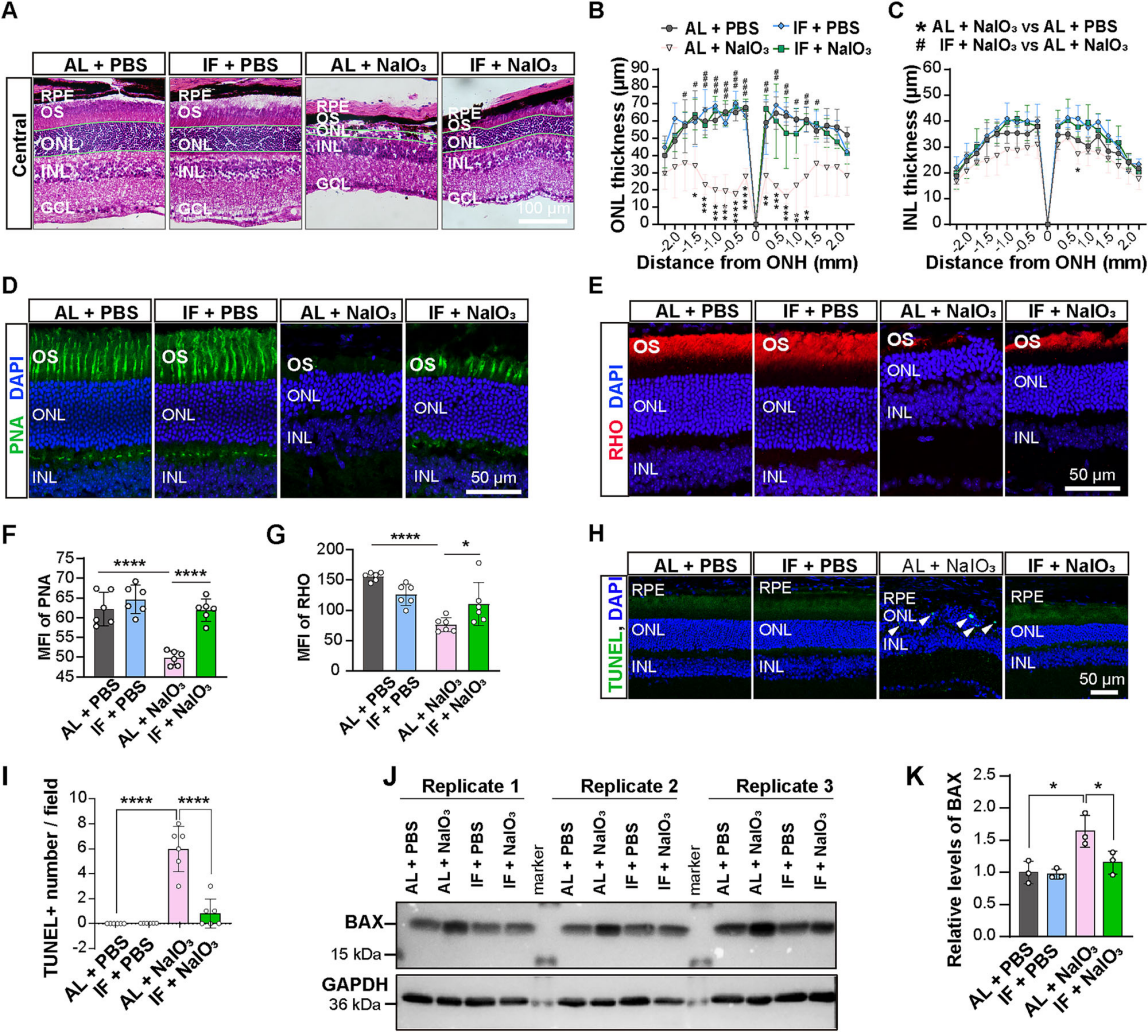
IF rescues NaIO_3_-induced photoreceptor degeneration. **A** Representative images of hematoxylin and eosin (H&E) staining of the retinal sections. RPE, retinal pigment epithelium; OS, outer segment; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar, 100 μm. **B, C** Quantification of the ONL and INL thickness at varying distances from the optic nerve head (ONH). *n* = 4 in AL + PBS and *n* = 5 in other groups. **D** Representative images of PNA labeling the POS of the cones in retinal sections. Scale bar, 50 μm. **E** Representative images of RHO labeling the POS of rods in retinal sections. Scale bar, 50 μm. **F, G** Quantification of mean fluorescence intensity of PNA and RHO. *n* = 6 mice/group. **H** TUNEL assay identifying apoptotic cells in retinal sections across groups. Scale bar, 50 μm. **I** Quantification of the TUNEL fluorescence intensity. *n* = 6 mice/group. **J** Western blotting analysis of the BAX levels, GAPDH as a loading control. **K** Quantification of the BAX levels by grayscale scanning. *n* = 3 mice/group. Data are expressed as the mean ± SD, *P* values were calculated using two-way ANOVA with Tukey HSD post hoc tests in **F, G, I, K**. ****P < 0.0001, ***P < 0.001, *P < 0.05.

To further determine the efficacy of IF treatment in mitigating NaIO_3_-induced photoreceptor degeneration, we performed the TUNEL assay to examine the death of retinal photoreceptor cells. Post-NaIO_3_ administration, TUNEL-positive signals were observed predominantly in the ONL of AL mice (Fig. 3H, I), which is consistent with our previous observation that the ONL is the most significantly degenerated nuclear layer (Fig. 3A, B). IF treatment substantially decreased TUNEL positivity, indicating that IF ameliorated NaIO_3_-induced death of retinal photoreceptor cells (Fig. 3H, I). The effects of IF on retinal cell death were further verified by the expression profiles of the BAX protein, immunostaining for cleaved caspase-3, and the transcriptional patterns of apoptosis- and necrosis-related genes (Fig. 3J, K, Fig. S6A–D). Overall, our results indicate that IF attenuates NaIO_3_-induced photoreceptor degeneration and retinal damage.

### IF attenuates NaIO_3_-induced oxidative stress in the retina

Next, we performed a transcriptomic analysis by RNA-seq to explore the mechanisms underlying the effects of IF on alleviating NaIO_3_-induced RPE abnormalities and retinal degeneration (Fig. 4A). 

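RNA-seq was performed on eye tissue from 3 mice in each of the 4 groups AL + PBS, IF + PBS, AL + NaIO_3_ and IF + NaIO_3_, which gave 12 libraries. IF here was alternate-day fasting for 12 weeks, begun when the mice were 8 weeks old, while AL mice had free access to food. NaIO_3_ is an oxidant that damages the RPE, and it was injected at 25 mg/kg, with tissue taken 7 days later. The sample labels describe the tissue as RPE together with choroid and sclera, the methods describe eye cups, and the figure legends describe retinas. The 10 most abundant genes of a library took between 5.63% and 10.8% of its counts. Poly-A selected RNA was sequenced by the authors with single-end 150-bp reads, and they deposited the number of reads counted on each of 21930 genes without normalization. The totals were between 30546495 and 43046950 counts in AL + PBS (median 31577848), between 30785985 and 32067562 in IF + PBS (median 31126508), between 26364665 and 33145828 in AL + NaIO_3_ (median 32567800) and between 29468444 and 38849576 in IF + NaIO_3_ (median 35908628). At these depths a count of 0 allows up to 3 counts, which is between 0.0697 and 0.114 CPM (counts scaled to the total of each library), and this limit covers counting error only. The deposited counts were scaled by edgeR's trimmed mean of M-values (TMM), with factors between 0.934 and 1.14, and genes with few counts were removed by edgeR's filterByExpr. Each pair of groups was then compared with edgeR's quasi-likelihood test on the 6 libraries of that pair, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and a fold change of at least 1.5, the thresholds given in the methods. Exact permutation tests of 3 mice against 3 cannot give a two-sided p below 0.10. The methods name GRCm39 as the genome, but the gene coordinates in the deposited files are those of GRCm38. Of 21205 genes matched by symbol to a RefSeq annotation of GRCm38.p6, 21203 overlapped their annotated position, whereas 3560 of 21689 genes (16.4%) overlapped their position in an annotation of GRCm39. Coordinates are given here on GRCm38.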

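In mice injected with PBS, 15361 genes were tested for a difference between IF + PBS and AL + PBS. edgeR called 0 genes, while 2623 genes had an unadjusted p under 0.05. With DESeq2's size factors and Wald test, 171 genes were called, of which 75 were higher and 96 were lower in IF + PBS. Leaving out IF + PBS replicate 1 raised the edgeR count to 472 genes, and leaving out any of the other 5 libraries gave between 1 and 5. Principal component analysis of the 500 most variable genes, in log2 CPM, placed 30.4% of the variance on the first component and 15.2% on the second. On the first component the AL + PBS libraries lay between -7.93 and -0.661 and the IF + PBS libraries between -26.3 and -15.8, so the groups did not overlap. Measured over 15970 genes, the distance to the mean AL + PBS profile was 71.7 ± 2.55 (SD, n = 3 mice) for IF + PBS. Each AL + PBS library lay between 58.6 and 61.9 from the mean of the other two. Among 22 gene lists tested with camera, a competitive gene set test with a preset inter-gene correlation of 0.01, 5 differed between IF + PBS and AL + PBS. The photoreceptor list had a median log2 fold change of -0.08 over 40 genes (adjusted p = 0.0144 from limma's camera), and without AL + PBS replicate 1 its adjusted p was 0.105. The list of choroid and sclera stroma had a median of -0.43 (adjusted p = 0.000108 from limma's camera, higher in 3 of 15 genes) and the erythrocyte list a median of -0.43 (adjusted p = 0.0144 from the same test, higher in 0 of 5 genes), which was no longer called without AL + PBS replicate 2 (adjusted p = 0.058 from camera), IF + PBS replicate 1 (0.124) or IF + PBS replicate 2. The lens and skeletal muscle lists were the other two. None of the 5 was called by fry, a rotation test that estimates the correlation between genes from the libraries.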

As shown in the PCA plot, in PBS-treated conditions, transcription profiles of IF mice were similar to those of AL mice, indicating a mild effect of IF diet on healthy mice. NaIO_3_-treated mice on AL diet presented marked deviation of gene expressions from PBS-treated mice. In contrast, IF diet was able to shift gene expressions back towards PBS control mice (Fig. S7A). 

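The distance to the mean AL + PBS profile was 92.2 ± 23.4 (SD, n = 3 mice) in AL + NaIO_3_. The 3 libraries lay at 74.2, 83.8 and 118.7, so replicate 3 was the farthest. This distance was not separated from that of IF + PBS (exact permutation test, two-sided p = 0.2). On the first principal component the AL + NaIO_3_ libraries lay at 21.0, 31.1 and 40.8, beyond each library of the other 3 groups. On the second component they were spread from -22.6 to 32.0. Of 15612 genes tested between AL + NaIO_3_ and AL + PBS, edgeR called 12 genes, 8 higher and 4 lower, and 1599 genes had an unadjusted p under 0.05. No gene was called when any of the 3 AL + PBS libraries was left out, with 900 to 1005 genes at an unadjusted p under 0.05. The count was 8 without AL + NaIO_3_ replicate 1, 5 without replicate 2 and 90 without replicate 3. All 12 genes were among the 90, whereas 4 were among the 5.

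**Figure D1:**
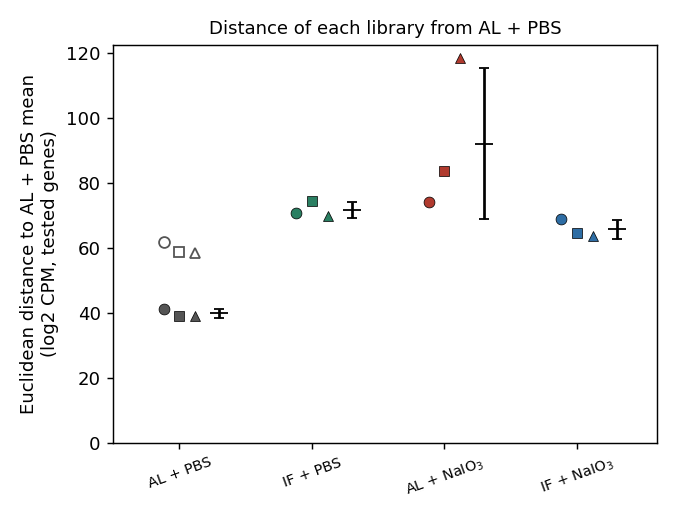
Distance of each library from the mean AL + PBS profile, as Euclidean distance in log2 CPM over 15970 genes, for the 4 groups. Filled points are mice, with the replicate number given by the marker, bars are the mean ± SD (n = 3), and open points are AL + PBS libraries measured from the mean of the other two. The AL + NaIO_3_ libraries lie between 74.2 and 118.7.

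*Edn2* (ENSMUSG00000028635, chromosome 4, 120161206 to 120167360), which encodes endothelin 2, had 90.2 ± 52.9 CPM in AL + NaIO_3_ and 4.04 ± 0.994 in AL + PBS (SD, n = 3). Its log2 fold change was 4.36 (standard error 0.44, adjusted p = 0.0294 from edgeR's quasi-likelihood test). *Lcn2* (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252), which encodes lipocalin 2, rose from 4.01 ± 0.278 to 63.8 ± 32.6 CPM, a log2 fold change of 3.90 (standard error 0.33, adjusted p = 0.0186 from edgeR). *Gm49027* (chromosome 5, 123512082 to 123525488) rose by 3.49 on the log2 scale (adjusted p = 0.0236 from edgeR), but it overlaps *Diablo*, so its count is uncertain. The largest fall, in *Gm42669* (chromosome 5, 107507621 to 107580596), had a log2 fold change of -3.27 (adjusted p = 0.0476 from edgeR). This gene overlaps *Glmn*, *Btbd8* and *1700028K03Rik* and is uncertain for the same reason. *Pon1* (ENSMUSG00000002588, chromosome 6, 5168090 to 5193946), which encodes paraoxonase 1, went from 24.5 ± 2.11 to 10.2 ± 1.46 CPM, with a log2 fold change of -1.34 (standard error 0.16, adjusted p = 0.0476 from edgeR). *Insig1* (ENSMUSG00000045294, chromosome 5, 28071363 to 28078662), a regulator of sterol synthesis, had a log2 fold change of -1.07 (standard error 0.12, adjusted p = 0.0476 from edgeR). In each of these 6 genes the 3 AL + NaIO_3_ libraries did not overlap the 3 AL + PBS libraries. Chance gives this for 10% of genes, and the rule that named the 6 required it, so it is no further evidence.
A list of 40 photoreceptor genes had a median log2 fold change of -0.44 in AL + NaIO_3_ (adjusted p = 1.42e-07 from limma's camera, 0.391 from fry), with 7 genes higher. Adjusted over the list alone, 0 of its genes passed, 0 passed over all genes tested, and 2 had an unadjusted p under 0.05. Without AL + NaIO_3_ replicate 3 the median was -0.11 (adjusted p = 0.0666 from limma's camera), and without replicate 1 it was -0.83. A list of 25 RPE genes had a median of 0.18, with 14 higher, although ranked by the signed test statistic the list lay toward lower expression (normalized enrichment score -2.08 from fgsea, adjusted p = 0.000617 from 10000 permutations of genes). The adjusted p was 7.53e-05 from limma's camera and 0.342 from fry. Of 22 RPE genes that DESeq2 gave an adjusted p, 5 were among its lower genes and 0 among its higher genes. Without replicate 3 the median was -0.54, and without replicate 2 the list was not called by camera.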

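IF + NaIO_3_ libraries lay 65.8 ± 2.85 (SD, n = 3 mice) from the mean AL + PBS profile, between 63.7 and 69.0. Each AL + NaIO_3_ library lay farther away (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). The mean distance of AL + NaIO_3_ was 1.40 times that of IF + NaIO_3_, and 1.20 times without AL + NaIO_3_ replicate 3. Each IF + NaIO_3_ library was also closer to AL + PBS than each IF + PBS library (exact permutation test, two-sided p = 0.1). On the first principal component the IF + NaIO_3_ libraries lay between -15.9 and -1.0. Compared with AL + PBS directly, 7 of 15419 genes were called in IF + NaIO_3_, 4 higher and 3 lower, and 1876 had an unadjusted p under 0.05. This count was 55 without IF + NaIO_3_ replicate 3, 17 without AL + PBS replicate 1, 13 without IF + NaIO_3_ replicate 1 and 3 without IF + NaIO_3_ replicate 2. *Gm48551* (log2 fold change 1.42), *Cdcp3* (0.98) and *Ip6k2* (0.85) showed the largest rises among the 7, and *Hipk1* (-2.78, adjusted p = 0.000208 from edgeR), *Gm48552* (-1.56) and *Dusp4* (-0.95) were the 3 that fell. *Gm48551* and *Gm48552* overlap each other *Cdcp3* overlaps *Fgfr2* and *Hipk1* overlaps *Gm10964*, so these counts are uncertain.
The 12 genes called between AL + NaIO_3_ and AL + PBS had a median absolute log2 fold change of 2.17. Each of the 12 moved the opposite way between IF + NaIO_3_ and AL + NaIO_3_, although that comparison shares the AL + NaIO_3_ libraries. Comparison of IF + NaIO_3_ with IF + PBS, which shares no library with AL + NaIO_3_ against AL + PBS, gave these genes a median log2 fold change of 0.15 when signed by their direction in AL + NaIO_3_. Of the 12, 7 had the same sign there. Over the same 12 genes the median was -0.0253 without IF + NaIO_3_ replicate 2 and 0.0508 without IF + PBS replicate 1. The 5 genes called between AL + NaIO_3_ and AL + PBS without AL + NaIO_3_ replicate 2, of which 4 were among the 12, had a median of -0.258. In IF + NaIO_3_ against IF + PBS, 0 of 15305 genes were called and 2326 had an unadjusted p under 0.05, but 197 were called without IF + PBS replicate 1 and 11 without IF + NaIO_3_ replicate 3. Across all tested genes, which are not independent replicates, the log2 fold changes of AL + NaIO_3_ against AL + PBS and of IF + NaIO_3_ against AL + NaIO_3_ had a correlation of -0.778. Unchanged groups simulated with the same shared libraries gave a mean of -0.51 over 20 simulations, between -0.53 and -0.489. Values near -0.51 are those of groups with equal spread, and a shared group with more spread gives lower values with no effect. The distances to AL + PBS had an SD of 23.4 in AL + NaIO_3_ and 2.85 in IF + NaIO_3_. The simulation therefore does not decide whether -0.778 goes beyond the sharing of libraries. Between AL + NaIO_3_ against AL + PBS and IF + NaIO_3_ against IF + PBS the correlation across genes was 0.0875.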

NaIO_3_ is known to induce cellular oxidative stress. Therefore, we first focused on the changes in oxidative stress-related genes. 

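Oxidative stress genes were measured with a list of 40 genes for the production and detoxification of reactive oxygen species, such as *Cybb*, *Ncf1* and *Hmox1*. The genes of the list that passed the filter numbered 33 in AL + NaIO_3_ against AL + PBS and 35 in IF + NaIO_3_ against AL + NaIO_3_. In AL + NaIO_3_ against AL + PBS the median log2 fold change was 0.32, with 29 of the 33 genes higher (adjusted p = 1.27e-07 from limma's camera). The fry test gave an adjusted p of 0.206, and camera with an estimated inter-gene correlation gave 0.303. When adjusted over the list alone, 7 genes passed, none passed over all genes tested, and 13 had an unadjusted p under 0.05. In IF + NaIO_3_ against AL + NaIO_3_ the median was -0.40, with 7 of the 35 genes higher (adjusted p = 1.13e-06 from limma's camera). For this comparison fry gave 0.186 and camera with an estimated correlation 0.28. Adjusted over the list alone, 7 genes passed, against 0 over all genes and 12 at an unadjusted p under 0.05. Without AL + NaIO_3_ replicate 3, the median was 0.24 in AL + NaIO_3_ against AL + PBS and -0.16 in IF + NaIO_3_ against AL + NaIO_3_, and the list was still called by camera in both. The normalized enrichment score from fgsea, on genes ranked by the signed test statistic, was 2.26 for AL + NaIO_3_ against AL + PBS (adjusted p = 9.22e-07 from 10000 permutations of genes) and -2.31 for IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 6.78e-07 from permutations of genes).

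**Figure D2:**
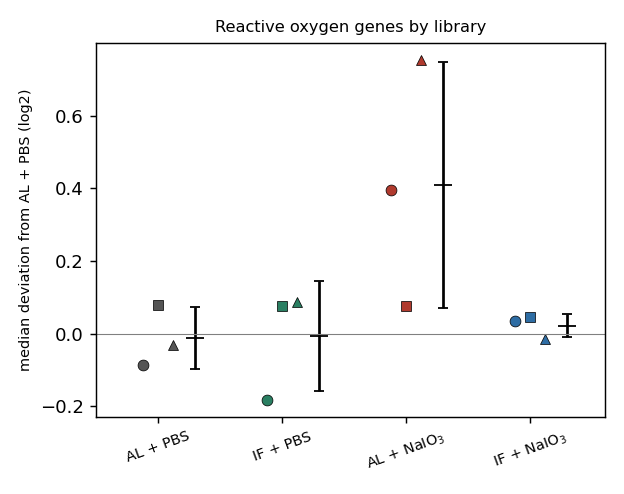
Median deviation of the reactive oxygen list from the AL + PBS mean in each library, on the log2 scale, for the 4 groups. Points are mice, and bars are the mean ± SD (n = 3). The AL + NaIO_3_ libraries lie at 0.397, 0.0769 and 0.753, and the IF + NaIO_3_ libraries between -0.0148 and 0.0451.

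In AL + NaIO_3_ the medians of replicates 1 and 3 lay above each IF + NaIO_3_ library, and replicate 2 also lay above them, but at 0.0769 it was below AL + PBS replicate 2, at 0.0801, and IF + PBS replicate 3, at 0.0869. *Cybb*, which encodes NOX2, had a log2 fold change of 2.85 in AL + NaIO_3_ (adjusted p = 0.306 from edgeR), with 146, 102 and 1015 counts in the 3 libraries, and of -3.71 in IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 0.191 from edgeR). *Hmox1* changed by 1.70 (adjusted p = 0.320 from edgeR) and -2.25 (adjusted p = 0.23 from edgeR) in the same comparisons.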

Gene set enrichment analysis (GSEA) revealed that NaIO_3_ robustly induced genes involved in reactive oxygen metabolic processes (normalized enrichment score [NES] = 1.47) (Fig. 4B), which were suppressed by the IF intervention (IF + NaIO_3_ vs. AL + NaIO_3_, NES = -1.49) (Fig. 4C). We further measured the transcription levels of antioxidant enzymes previously reported to be associated with oxidative stress responses^36^. Of the ten oxidative stress-related genes tested, nine were significantly induced in the eye cups of AL + NaIO_3_ mice, six of which were significantly suppressed by IF intervention, while others also showed a downward trend in their expressions (Fig. 4D).

**Fig. 4:**
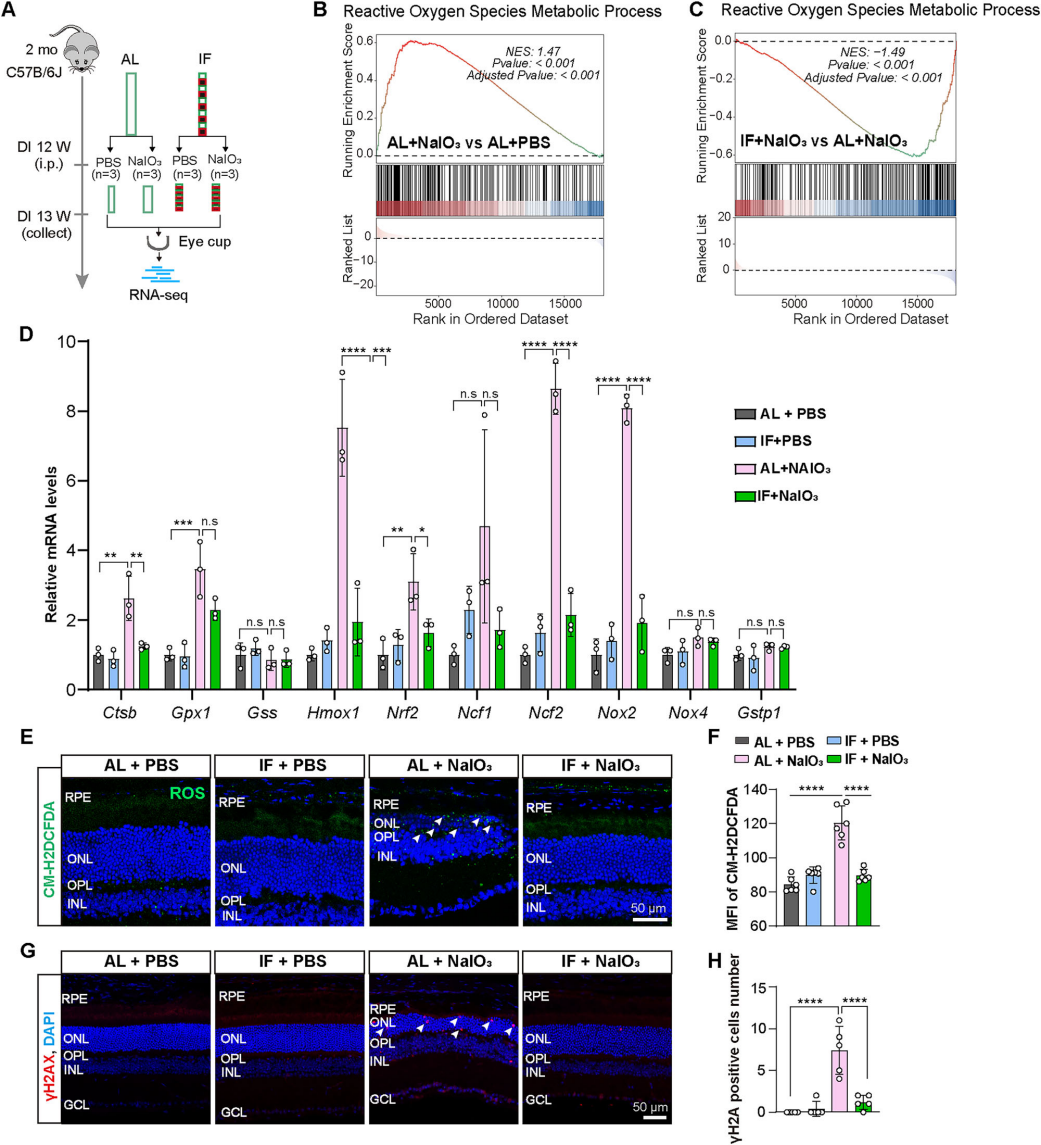
IF attenuates NaIO_3_-induced oxidative stress in the retina. **A** Diagram illustrating mouse treatment and RNA-seq. **B** The GSEA profile demonstrating the significant enrichment of gene sets associated with the ROS pathway in AL+NaIO_**3**_ mouse retinas compared to AL + PBS retinas. **C** The GSEA profile demonstrating significant enrichment of gene sets associated with the ROS pathway in IF+NaIO_3_ mouse retinas compared with AL+NaIO_3_ retinas. **D** qPCR analysis of the mRNA levels of oxidative stress-related genes. *Gapdh*, *Actb*, *Ubc* were used as reference genes, *n* = 3 mice/group. **E** ROS levels in the retinas of each group, as revealed by the CM-H2DCFDA probe assay. Arrows indicate ROS signals. Scale bar, 50 μm. **F** Quantification of ROS positive mean fluorescence intensity. *n* = 6 mice/group. **G** Results of γH2AX immunostaining performed on the mouse retinas after NaIO_3_ or PBS administration. Scale bar, 50 μm. **H** Quantification of γH2AX positive cells number. *n* = 5 mice/group. Data are expressed as the mean ± SD, *P* values were calculated using Two-way ANOVA with Tukey HSD post hoc tests in **D, F, H**. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05.

We then assessed the changes in levels of reactive oxygen species (ROS) in the retina using the molecular probe H2DCFDA. H2DCFDA staining of retinal sections indicated that NaIO_3_ exposure significantly increased ROS production, which was diminished by IF (Fig. 4E, F). Additionally, the protein levels of NADPH oxidase 2 (NOX2), which is involved in superoxide generation, were found to be markedly increased in the retinal sections following NaIO_3_ treatment. This increase was attenuated in the IF group (Fig. S7B–E). Elevated ROS causes oxidative damages to DNA and increases γH2AX in cells^37^. Therefore, we performed γH2AX immunofluorescence to assess oxidative damage in the retina. Consistent with the ROS results, NaIO_3_-treated retinas exhibited a marked increase in γH2AX-positive signals in the ONL, suggesting oxidative damage in the retinal cells (Fig. 4G, H). IF intervention significantly reduced γH2AX labeling in the ONL, indicating its protective effect against oxidative damages in the retina (Fig. 4G, H). These results indicated that IF treatment reduced NaIO_3_-induced ROS production and ameliorated oxidative damage to the retina.

### Transcriptome analysis revealed the inhibitory effects of IF on retinal degeneration and inflammatory pathways

To explore additional protective mechanisms of IF, we performed further functional enrichment analysis of the RNA-seq data. The analysis revealed 1970 differentially expressed genes (DEGs) when comparing the IF + NaIO_3_ and AL + NaIO_3_ groups. Of these DEGs, 537 (27.3%) were up-regulated and 1433 (72.7%) were down-regulated (Fig. 5A). 

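Of 15648 genes tested between IF + NaIO_3_ and AL + NaIO_3_, edgeR's quasi-likelihood test called 6, and 1828 had an unadjusted p under 0.05. The count changed with the libraries in the fit. It was 75 without AL + NaIO_3_ replicate 3, which included the 6 genes. It was 2 without AL + NaIO_3_ replicate 1, 1 without AL + NaIO_3_ replicate 2, and 1 without IF + NaIO_3_ replicate 3. No gene was called without IF + NaIO_3_ replicate 1 or replicate 2, with 1133 and 938 genes at an unadjusted p under 0.05. When all 12 libraries were fitted together, so that the 4 groups shared an estimate of the spread, 190 genes were called and the 6 were among them. On simulated counts with 200 changed genes and the spread that edgeR fitted to these libraries, it called 181 of the 200 (90.5%) with 7 false calls. Each gene was drawn independently there, and no library stood apart as AL + NaIO_3_ replicate 3 does. This recovery is therefore not the share of changed genes that edgeR finds in the real libraries. The simulated higher genes had a median log2 fold change of 1.95, so the recovery does not extend to smaller changes either.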

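By edgeR, 0 of the called genes were higher in IF + NaIO_3_ than in AL + NaIO_3_ and 6 were lower, and in the fit of the 12 libraries 20 were higher and 170 lower. *Edn2* had 2.08 ± 0.0952 CPM in IF + NaIO_3_ (SD, n = 3 mice), with a log2 fold change of -5.29 against AL + NaIO_3_ (standard error 0.43, adjusted p = 0.0143 from edgeR's quasi-likelihood test). *Lcn2* had 4.24 ± 0.615 CPM in IF + NaIO_3_, a log2 fold change of -3.77 (standard error 0.34, adjusted p = 0.0143 from edgeR). *Hipk1* (ENSMUSG00000008730, chromosome 3, 103739815 to 103791563), which encodes a homeodomain-interacting protein kinase, had 16.3 ± 5.97 CPM in IF + NaIO_3_ and 121 ± 18.0 in AL + NaIO_3_, a log2 fold change of -2.78 (standard error 0.25, adjusted p = 0.0143 from edgeR). It overlaps *Gm10964*, so its count is uncertain, and its counts in IF + PBS were 550, 3007 and 3265. Between AL + NaIO_3_ and AL + PBS its log2 fold change was 0.0041 (adjusted p = 0.994 from edgeR), so its lower level in IF + NaIO_3_ does not undo a change between these 2 groups. The other 3 genes were named after their values had been seen. *Cebpd* (chromosome 16, 15887286 to 15891031), which overlaps *Spidr*, had 12.7 ± 1.16 CPM in IF + NaIO_3_ and 82.8 ± 30.4 in AL + NaIO_3_, a log2 fold change of -2.56 (adjusted p = 0.0143 from edgeR). *H2-Q4* (chromosome 17, 35379617 to 35385290), a class I histocompatibility gene with close paralogs among which reads could have been split, had a log2 fold change of -1.93 (adjusted p = 0.0340 from edgeR). *Ifit3* (chromosome 19, 34583531 to 34588731), an interferon-induced gene that also has a close paralog, had a log2 fold change of -1.53 (adjusted p = 0.0340 from edgeR), with counts of 1799, 1018 and 623 in AL + PBS. The groups did not overlap for any of the 6 genes (exact permutation test, two-sided p = 0.1 for each), a pattern that chance gives for 10% of genes. With each library left out in turn, the log2 fold change stayed between -5.60 and -4.83 for *Edn2*, between -4.02 and -3.36 for *Lcn2* and between -3.05 and -2.55 for *Hipk1*, although with the fewer libraries these genes were not all called.

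**Figure D3:**
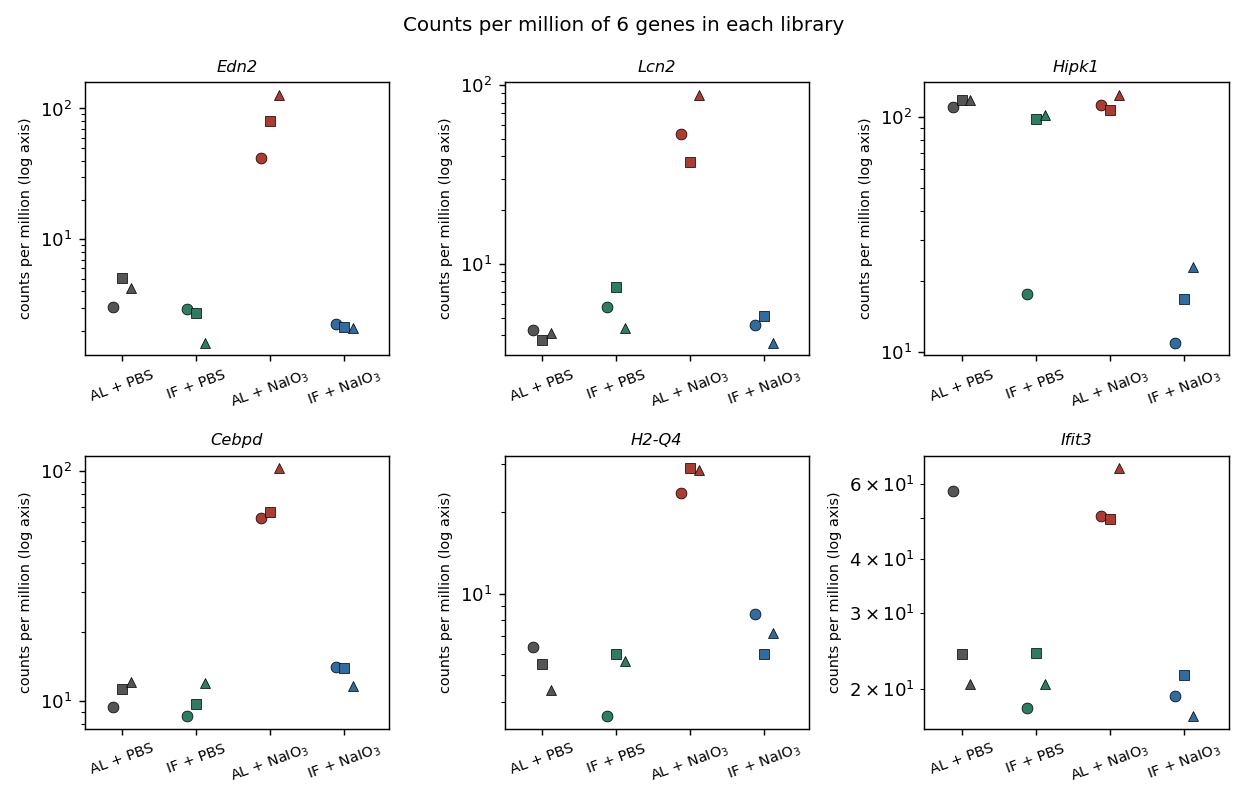
CPM, on a logarithmic axis, of the 6 genes called between IF + NaIO_3_ and AL + NaIO_3_, in each of the 12 libraries by group. Each point is a mouse, with the replicate number given by the marker, and no summary is drawn. For *Edn2* the IF + NaIO_3_ libraries lie near 2.08 and the AL + NaIO_3_ libraries are spread around 90.2.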

Analysis of top DEGs and Gene Ontology (GO) revealed that up-regulated genes were enriched in photoreceptor cilia (e.g, *Krt23*, *Aspm*, *Kifc5b*) and visual perception (e.g, *Abca13*, *Serinc4*), which was consistent with our findings that IF rescues photoreceptor damage and visual deficit in the NaIO_3_–induced modle (Fig. 5B, C) Down-regulated genes were significantly enriched in pro-inflammatory pathways, including those involved in cytokine production (e.g., *Spn*, *Il21, Bcl3, Serpinb7*), external stimulus response (e.g., *Ccl2*, *Ccl3, Ccl7, Klrb1b*), and immune system regulation (e.g., *Cd244a,Ccdc194*) (Fig. 5B, C). 

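The 5 genes named for photoreceptor cilia and visual perception were higher in IF + NaIO_3_ than in AL + NaIO_3_ without overlap between the libraries, which chance gives for 10% of genes, and none was called by edgeR. *Krt23* (chromosome 11, 99477974 to 99493137) had 1.01 ± 0.321 CPM in IF + NaIO_3_ and 0.397 ± 0.133 in AL + NaIO_3_ (SD, n = 3 mice), a log2 fold change of 1.46 (adjusted p = 0.374 from edgeR). *Aspm* (chromosome 1, 139454772 to 139494091) had a log2 fold change of 1.43 (adjusted p = 0.269 from edgeR). *Kifc5b* (chromosome 17, 26917091 to 26932583) had 8.15 ± 0.791 and 4.10 ± 1.03 CPM, a log2 fold change of 1.11. *Abca13* (chromosome 11, 9191942 to 9684259) had a log2 fold change of 0.99 (adjusted p = 0.233 from edgeR). *Serinc4* (chromosome 2, 121439059 to 121456781), which overlaps *Hypk*, *Ell3* and *Serf2* and is uncertain, had 43.3 ± 2.87 and 22.6 ± 8.28 CPM, a log2 fold change of 1.04 (adjusted p = 0.253 from edgeR). All 5 of the 5 passed when adjusted over the list alone, but this is not independent evidence because the study chose the genes on these samples. Over all genes 0 passed, and 5 had an unadjusted p under 0.05.
The 40 photoreceptor genes had a median log2 fold change of 0.46 in IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 4.98e-08 from limma's camera, 0.363 from fry), and 36 of them were higher. Adjusted over the list alone 0 passed, over all genes 0 passed, and 2 had an unadjusted p under 0.05. The median was 0.14 without AL + NaIO_3_ replicate 3 (adjusted p = 0.0087 from limma's camera) and 0.85 without AL + NaIO_3_ replicate 1.
Among the 10 genes named for cytokine production, response to external stimulus and immune regulation, *Bcl3* (chromosome 7, 19808462 to 19822770) had the most counts in AL + NaIO_3_. It had 0.384 ± 0.207 CPM in IF + NaIO_3_ and 13.5 ± 9.11 in AL + NaIO_3_, a log2 fold change of -4.99 (standard error 0.61, adjusted p = 0.0595 from edgeR). *Ccl2* (chromosome 11, 82035571 to 82037453), which overlaps *Gm17268*, had 2.02 ± 1.22 CPM in AL + NaIO_3_ and a log2 fold change of -5.18 (standard error 1.12, adjusted p = 0.191 from edgeR). In the other 8 genes each IF + NaIO_3_ library had at most 3 counts, so the folds are lower bounds. They were at least 12.0-fold lower for *Spn*, 7.47-fold for *Cd244a*, 6.89-fold for *Ccl3*, 6.71-fold for *Ccdc194*, 6.63-fold for *Ccl7*, 5.34-fold for *Klrb1b*, 5.06-fold for *Il21* and 3.76-fold for *Serpinb7*. These bounds use the mean of the AL + NaIO_3_ libraries, of which replicate 3 had the most counts in each of the 8 genes. *Spn* had 17, 17 and 83 counts there, so its bound would be lower without replicate 3. *Cd244a* overlaps *Ly9* and *Klrb1b* overlaps *Gm44511*, and *Ccdc194* had 0, 23 and 39 counts in the AL + NaIO_3_ libraries (exact permutation test, two-sided p = 0.4). Of the 10 genes, 7 passed the low-count filter, and these had a median log2 fold change of -7.08, or -2.90 with the 5 at the floor set to their bound. Adjusted over the list alone 7 passed, which again is not independent evidence, against none over all genes tested, where 7 had an unadjusted p under 0.05. Of the lists tested for enrichment among the 6 genes lower in IF + NaIO_3_, that of Müller cells and astrocytes held 2 of the 6 (one-sided Fisher's exact test, adjusted p = 0.000382). *Edn2* is among the 2. RNA from whole tissue does not show which cells it came from, so this enrichment does not place the change in Müller cells or astrocytes. No list was enriched without any 1 of the IF + NaIO_3_ libraries, while 6 were enriched without AL + NaIO_3_ replicate 3 and 2 without AL + NaIO_3_ replicate 1. After its qPCR of cytokines (Fig. 5D, E), the paper proposes that IF limits retinal degeneration by modulating inflammation.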

Next, we performed qPCR to validate the expressions of common cytokines, which showed that NaIO_3_ activated both pro- and anti-inflammatory transcripts in the AL group, whereas IF treatment inhibited the activation of these genes (Fig. 5D, E). These findings suggest that IF treatment prevents retinal degeneration by modulating inflammation to protect the retina from oxidative stress damage.

**Fig. 5:**
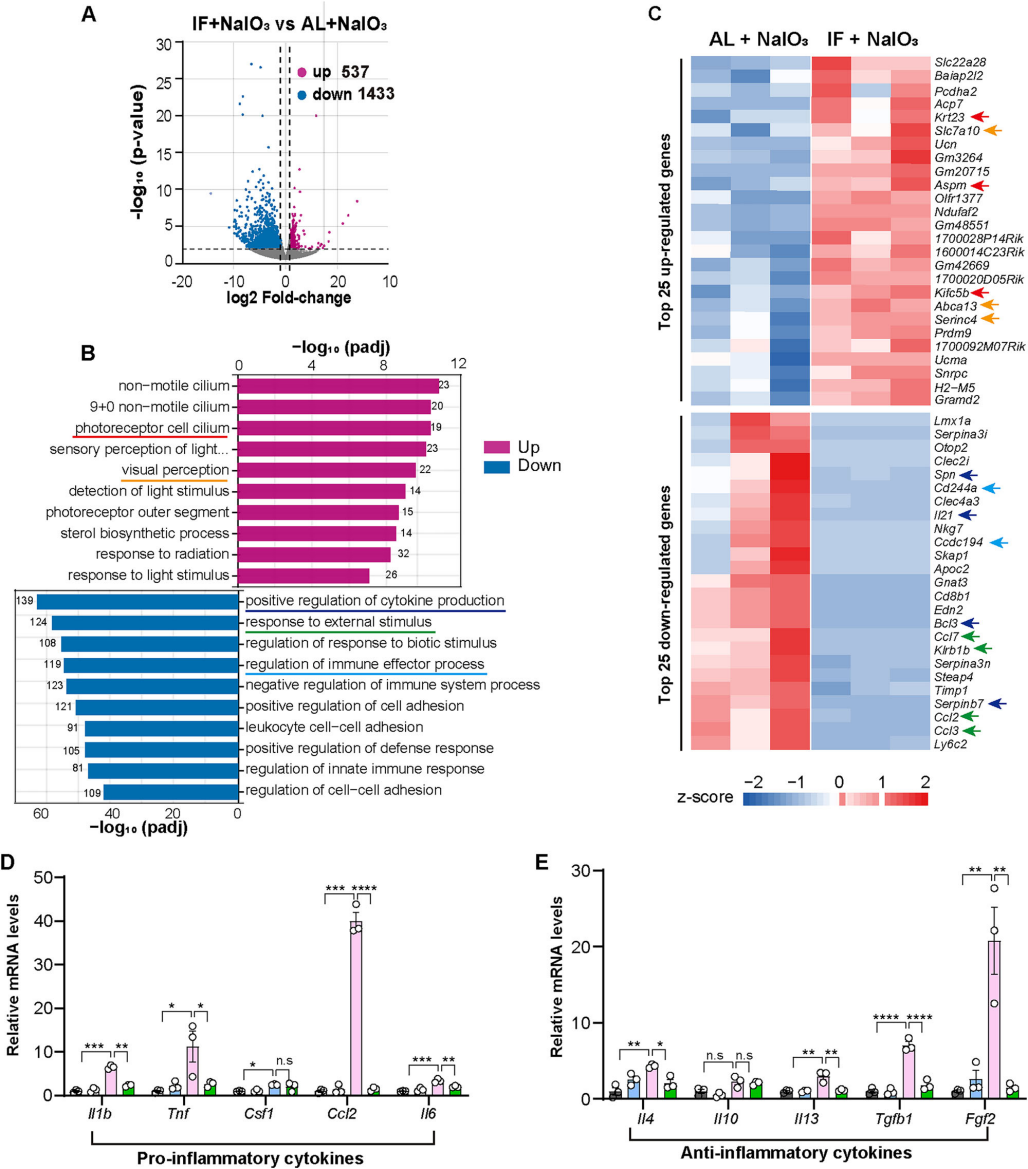
Transcriptomic changes in the retinas of PBS and NaIO_3_ exposed mice treated with AL or IF. **A** Volcano plot of DEGs between the IF+NaIO_3_ and AL+NaIO_3_ groups; red dots indicate up-regulated genes, blue dots indicate down-regulated genes. **B** Gene Ontology (GO) functional enrichment analysis showing significant biological processes up- or down-regulated in IF+NaIO_3_ compared to AL+NaIO_3_. Red and blue lines highlight the pathways associated with photoreceptors and inflammation, respectively. **C** Heatmap exhibits the top up-regulated and down-regulated genes; red arrows indicate genes involved in photoreceptor function and blue arrows indicate genes associated with inflammation. **D** The mRNA levels of pro-inflammatory genes in each group at 7-days post NaIO_3_ administration. *Gapdh*, *Actb*, *Ubc* were used as reference genes, *n* = 3 mice/group. **E** The mRNA levels of anti-inflammatory genes in each of the groups at 7-days post NaIO_3_ administration. *Gapdh*, *Actb*, *Ubc* were used as reference genes, *n* = 3 mice/group. Data are expressed as the mean ± SD, *P* values were calculated using Two-way ANOVA with Tukey HSD post hoc tests in **D, E**. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05.

### IF suppressed glial hyperactivation induced by NaIO_3_

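Gene lists for inflammatory cytokines and for glial and immune cells were compared between the groups. The inflammatory cytokine list, of which 18 genes passed the filter in AL + NaIO_3_ against AL + PBS, had a median log2 fold change of 1.62 there, with 18 of 18 genes higher (adjusted p = 4.9e-19 from limma's camera, 0.0268 from fry). In all, 11 genes passed when adjusted over the list alone, compared with 0 over all genes and 12 at an unadjusted p under 0.05. The median in IF + NaIO_3_ against AL + NaIO_3_ was -1.68, with 0 of 19 genes higher (adjusted p = 3.28e-17 from limma's camera, 0.0233 from fry), and it was the same with the 3 genes at the floor set to their bound. Here 12 passed when adjusted over the list alone, against 0 over all genes and 12 at an unadjusted p under 0.05. This median was -0.92 without AL + NaIO_3_ replicate 3.
The 27 genes of macrophages and microglia, such as *Lyz2* and *Cd68*, had a median log2 fold change of 2.34 in AL + NaIO_3_ against AL + PBS, with 27 of 27 higher (adjusted p = 1.91e-34 from limma's camera, 0.0859 from fry). Between IF + NaIO_3_ and AL + NaIO_3_ the median was -2.46, with 1 gene higher (adjusted p = 1.33e-32 from limma's camera, 0.0853 from fry). In both comparisons 25 genes passed when adjusted over the list alone, 0 passed over all genes and 25 had an unadjusted p under 0.05. Without AL + NaIO_3_ replicate 3 the medians were 1.56 and -1.62. *Lyz2* had 1536, 964 and 21516 counts in the 3 AL + NaIO_3_ libraries.
The 17 genes of Müller cells and astrocytes had a median of 1.20 in AL + NaIO_3_ against AL + PBS, with 15 higher (adjusted p = 1.31e-27 from limma's camera, 0.0585 from fry). The median was -1.27 in IF + NaIO_3_ against AL + NaIO_3_, with 2 higher (adjusted p = 2.05e-32 from limma's camera, 0.0415 from fry). Adjusted over the list alone 13 and 14 genes passed in the respective comparisons, 2 in each passed over all genes, and 13 and 14 had an unadjusted p under 0.05. *Edn2* is among the 2 in each, and RNA from whole tissue does not show which cells it came from. The first median was 0.80 without AL + NaIO_3_ replicate 3. *Gfap*, a marker of reactive Müller cells, had 12.8 ± 2.58 CPM in IF + NaIO_3_ and 185 ± 139 in AL + NaIO_3_ (SD, n = 3 mice), a log2 fold change of -3.71 (standard error 0.46, adjusted p = 0.0595 from edgeR). It had a log2 fold change of 3.34 in AL + NaIO_3_ against AL + PBS (adjusted p = 0.0873 from edgeR).

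**Figure D4:**
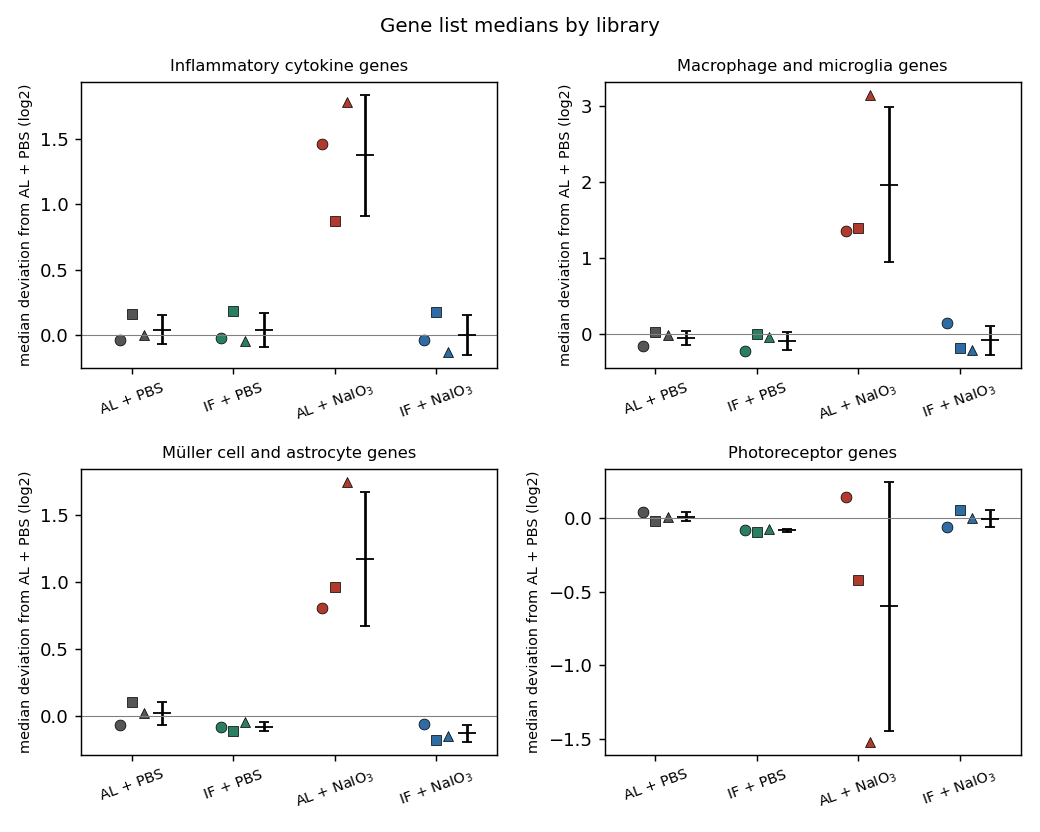
Median deviation of 4 gene lists from the AL + PBS mean in each library, on the log2 scale, by group. Points are mice, with the replicate number given by the marker, and bars are the mean ± SD (n = 3). In the macrophage and microglia panel the AL + NaIO_3_ libraries lie at 1.36, 1.40 and 3.14 and the IF + NaIO_3_ libraries between -0.203 and 0.144.

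Each AL + NaIO_3_ library lay above each IF + NaIO_3_ library for the inflammatory cytokine list (0.875 to 1.78 against -0.125 to 0.174), the macrophage and microglia list, and the list of Müller cells and astrocytes (0.809 to 1.75 against -0.184 to -0.0631). Chance gives such a separation of 3 mice from 3 in 10% of comparisons. For photoreceptor genes the AL + NaIO_3_ libraries lay at 0.139, -0.421 and -1.52, on both sides of the IF + NaIO_3_ libraries.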

Our RNA-seq analysis revealed that IF inhibited NaIO_3_-induced inflammatory pathways and the production of inflammatory cytokines, suggesting that IF intervention may reduces glial cell activation or infiltration in the retina, which have been implicated in the pathogenesis of AMD^15,16^. Therefore, we evaluated whether IF suppressed the hyperactivation of Müller cells and microglia. Immunostaining of retinal sections for the microglia cell marker IBA1 revealed a significant increase in IBA1^+^ cells in the retina of AL+NaIO_3_ mice (Fig. 6A, B), suggesting proliferation of microglia. The microglia were also positive for CD68, a lysosomal marker of activated microglia^38^, indicative of hyperactivation of microglia in AL+NaIO_3_ mice. NaIO_3_-stimulated increase and activation of microglia were decreased within the same regions in the IF group of mice (Fig. 6A–D). Moreover, immunostaining analysis of retinal and RPE flat mounts showed increased number and hypertrophic transformation, characterized by enlarged soma and thickened processes typical of activated/pro-inflammatory phenotypes, of microglia in NaIO_3_-treated mice compared to AL + PBS controls, which were significantly attenuated by IF treatment (Fig. 6E–H). In AL+NaIO_3_ retinas, the GFAP signals spanned nearly the entire retina, extending beyond the ganglion cell layer (GCL) and nerve fiber layers. In contrast, IF-treated retinas exhibited GFAP signals confined to the GCL and nerve fiber layers, resembling the AL + PBS specimens (Fig. 6I, J). These results were confirmed by Western blotting, which showed that the protein levels of IBA1 and GFAP in the AL group were significantly upregulated by NaIO_3_ and significantly suppressed by IF treatment (Fig. 6K–M). These results indicate that IF treatment suppresses the hyperactivation of glial cells in NaIO_3_-induced retinal degeneration model.

**Fig. 6:**
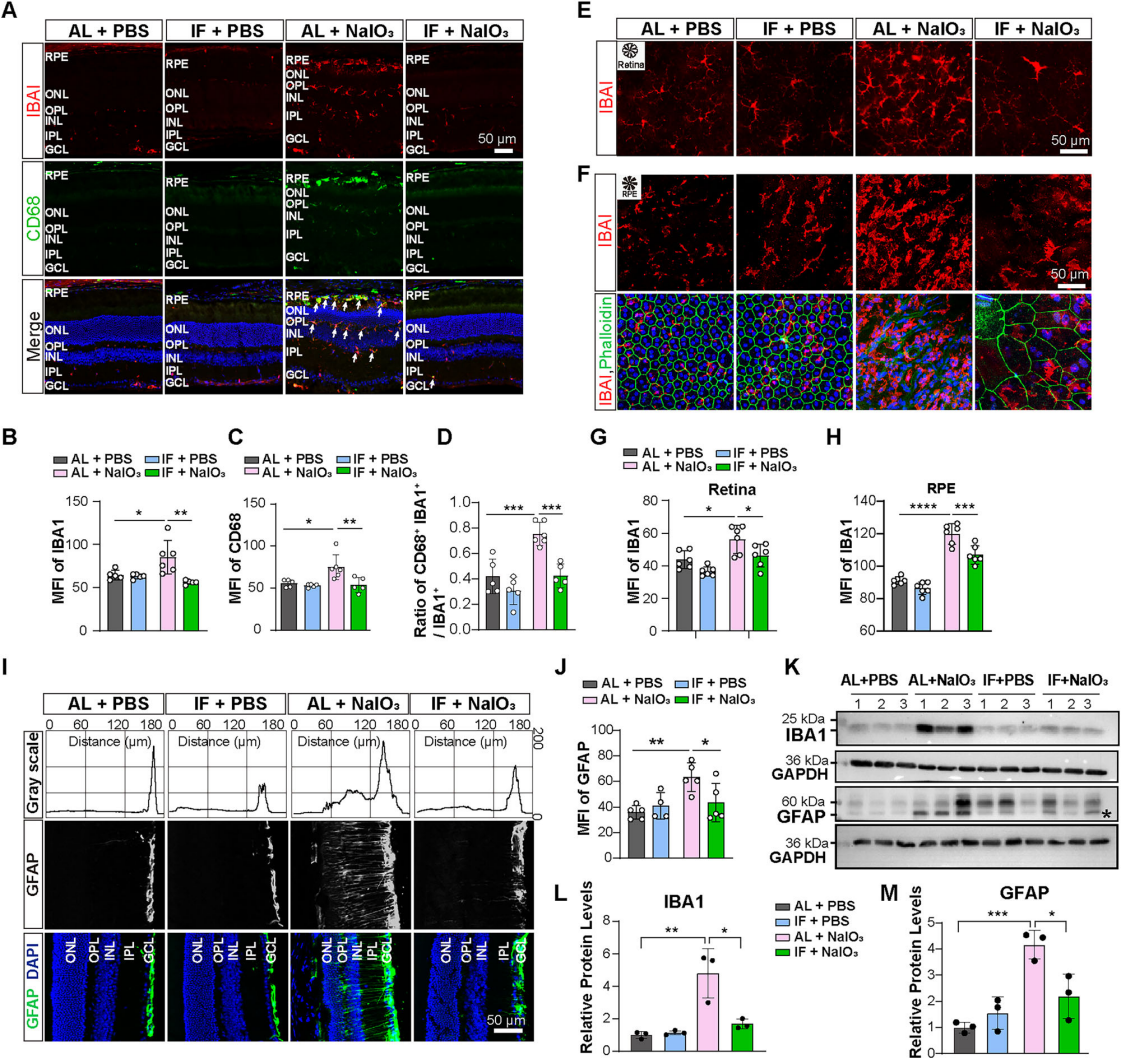
IF treatment suppresses NaIO_3_-inuced glial hyperactivation. **A** Representative images of IBA1 and CD68 immunostaining in retinal sections across different groups. Scale bar, 50 μm. **B–D** Mean fluorescence intensity of the IBA1 and CD68 signals and IBA1 + CD68 + /IBA1+ ratio. *n* = 5–6 mice/group. **E** Representative images of IBA1 immunostaining in retinal whole-mount flats across the groups. Scale bar, 50 μm. **G** Mean fluorescence intensity of the IBA1 signal in retinal whole-mount flats. *n* = 6 mice/group. **F** Representative images of IBA1 immunostaining in RPE whole-mount flats across the groups. Scale bar, 50 μm. **H** Mean fluorescence intensity of IBA1 signal in whole-mount RPE flats. *n* = 6 mice/group. **I, J** GFAP labeling of Muller glial cells in retinal sections. *n* = 4–5 mice/group. Scale bar, 50 μm. **K–M** Protein levels of IBA1 and GFAP as determined by Western blotting analysis. *n* = 3 mice/group. The asterisk in (**K**) indicates target bands. Data are expressed as the mean ± SD, P values were calculated using Two-way ANOVA with Tukey HSD post hoc tests in **B, D, F, H, J, K**. ****P < 0.001, ***P < 0.001, **P < 0.01, *P < 0.05.

### IF exerts mild retinoprotective effects in middle-aged and elderly mice

Recent studies have indicated that caloric restriction in later life can reduce age-associated frailty and reverse the alterations linked to the aging process^39,40^. Therefore, we investigated whether IF treatment confers protective benefits against NaIO_3_-induced RPE and retinal degeneration in older mice. First, we performed experiments using middle-aged mice, with mice initiating the IF regimen at 9 months of age, and were assayed at 12 months of age. Co-staining of RPE flat mounts with phalloidin and IBA1 revealed significantly less structural distortion in the middle and peripheral regions, as well as reduced IBA1 signals in the peripheral region of the RPE layer in IF + NaIO_3_ mice than in AL + NaIO_3_ mice (Fig. S8A–D). We subsequently extended the analyses to 16-month-old mice, finding that NaIO_3_ caused more severe damage than younger mice, exemplified by almost complete loss of the hexagonal structure of the PRE cells, even in the middle and peripheral regions of the RPE layer (Fig. 7A). Even in mice with this more severe phenotype, IF intervention partially alleviated the structural distortion of RPE cells (Fig. 7A–C). Further experiments labeling photoreceptors, apoptotic cells, and Muller cells in retinal sections from 16-month-old mice were conducted using PNA, TUNEL and GFAP staining, respectively. The analyses indicated that IF significantly inhibited NaIO_3_-induced photoreceptor degeneration, cell death, and hyperactivation of Muller cells, albeit to a lesser degree, presumably due to the more severe damage or older age of the mice. (Fig. 7D–I, Fig. S9A, B). These results demonstrate that dietary restriction initiated in the later stages of life still exerts partial protective effects against RPE and retinal degeneration NaIO_3_-induced retinal degeneration model.

**Fig. 7:**
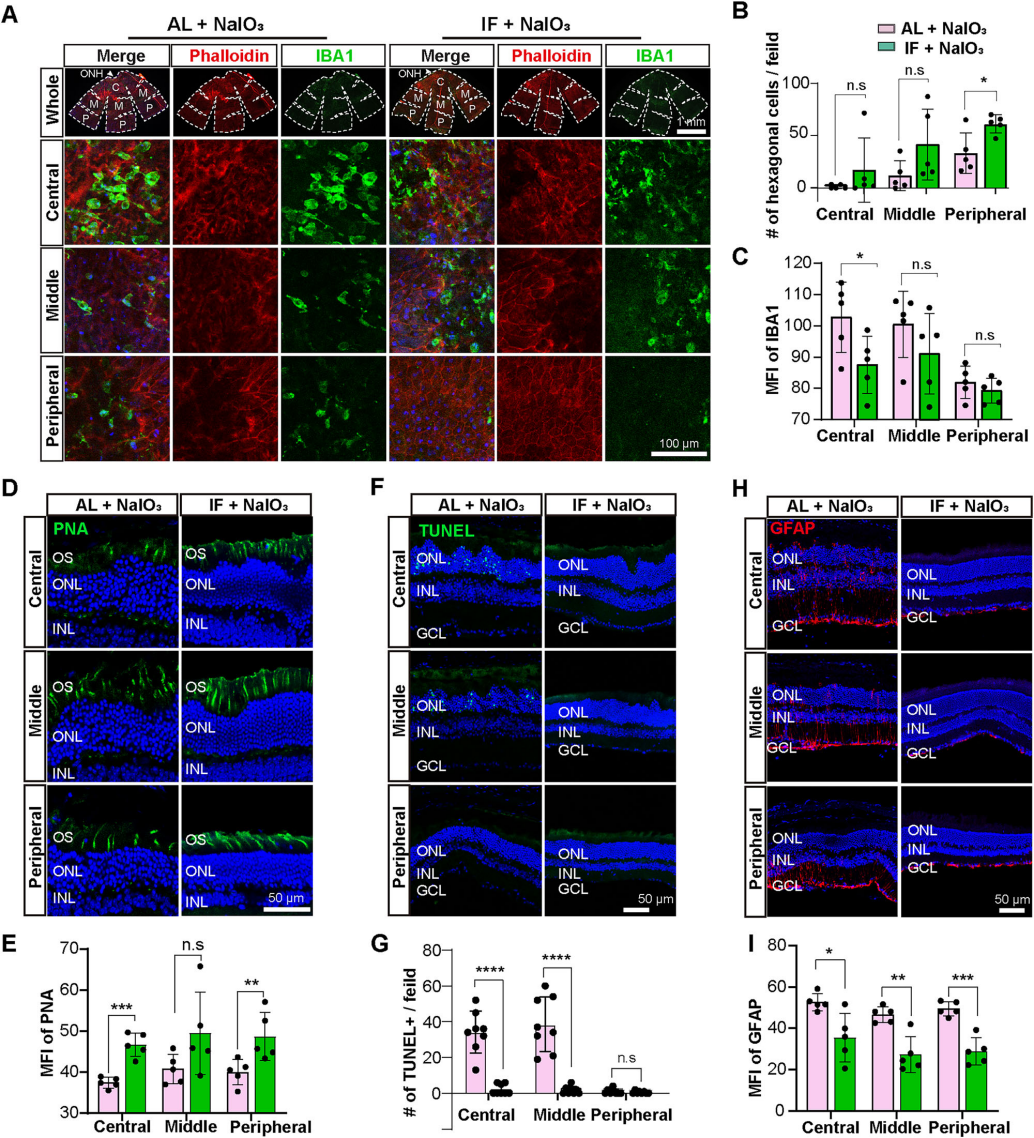
IF exerts retinoprotective effects in older mice. **A** Dual labeling of phalloidin and IBA1 showing the RPE integrity and microglial distribution in the RPE of 16-month-old mice. Scale bar, 1 mm (top row) or 100 μm (bottom three rows). **B, C** Quantification of hexagonal cells and IBA1 signal intensity in the RPE of 16-month-old mice. *n* = 5 mice/group. **D, E** Cone photoreceptors were identified by PNA labeling, with quantification of PNA mean fluorescence intensity across retinal sections. *n* = 5 mice/group. Scale bar, 50 μm. **F, G** Apoptotic cells were identified by TUNEL labeling and quantification of TUNEL fluorescence intensity across retinal sections. *n* = 4 mice/group. The left and right hemiretinas of the four mice were quantified independently in the figure. Scale bar, 50 μm. **H, I** Muller glial cell activation detected by GFAP immunostaining and quantification of GFAP mean fluorescence intensity in retinal sections. Scale bar, 50 μm. *n* = 5 mice/group. Data are expressed as the mean ± SD, *P* values were calculated using unpaired two-tailed t-test in **B, C, E, G, I**. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05.

## Discussion

Mounting evidence has indicated that IF exerts multiple beneficial effects on life span and various human diseases, including cancer, neurological disorders and metabolic dysfunctions^41–44^. However, its efficacy in combating retinal degeneration, particularly AMD, remains unclear. Our current investigation revealed that IF displayed robust protective effects in an oxidative stress-induced AMD model, attenuating ROS production, glial hyperactivation, and deficits in the retina and vision. Notably, this protective effect persisted even when IF was introduced in the middle and later life stages. Overall, our study provides novel insights into the beneficial effects of dietary restriction on enhanced retinal oxidative resistance, laying a foundation for new potential therapeutic strategies for AMD management.

The retina is one of the most energy-intensive organs in the body. Oxidative stress plays an important role in the pathogenesis of neurodegenerative diseases. For example, in AMD, excess free radicals attack the photoreceptor cells, triggering cell death. Consequently, the inability of the RPE to deplete free radicals leads to the degeneration of the RPE, and further induces photoreceptor loss^15,45^. In this study, we used a NaIO_3_-induced dry AMD mouse model. Systemic NaIO_3_ challenge recapitulates many of the key features of dry AMD, including oxidative stress, inflammation, and RPE dysfunction. Therefore, NaIO_3_ has been widely used to study the pathogenesis and therapeutic effects of dry AMD^46–48^. Based on the preliminary experimental results, we chose a dosage of 25 mg/kg NaIO_3_, which induced significant degeneration (greater than 50%) in the RPE layer and neuroretina. It is worth noting that in the NaIO_3_-induced AMD model, the most severe damage to the RPE and retina occurred around the central area, with the damage diminishing with increasing distance from the central region. This pattern is consistent with previous reports^49,50^. Our data reveal age-related attenuation of IF-mediated protection against NaIO_3_-induced retinal damage. This may reflect either diminished IF efficacy in aged mice or their heightened vulnerability to NaIO_3_ toxicity, as evidenced by exacerbated midde and periphery RPE degeneration (Fig. S4, Fig.7A–C). While oxidative stress pathways likely contribute to this disparity, mechanistic distinctions between age-specific IF responsiveness and NaIO_3_ sensitivity remain unresolved. Targeted investigations comparing molecular responses to IF and toxin challenge across age cohorts will clarify these interacting factors. Furthermore, the NaIO_3_-induced AMD model is considered to be a more advanced model of dry AMD. It is worth studying whether IF protects the retina in other models of dry AMD, including light-induced, genetic, and wet AMD models.

In this study, a rapid decrease in body weight was observed in the initial week of IF treatment in mice. From the fourth week onwards, the mice began to regain weight. Later, they were able to maintain almost the same growth rate as the control group (Fig. 1A). However, by the end of the study, their body weights did not match those of the control group (approximately 3 g lighter). These changes in body weight are consistent with those reported in previous studies^27,51,52^. Over time, mice in the IF group gradually adapted and gained stable weight.

In the present study, we demonstrated that IF mitigates retinal oxidative damage induced by NaIO_3_. Mechanistically, our findings indicate that IF can resist oxidative stress-induced damage to the RPE and retina by mitigating ROS production and the overactivation of microglia and Muller cells. However, the molecular pathways through which IF modulates glial cell activity remain unclear. We speculated that the gut microbiota may serve as this missing link, as IF can alter the composition of the gut microbiota, leading to an environment that favors anti-inflammatory SCFAs, such as butyric acid and propionic acid^53,54^. This change can have systemic effects as the gut microbiota interacts with the immune system. However, it is also possible that autophagy is involved in this process. Indeed, research has shown that IF enhances autophagy, defined as the process by which cells degrade and recycle their own components^55,56^. Autophagy can remove pro-inflammatory cellular debris and contribute to the reduction of cell death. Sirtuin activation may mediate the effects of IF on AMD. Sirtuins are a family of proteins that regulate cellular health and have been shown to exert anti-inflammatory properties. IF has further been shown to activates sirtuins, which may reduce inflammation^44,57,58^. Although our study sheds light on the anti-inflammatory effects of IF in the retina, the pathways through which IF modulates the inflammatory response in our AMD model remain to be delineated. Future studies should aim to uncover specific protective mechanisms and identify key molecular targets.

Recent studies have shown that initiating IF therapy in late life decreases age-related frailty and improves aging-induced neurological deficits. Our study was therefore extended to assess the efficacy of IF in mitigating retinal RPE damage and photoreceptor degeneration in mice aged 12 and 16 months. The data revealed that both middle-aged and elderly mice exhibited significantly greater RPE damage and photoreceptor cell degeneration following NaIO_3_ administration than their younger counterparts. This observation indicates increased susceptibility to NaIO_3_-induced oxidative stress with advancing age. Furthermore, the protective effects of IF were observed to be less substantial in middle-aged (12-month-old) mice than in young mice, and even less so in elderly mice (16-month-old). Although IF treatment provided near-complete protection against RPE damage and cell loss in young mice, it conferred only partial protection in middle-aged and elderly mice. This variation may be due to the relatively elevated basal oxidative stress within the retina of aged mice, which makes them more sensitive to external stimuli. Consequently, they experienced more severe tissue damage under equivalent stimulus conditions, which partially obscured the original protective effects of IF. To validate this hypothesis, the protective effect of IF in older individuals was further assessed by reducing sodium iodate concentration, thereby mitigating the degree of retinal damage in these individuals.

Certain limitations should be considered when interpreting the outcomes of our study. Firstly, we used only male C57BL/6j male. Although no significant sex heterogeneity has been reported in the incidence of AMD, the inclusion of female subjects in future studies will be imperative to ensure a comprehensive understanding of the effects of IF interventions. Secondly, While the NaIO_3_ model recapitulates acute oxidative injury rather than chronic AMD progression, its relevance persists through shared pathophysiology: RPE oxidative damage represents a hallmark of early AMD. Our findings elucidate dietary modulation of retinal stress resilience - a mechanism potentially applicable across injury timescales. Subsequent investigations employing aging models or multifactorial AMD systems will help elucidate therapeutic scope of IF intervention. Additionally, the current IF regimen was implemented as a preconditioning prior to NaIO_3_ injury, which does not recapitulate lifelong dietary patterns or therapeutic interventions initiated after AMD onset. Future studies should explore whether IF commenced post-diagnosis in chronic models (e.g., ApoE⁴/⁻ mice with drusen-like deposits) can halt established degeneration. Finally, it would be intriguing to examine whether regular intermittent fasting in early life exerts long-term beneficial effects on inflammatory immunity or antioxidant capacity in later life, thereby distinguishing between the acute protective effects observed in this study and lifelong metabolic adaptations.

In conclusion, our data showed that IF treatment reduced oxidative damage-induced RPE fragmentation, delayed the migration of microglia and Muller cells to the RPE and outer neural retina, and alleviated photoreceptor degeneration. These findings indicate this treatment as a novel therapeutic strategy for treating dry AMD and other retinal injuries caused by oxidative stress.

## Materials and methods

### Animals

Eight-week-old male C57BL/6 J mice (body weight: 22–24 g) were sourced from Cavens Laboratory Animal Co., Ltd. (Changzhou, China). Middle-aged (9-month-old) and aged (13-month-old) male C57BL/6 J mice were obtained from the Animal Center of Xuzhou Medical University. All mice were caged under specific pathogen-free (SPF) conditions in temperature-controlled facilities maintained at 22–25 °C with a 12-h light/dark cycle. Animals were monitored daily during routine husbandry checks and once daily during experimental procedures. Any deviations from baseline health were recorded, and animals meeting predefined humane endpoints (e.g., irreversible decline in health status) were euthanized immediately under isoflurane anesthesia. A total of approximately 150 mice were used in this study. We have complied with all relevant ethical regulations for animal use. All animal-related experimental procedures were conducted in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Animal Ethics Committee of Xuzhou Medical University (licence numbers: 202306T029).

### Intermittent fasting

Body weight-matched male mice were randomly assigned to one of two dietary regimens: ad libitum (AL) or alternate-day fasting (IF) group. During the 12-week dietary regimens, Mice were maintained under a 12:12 h light/dark cycle, with lights on from 7:00 AM to 7:00 PM. Food was removed at 5:30 PM (1.5 h before the dark phase onset) for 24 h fasting (24 h of fasting) and provided at the same time on the following day (24 h of feeding) with ad libitum access; while AL group were allowed unrestricted access to food and water. Food consumption and body weight of both groups were recorded on a weekly basis. All treatment and measurement order was randomized between groups using block randomization with a 1:1 allocation ratio to eliminate temporal bias.

### Blood glucose test

The concentrations of blood glucose were quantified from tail vein blood samples of mice following a 6-h fasting period (9:00-15:00), using a Bayer handheld glucometer (ASCENSIA, China).

### Ketone determination

A ketone body detection kit (Solarbio, Beijing, China) was used to determine blood ketone levels in mouse blood samples following the manufacturer’s instructions. Briefly, blood samples were collected from anesthetized mice and were centrifuged to separate the serum. 20 µL of the serum was mixed with 980 µL of reaction solution. After incubation for 20 s, the absorbance was measured using a spectrophotometer (PERSEE, China). Standard curve was included to determine ketone concentrations in samples. ketone body detection kit and other normal reagents have been listed in Supplementary Table S1.

### NaIO_3_-induced mouse model of AMD

To establish an AMD model, mice were intraperitoneally injected once with sodium iodate (MilliporeSigma, MA, USA). 0.2% NaIO_3_ solution was freshly prepared in PBS, sterilized through a 0.22 µm filter membrane, and injected intraperitoneally to mice. Injections of 10, 25, 30, 40 mg/kg were tested in pilot experiments to determine the optimal concentration, and a dosage of 25 mg/kg was selected for experiments. The control group received an equal volume of sterile PBS. The diet regimes (AL or IF) were maintained after NaIO_3_ injection until end of experiments. Tissue samples were harvested 7 days post injection for molecular and biochemical assays, or 3 weeks post-injection for histopathological analyses. Sample sizes (n values) are provided in each figure legend and were determined based on established literature reporting similar disease models^59^. No animals were excluded. Data exclusion criteria during analysis were predefined as values outside the 1.5× interquartile range (IQR) of the group median. For example, in the IF+NaIO_3_ group of Fig. 2H, one data point was excluded due to exceeding the predefined IQR threshold.

### Optomotor response (OMR) test

The optokinetic motor response (OMR) was assessed to evaluate visual function. This assessment was performed in accordance with a previously established protocol^60,61^. Briefly, the OMR device comprises a square frame made up of four equally sized computer screens, with reflective mirrors placed on the top and bottom surfaces. A platform was located in the center of the bottom mirror to hold the mouse, and a camera was positioned in the center opening of the top mirror (Fig. 1I). The sinusoidal wave grating animation used for the test was generated using MATLAB. Before starting the experiment, the mice were placed in a dark light environment for 24 h or 10 min, which were respectively used for the dark and light adaptation tests. Once the experiment was initiated, the mice were placed on the mouse platform and allowed to acclimatize to the surrounding environment for 2 min. Subsequently, the grating animation was played, and video recording commenced. During the test, if a mouse fell off the platform, it was returned to the platform to continue with the experiment. After the experiment, the recorded videos were analyzed to determine the number of head swings by each mouse at each stage. The counted number of head swings per stage indicated the contrast sensitivity, while the grating density with the most head swings indicated the visual acuity. The responses were recorded based on a blindness paradigm.

### Whole mount RPE preparation

Following euthanasia, eyeballs were enucleated and rinsed with pre-chilled PBS. The excess connective tissue on the posterior side of the eyeballs was gently excised under a dissecting microscope. The ocular specimens were fixed in freshly prepared 4% paraformaldehyde (PFA) for 5 min at room temperature. Subsequently, the cornea, lens, and vitreous were removed and the remaining tissues were left in PB-salt solution (140 mM NaCl and 2.7 mM KCl) for 20 min to facilitate the detachment of the retina from the eyecup. The eye cups were fixed in PFA for 1 h and examined under a dissecting microscope to peel off the retina. The other portion, the RPE-choroidal complex, was sectioned into petal shapes for the experiments.

### RPE flat labeling and degeneration analysis

For immunostaining of mouse RPE, flat mounts were placed in a decolorizing solution (3% hydrogen peroxide and 1% potassium hydroxide) for 10–15 min to eliminate melanin. Lipid droplet was stained with Nile red (0.5 μg/mL; MKBio) for 5 min followed by immunofluorescence. After rinsing once in PBS, the samples were incubated in blocking buffer (PBS with 0.3% Triton X-100, 1% BSA, 10% normal goat serum) for 1 h, followed by incubation with primary antibodies overnight at 4 °C. The samples were then washed three times followed by a 2-h incubation with secondary antibodies. The antibodies used for immunostaining are listed in Supplementary Table S2. After washing five times and countstaining with DAPI, the samples were mounted on slides for image acquisition using a laser scanning confocal microscope (Leica, Wetzlar, Germany). The entire RPE flat mount was segmented into three distinct regions extending from the optic nerve head (ONH) towards the edge (central: <1 mm, mid-peripheral: 1–2 mm, peripheral: >2 mm from the optic nerve head) for imaging, with one field per quadrant of the flat mounts. Images were analyzed using the ImageJ software (version 2.0). Numbers of RPEs were quantified by counting the hexagonal cells revealed by F-actin, Phalloidin, or TJP1. POS and lipid droplet were quantified by Mean fluorescent intensity (MFI) of PNA and Nile red. For quantification of mean fluorescent intensity (MFI), ImageJ software was utilized. Background subtraction was performed, and the fluorescence threshold was established based on negative control samples. Macro processing was then employed to automatically calculate the MFI values.

For pigment aggregation analysis, bright-field images of RPE flat mounts were acquired by optical microscope (Nikon Eclipse E100, 4, 20× objective). Pixel intensity of the RPE pigment was measured using ImageJ, with values normalized to the AL + PBS group. Pigment aggregation was presented as coefficient of variation (SD/mean of the pixel intensity).

### Retina processing and immunostaining

Enucleated eyes were fixed for 2 h in 4% paraformaldehyde in PBS at ambient temperature and sequentially infused with 30% sucrose and Tissue-Tek O.C.T Compound (Leica, Wetzlar, Germany). Cryosections of 12 µm thickness were generated using a cryostat (Leica, Wetzlar, Germany). Sections were sequentially stained with Hematoxylin and Eosin solutions (H&E) in accordance with the manufacturer’s protocols. Images were captured using a BX53 microscope (Olympus, Tokyo, Japan). For immunostaining, retinal sections were rinsed in PBS, and permeabilized with 0.3% Triton X-100 for 10 min at 37 °C. Tissues were later blocked in a solution containing 0.3% Triton X-100, 1% BSA, and 10% goat serum in PBS for an hour at 37 °C. The remaining steps were consistent with the established immunostaining protocol for RPE flat mount samples. Fluorescence signals of retinal sections were acquired at 20× (TUNEL, GFAP, NOX2, γH2AX) or 40× (PNA, RHO, cleaved CASP3, ROS, bright-field) magnification. Images were captured bilaterally in superior/inferior regions relative to the ONH to reduce positional bias.

The total number of cells within the retinal nuclear layers were counted using DAPI staining. TUNEL^+^, γH2AX^+^, and cleaved caspase-3^+^ cells were quantified by counting the number of specific positive cells. Mean Fluorescence Intensity (MFI) measurements for GFAP, IBA1, CD68, ROS, and NOX2 were obtained across the entire retinal cross-section, using a method analogous to the RPE fluorescence signal quantification described previously. Quantification of PNA and RHO signals was confined to the region spanning from the outer nuclear layer (ONL) to the retinal pigment epithelium (RPE) layer within a defined Region of Interest (ROI).To evaluate the ONL and INL thickness, semicircular retinal contour was straightened for processing by ImageJ and divided into 18 equal-distance areas (9 inferior and 9 superior), at 250-μm intervals starting at the optic nerve head. Due to the nonuniform distribution of the nuclear layer, subsequent measurements of nuclear layer thickness were done manually in ImageJ.

### Reactive oxygen species (ROS) determination

Retina ROS levels were revealed by the CM-H2DCFDA dye. Fresh-frozen retinal sections were air-dried, rinsed with PBS, and incubated with a CM-H2DCFDA solution (Thermo Fisher Scientific, MA, USA; diluted 1:200 in PBS) for 30 min at 37 °C. After the incubation, sections were washed with PBS and fixed with 2% PFA for 10 min at ambient temperature. The fixed sections were counterstained with DAPI. Images were acquired using a fluorescent microscope (Leica, Wetzlar, Germany).

### TUNEL assay

Cryosections were allowed to dry completely before being washed with PBS. Proteinase K solution (20 ug/ml) was applied to treat the cryosections at 37 °C for 10 min and digestion was terminated by washing with PBS twice. Then apoptotic cells in the sections were labeled using a TUNEL assay kit (Vazyme, A112) following the manufacturer’s manual. Briefly, the sections were incubated in TUNEL equilibration buffer for 15 min and then incubated in TUNEL reaction buffer for 2 h at 37 °C. Sections were washed three times for 5 min each with PBS containing 0.2% Tween-20. Sections were counterstained with DAPI. The fluorescence signals of dUTP-fluoresceine and DAPI were imaged with fluorescence microscope (Leica, Wetzlar, Germany).

### Western blotting

The eyes were enucleated after euthanasia and immediately dissected to remove anterior segment. Both eye cups from the same mouse were placed in a tube with RIPA buffer (Beyotime, Shanghai, China), supplemented with 1% protease inhibitor cocktail (Beyotime, Shanghai, China) and 5 mM EDTA. After sonication and centrifugation, protein content was quantified in each lysate using the BCA Protein Assay Kit (Beyotime, Shanghai, China). Western blotting was performed as previously described^62^. Protein levels were quantified using the ImageJ software (version 2.0). Antibodies used in this assay were listed in Supplementary Table S2.

### RNA extraction and quantitative polymerase chain reaction (qPCR)

Both RT-PCR and qPCR were performed following the manufacturer’s manuals. Briefly, both eye cups from the same mouse were collected and lysed in 1 mL of TRIzol reagent (Thermo Fisher Scientific, MA, USA). Tissues were homogenized using a handheld grinder for 30 s, and 0.2 mL of chloroform was added. After centrifugation, the aqueous phase was collected, and 0.5 mL of isopropanol was added. The RNA was precipitated in -20 °C overnight with addition of 5 μg glycogen. After centrifugation, the RNA was washed using 75% ethanol and dissolved in 20 μL of RNase-free water. RNA was quantified using Nanodrop 2000 (Thermo Fisher Scientific, MA, USA). cDNAs were synthesized from the total RNA using the ABScript II One Step SYBR Green RT-qPCR Kit (ABclonal, Hubei, China). qPCR analyses were performed using the Genius 2× SYBR Green Fast qPCR Mix (ABclonal, Hubei, China) in a StepOne Real-Time PCR System (Thermo Fisher Scientific, MA, USA). Relative expression levels were calculated using the ΔΔCt method normalized to the geometric mean of three reference genes (*Gapdh, Actb, Ubc*) to avoid possible errors introduced by normalization with single reference gene^63^. The sequences of all primers used in this study are listed in Supplementary Table S3.

### RNA‑seq analysis

RNA was isolated from TRIzol-lysed fresh eye cup tissues, ensuring high integrity (RIN > 8) and purity (260/280 > 1.9; 260/230 > 1.8). Library preparation and sequencing were performed by APExBIO Technology (TX, USA). Briefly, 500 ng of total RNA was poly-A selected using beads, fragmented by metal-ion hydrolysis, and converted into double stranded cDNA. The library quality was validated, followed by single-end 150-bp sequencing on a PE150 platform. Data quality was verified, and reads were mapped to the GRCm39 mouse genome. Reads Per Kilobase Million (RPKM) normalization accounted for sequencing depth and gene length. DESeq2 analysis discerned differential gene expression between IF+NaIO_3_ and AL+NaIO_3_ samples, with differentially expressed genes defined by thresholds of FDR < 0.05 and fold-change ≥ 1.5. 

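DESeq2 run on the deposited counts of the 6 libraries called 499 genes between IF + NaIO_3_ and AL + NaIO_3_ at these thresholds, 50 higher and 449 lower, so that 90.0% were lower. The authors' deposited table of this comparison holds the same 499 genes at an adjusted p under 0.05 and a fold change of at least 1.5. The genes called by edgeR were all among them. Of each list, the genes that DESeq2 gave an adjusted p were counted. Among the 449 lower genes were 19 of 26 macrophage and microglia genes (one-sided Fisher's exact test, adjusted p = 9.42e-24), 13 of 17 Müller cell and astrocyte genes (adjusted p = 6.64e-17 by Fisher's exact test), 8 of 27 inflammatory cytokine genes (adjusted p = 1.9e-06 by Fisher's exact test) and 7 of 37 reactive oxygen genes (adjusted p = 0.000213 by Fisher's exact test). Among the 50 higher genes were 6 of 22 sterol synthesis genes (adjusted p = 2.73e-10 by Fisher's exact test), 3 of 22 RPE genes (adjusted p = 0.000189 by Fisher's exact test) and 1 of 40 photoreceptor genes (adjusted p = 0.267 by Fisher's exact test). Fisher's exact test treats genes as independent, although genes of a list can vary together between mice. The fry test gave adjusted p-values of 0.0853 for macrophages and microglia, 0.0415 for Müller cells and astrocytes and 0.0233 for inflammatory cytokines. It gave 0.186 for reactive oxygen, 0.0126 for sterol synthesis, 0.871 for RPE and 0.363 for photoreceptors. On the simulated counts, in which genes varied independently and no library stood apart, DESeq2 called 190 of the changed genes (95.0%). It made 33 false calls, with a median log2 fold change of 1.95 in the higher ones.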

Gene Ontology analysis was performed using the R package gprofiler2. RNA-seq data in this study have been uploaded to the GEO repository under accession number: GSE271791.

### Statistical analysis

Sample sizes for all experimental groups are explicitly documented in respective figure legends. All multi-group comparisons were performed using two-way ANOVA with independent factors of IF treatment and NaIO_3_ challenge. Post hoc comparisons between specified groups were conducted only when main effects/interactions reached significance (Alpha=0.05), ensuring stringent control of Type I errors. Unless indicated otherwise, data are presented as the mean ± SD. Statistical significance is denoted as *P < 0.05, **P < 0.01, ***P < 0.001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary materials

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA-seq data in this study have been uploaded to GEO under accession number: GSE271791. The raw data supporting the statistical figures are provided in Supplementary Data 1. Raw Ct values from qPCR experiments and datasets used for statistical analysis are included in Supplementary Data 2. Uncropped Western blot images have been included in the Supplementary Information (Figure S10). Other data will be made available upon request.

## References

[1] Guymer, R. H. & Campbell, T. G. Age-related macular degeneration. *Lancet***401**, 1459–1472 (2023).36996856 10.1016/S0140-6736(22)02609-5

[2] Chakravarthy, U. & Peto, T. Current Perspective on Age-Related Macular Degeneration. *JAMA***324**, 794–795 (2020).32780786 10.1001/jama.2020.5576

[3] Cook, H. L., Patel, P. J. & Tufail, A. Age-related macular degeneration: diagnosis and management. *Br. Med. Bull.***85**, 127–149 (2008).18334518 10.1093/bmb/ldn012

[4] Wong, W. L. et al. Global prevalence of age-related macular degeneration and disease burden projection for 2020 and 2040: a systematic review and meta-analysis. * Lancet Glob. Health***2**, e106–e116 (2014).25104651 10.1016/S2214-109X(13)70145-1

[5] Kumbhar, P. et al. Treatment avenues for age-related macular degeneration: Breakthroughs and bottlenecks. *Ageing Res Rev.***98**, 102322 (2024).38723753 10.1016/j.arr.2024.102322

[6] Dolgin, E. Age-related macular degeneration foils drugmakers. *Nat. Biotechnol.***35**, 1000–1001 (2017).29121027 10.1038/nbt1117-1000

[7] Tan, L. X., Germer, C. J., La Cunza, N. & Lakkaraju, A. Complement activation, lipid metabolism, and mitochondrial injury: Converging pathways in age-related macular degeneration. *Redox Biol.***37**, 101781 (2020).33162377 10.1016/j.redox.2020.101781PMC7767764

[8] Zhao, N., Hao, X. N., Huang, J. M., Song, Z. M. & Tao, Y. Crosstalk Between Microglia and Müller Glia in the Age-Related Macular Degeneration: Role and Therapeutic Value of Neuroinflammation. *Aging Dis.***15**, 1132–1154 (2024).37728589 10.14336/AD.2023.0823-3PMC11081163

[9] Toby, I. T., Chicoine, L. G., Cui, H., Chen, B. & Nelin, L. D. Hypoxia-induced proliferation of human pulmonary microvascular endothelial cells depends on epidermal growth factor receptor tyrosine kinase activation. *Am. J. Physiol. Lung Cell. Mol. Physiol.***298**, L600–L606 (2010).20139181 10.1152/ajplung.00122.2009PMC2853344

[10] Du, J., Zhu, S., Lim, R. R. & Chao, J. R. Proline metabolism and transport in retinal health and disease. *Amino Acids***53**, 1789–1806 (2021).33871679 10.1007/s00726-021-02981-1PMC8054134

[11] Kaarniranta, K. et al. Mechanisms of mitochondrial dysfunction and their impact on age-related macular degeneration. *Prog. Retinal Eye Res.***79**, 100858 (2020).10.1016/j.preteyeres.2020.100858PMC765000832298788

[12] Chen, Q. et al. Berberine-mediated REDD1 down-regulation ameliorates senescence of retinal pigment epithelium by interrupting the ROS-DDR positive feedback loop. *Phytomed. Int. J. Phytother. Phytopharmacol.***104**, 154181 (2022).10.1016/j.phymed.2022.15418135792445

[13] Zhang, Y. et al. Clearance of lipid droplets by chimeric autophagy-tethering compound ameliorates the age-related macular degeneration phenotype in mice lacking APOE. *Autophagy***19**, 2668–2681 (2023).37266932 10.1080/15548627.2023.2220540PMC10472852

[14] Tong, Y. et al. Comparative mechanistic study of RPE cell death induced by different oxidative stresses. *Redox Biol.***65**, 102840 (2023).37566944 10.1016/j.redox.2023.102840PMC10440584

[15] Datta, S., Cano, M., Ebrahimi, K., Wang, L. & Handa, J. T. The impact of oxidative stress and inflammation on RPE degeneration in non-neovascular AMD. *Prog. Retinal Eye Res.***60**, 201–218 (2017).10.1016/j.preteyeres.2017.03.002PMC560082728336424

[16] Tabel, M. et al. Genetic targeting or pharmacological inhibition of galectin-3 dampens microglia reactivity and delays retinal degeneration. *J. Neuroinflamm.***19**, 229 (2022).10.1186/s12974-022-02589-6PMC948217636115971

[17] Natoli, R. et al. Microglia-derived IL-1β promotes chemokine expression by Müller cells and RPE in focal retinal degeneration. *Mol. Neurodegener.***12**, 31 (2017).28438165 10.1186/s13024-017-0175-yPMC5404662

[18] Zhang, N. et al. Early-life exercise induces immunometabolic epigenetic modification enhancing anti-inflammatory immunity in middle-aged male mice. *Nat. Commun.***15**, 3103 (2024).38600123 10.1038/s41467-024-47458-3PMC11006929

[19] Radak, Z. et al. Physical exercise, reactive oxygen species and neuroprotection. *Free Radic. Biol. Med***98**, 187–196 (2016).26828019 10.1016/j.freeradbiomed.2016.01.024

[20] Yook, J. S. et al. Leptin in hippocampus mediates benefits of mild exercise by an antioxidant on neurogenesis and memory. *Proc. Natl. Acad. Sci. USA***116**, 10988–10993 (2019).31085646 10.1073/pnas.1815197116PMC6561194

[21] Chastin, S. F. M. et al. Effects of Regular Physical Activity on the Immune System, Vaccination and Risk of Community-Acquired Infectious Disease in the General Population: Systematic Review and Meta-Analysis. *Sports Med.***51**, 1673–1686 (2021).33877614 10.1007/s40279-021-01466-1PMC8056368

[22] Pan, R.-Y. et al. Intermittent fasting protects against Alzheimer’s disease in mice by altering metabolism through remodeling of the gut microbiota. *Nat. Aging***2**, 1024–1039 (2022).37118092 10.1038/s43587-022-00311-y

[23] Martin, B., Mattson, M. P. & Maudsley, S. Caloric restriction and intermittent fasting: two potential diets for successful brain aging. *Ageing Res. Rev.***5**, 332–353 (2006).16899414 10.1016/j.arr.2006.04.002PMC2622429

[24] Liu, Y. et al. SIRT3 mediates hippocampal synaptic adaptations to intermittent fasting and ameliorates deficits in APP mutant mice. *Nat. Commun.***10**, 10.1038/s41467-019-09897-1 (2019).10.1038/s41467-019-09897-1PMC647874431015456

[25] Zhao, Y., Jia, M., Chen, W. & Liu, Z. The neuroprotective effects of intermittent fasting on brain aging and neurodegenerative diseases via regulating mitochondrial function. *Free Radic. Biol. Med.***182**, 206–218 (2022).35218914 10.1016/j.freeradbiomed.2022.02.021

[26] Xie, Y. et al. Indole-3-propionic acid alleviates ischemic brain injury in a mouse middle cerebral artery occlusion model. *Exp. Neurol.***353**, 10.1016/j.expneurol.2022.114081 (2022).10.1016/j.expneurol.2022.11408135405119

[27] Song, M.-Y. et al. Energy restriction induced SIRT6 inhibits microglia activation and promotes angiogenesis in cerebral ischemia via transcriptional inhibition of TXNIP. *Cell Death Disease***13**, 10.1038/s41419-022-04866-x (2022).10.1038/s41419-022-04866-xPMC909571135562171

[28] Choi, E. Y. et al. Intermittent Fasting Is Associated With a Decreased Risk of Age-Related Macular Degeneration. *Am. J. Ophthalmol.***243**, 1–9 (2022).35809657 10.1016/j.ajo.2022.06.017

[29] Anton, S. D. et al. Flipping the Metabolic Switch: Understanding and Applying the Health Benefits of Fasting. *Obes. (Silver Spring, Md.)***26**, 254–268 (2018).10.1002/oby.22065PMC578375229086496

[30] Anderson, B. D., Lee, T. T., Bell, B. A., Wang, T. & Dunaief, J. L. Optimizing the sodium iodate model: Effects of dose, gender, and age. *Exp. Eye Res***239**, 109772 (2024).38158173 10.1016/j.exer.2023.109772PMC10922497

[31] Prusky, G. T., Alam, N. M., Beekman, S. & Douglas, R. M. Rapid quantification of adult and developing mouse spatial vision using a virtual optomotor system. *Invest. Opthalmol. Visual Sci.***45**, 10.1167/iovs.04-0541 (2004).10.1167/iovs.04-054115557474

[32] Abdeljalil, J. et al. The optomotor response: A robust first-line visual screening method for mice. *Vis. Res.***45**, 1439–1446 (2005).15743613 10.1016/j.visres.2004.12.015

[33] Ma, H., Yang, F. & Ding, X. Q. Inhibition of thyroid hormone signaling protects retinal pigment epithelium and photoreceptors from cell death in a mouse model of age-related macular degeneration. *Cell Death Dis.***11**, 24 (2020).31932580 10.1038/s41419-019-2216-7PMC6957507

[34] Liang, H. et al. Comprehensive Analysis of Photoreceptor Outer Segments: Flow Cytometry Characterization and Stress-Driven Impact on Retinal Pigment Epithelium Phagocytosis. *Int .J. Mol. Sci.***24**, 10.3390/ijms241612889 (2023).10.3390/ijms241612889PMC1045443937629070

[35] Datta, S. et al. Mitophagy initiates retrograde mitochondrial-nuclear signaling to guide retinal pigment cell heterogeneity. *Autophagy***19**, 966–983 (2023).35921555 10.1080/15548627.2022.2109286PMC9980637

[36] Upadhyay, M., Milliner, C., Bell, B. A. & Bonilha, V. L. Oxidative stress in the retina and retinal pigment epithelium (RPE): Role of aging, and DJ-1. *Redox Biol.***37**, 101623 (2020).32826201 10.1016/j.redox.2020.101623PMC7767746

[37] Gallenga, C. E. et al. Molecular Mechanisms Related to Oxidative Stress in Retinitis Pigmentosa. *Antioxidants***10**, 10.3390/antiox10060848 (2021).10.3390/antiox10060848PMC822932534073310

[38] Hopperton, K. E., Mohammad, D., Trépanier, M. O., Giuliano, V. & Bazinet, R. P. Markers of microglia in post-mortem brain samples from patients with Alzheimer’s disease: a systematic review. *Mol. Psychiatry***23**, 177–198 (2018).29230021 10.1038/mp.2017.246PMC5794890

[39] Bang, E., Fincher, A. S., Nader, S., Murchison, D. A. & Griffith, W. H. Late-Onset, Short-Term Intermittent Fasting Reverses Age-Related Changes in Calcium Buffering and Inhibitory Synaptic Transmission in Mouse Basal Forebrain Neurons. * J. Neurosci.***42**, 1020–1034 (2022).34911797 10.1523/JNEUROSCI.1442-21.2021PMC8824495

[40] Henderson, Y. O. et al. Late-life intermittent fasting decreases aging-related frailty and increases renal hydrogen sulfide production in a sexually dimorphic manner. *GeroScience***43**, 1527–1554 (2021).33675469 10.1007/s11357-021-00330-4PMC8492807

[41] Harris, E. Study Examines Intermittent Fasting and Cardiovascular Mortality. *JAMA***331**, 1440 (2024).38607636 10.1001/jama.2024.5158

[42] Kim, K. H. et al. Intermittent fasting promotes adipose thermogenesis and metabolic homeostasis via VEGF-mediated alternative activation of macrophage. *Cell Res.***27**, 1309–1326 (2017).29039412 10.1038/cr.2017.126PMC5674160

[43] Taylor, S. R., Falcone, J. N., Cantley, L. C. & Goncalves, M. D. Developing dietary interventions as therapy for cancer. *Nat. Rev. Cancer***22**, 452–466 (2022).35614234 10.1038/s41568-022-00485-yPMC12285219

[44] Dai, S. et al. Intermittent fasting reduces neuroinflammation in intracerebral hemorrhage through the Sirt3/Nrf2/HO-1 pathway. *J. Neuroinflamm.***19**, 122 (2022).10.1186/s12974-022-02474-2PMC913719335624490

[45] Hollyfield, J. G. et al. Oxidative damage-induced inflammation initiates age-related macular degeneration. *Nat. Med***14**, 194–198 (2008).18223656 10.1038/nm1709PMC2748836

[46] Wang, B. et al. D609 protects retinal pigmented epithelium as a potential therapy for age-related macular degeneration. *Signal Transduct. Target. Ther.***5**, 20 (2020).32296021 10.1038/s41392-020-0122-1PMC7054264

[47] Koster, C. et al. Sodium-Iodate Injection Can Replicate Retinal Degenerative Disease Stages in Pigmented Mice and Rats: Non-Invasive Follow-Up Using OCT and ERG. *Int. J. Mol. Sci.***23**, 10.3390/ijms23062918 (2022).10.3390/ijms23062918PMC895341635328338

[48] Chowers, G. et al. Course of Sodium Iodate-Induced Retinal Degeneration in Albino and Pigmented Mice. *Investig. Ophthalmol. Vis. Sci.***58**, 2239–2249 (2017).28418497 10.1167/iovs.16-21255

[49] Zhou, T. et al. IL-4 induces reparative phenotype of RPE cells and protects against retinal neurodegeneration via Nrf2 activation. *Cell Death Dis.***13**, 1056 (2022).36539414 10.1038/s41419-022-05433-0PMC9768119

[50] Ma, H., Yang, F. & Ding, X. Q. Deficiency of thyroid hormone receptor protects retinal pigment epithelium and photoreceptors from cell death in a mouse model of age-related macular degeneration. *Cell Death Dis.***13**, 255 (2022).35314673 10.1038/s41419-022-04691-2PMC8938501

[51] Duregon, E. et al. Prolonged fasting times reap greater geroprotective effects when combined with caloric restriction in adult female mice. *Cell Metab.***35**, 1179–1194.e1175 (2023).37437544 10.1016/j.cmet.2023.05.003PMC10369303

[52] Zhang, X. et al. Effects of alternate-day fasting, time-restricted fasting and intermittent energy restriction DSS-induced on colitis and behavioral disorders. *Redox Biol.***32**, 10.1016/j.redox.2020.101535 (2020).10.1016/j.redox.2020.101535PMC716298032305005

[53] Su, J., Braat, H. & Peppelenbosch, M. P. Gut Microbiota-Derived Propionate Production May Explain Beneficial Effects of Intermittent Fasting in Experimental Colitis. *J. Crohn’s. Colitis***15**, 1081–1082 (2021).33277656 10.1093/ecco-jcc/jjaa248PMC8218703

[54] Fang, Y. et al. The ketone body β-hydroxybutyrate mitigates the senescence response of glomerular podocytes to diabetic insults. *Kidney Int.***100**, 1037–1053 (2021).34246657 10.1016/j.kint.2021.06.031PMC8889914

[55] Yin, Z. & Klionsky, D. J. Intermittent time-restricted feeding promotes longevity through circadian autophagy. *Autophagy***18**, 471–472 (2022).35220894 10.1080/15548627.2022.2039524PMC9037462

[56] Liu, H. et al. Intermittent fasting preserves beta-cell mass in obesity-induced diabetes via the autophagy-lysosome pathway. *Autophagy***13**, 1952–1968 (2017).28853981 10.1080/15548627.2017.1368596PMC5788488

[57] Tang, X. et al. Combined intermittent fasting and ERK inhibition enhance the anti-tumor effects of chemotherapy via the GSK3β-SIRT7 axis. *Nat. Commun.***12**, 5058 (2021).34433808 10.1038/s41467-021-25274-3PMC8387475

[58] Liu, Y. et al. SIRT3 mediates hippocampal synaptic adaptations to intermittent fasting and ameliorates deficits in APP mutant mice. *Nat. Commun.***10**, 1886 (2019).31015456 10.1038/s41467-019-09897-1PMC6478744

[59] Jiménez-Loygorri, J. I., Viedma-Poyatos, Á., Gómez-Sintes, R. & Boya, P. Urolithin A promotes p62-dependent lysophagy to prevent acute retinal neurodegeneration. *Mol. Neurodegener.***19**, (2024).10.1186/s13024-024-00739-3PMC1118608038890703

[60] Umino, Y. & Solessio, E. Loss of scotopic contrast sensitivity in the optomotor response of diabetic mice. *Investig. Ophthalmol. Vis. Sci.***54**, 1536–1543 (2013).23287790 10.1167/iovs.12-10825

[61] Barboni, M. T. S. et al. Altered visual processing in the mdx52 mouse model of Duchenne muscular dystrophy. *Neurobiol. Dis.***152**, 105288 (2021).33556541 10.1016/j.nbd.2021.105288

[62] Li, J. et al. Prpf31 is essential for the survival and differentiation of retinal progenitor cells by modulating alternative splicing. *Nucleic Acids Res***49**, 2027–2043 (2021).33476374 10.1093/nar/gkab003PMC7913766

[63] Vandesompele, J. et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. *Genome Biol.***3**, Research0034 (2002).12184808 10.1186/gb-2002-3-7-research0034PMC126239

[64] Li, J. et al. OMR coding_Optical grating (v2.0). Zenodo. 10.5281/zenodo.16259292 (2025).

# Supplementary material for: Intermittent fasting attenuates glial hyperactivation and photoreceptor degeneration in a NaIO3-induced mouse model of age-related macular degeneration
**Source:** Commun Biol. 2025 Oct 1;8:1408. doi: 10.1038/s42003-025-08815-0
**Supplement:** Supplementary file 2 — Supplementary materials

---

**Intermittent fasting attenuates glial hyperactivation and photoreceptor  
degeneration in a NaIO<sub>3</sub>-induced mouse model of age-related macular  
degeneration**

Jingzhen Li <sup>a,b,1</sup>, Beibei Wang <sup>a,b,1</sup>, Pinjie, Liu <sup>a,b</sup>, Xuecheng Qiu <sup>a,b</sup>, Qiyun Bian <sup>a,b</sup>, Congxin  
Shen <sup>a,b</sup>, Yanyan Li <sup>a,b</sup>, Mengwen Shao <sup>a,b</sup>, Meng Li <sup>a,b,\*</sup>

<sup>1</sup> These authors contributed equally to this work.

Address: 209 Tongshan Rd, Xuzhou, Jiangsu 221000, China.

---

## **Supplementary materials**

### **Contents**

**Supplementary Figure S1.** Retinal damage following various doses of NaIO<sub>3</sub> administration.

**Supplementary Figure S2.** Optomotor response (OMR) test under light and dark conditions.

**Supplementary Figure S3.** IF reduces NaIO<sub>3</sub>-induced degeneration of RPE.

**Supplementary Figure S4.** IF reduces NaIO<sub>3</sub>-induced degeneration of RPE.

**Supplementary Figure S5.** IF reduces NaIO<sub>3</sub>-induced cell loss of photoreceptors.

**Supplementary Figure S6.** IF reverses NaIO<sub>3</sub>-induced upregulation of apoptosis- and necrosis-related genes in the eye cups.

**Supplementary Figure S7.** IF attenuates NaIO<sub>3</sub>-induced oxidative stress in the retina.

**Supplementary Figure S8.** Effects of IF on NaIO<sub>3</sub>-induced RPE degeneration and microglial activation in 12-month-old mice.

**Supplementary Figure S9.** Effects of IF on NaIO<sub>3</sub>-induced retina degeneration in 16-month-old mice.

**Supplementary Figure S10.** Raw images of Western blot.

**Supplementary Table S1.** list of reagents.

**Supplementary Table S2.** list of primary and secondary antibodies.

**Supplementary Table S3.** sequences of primers.

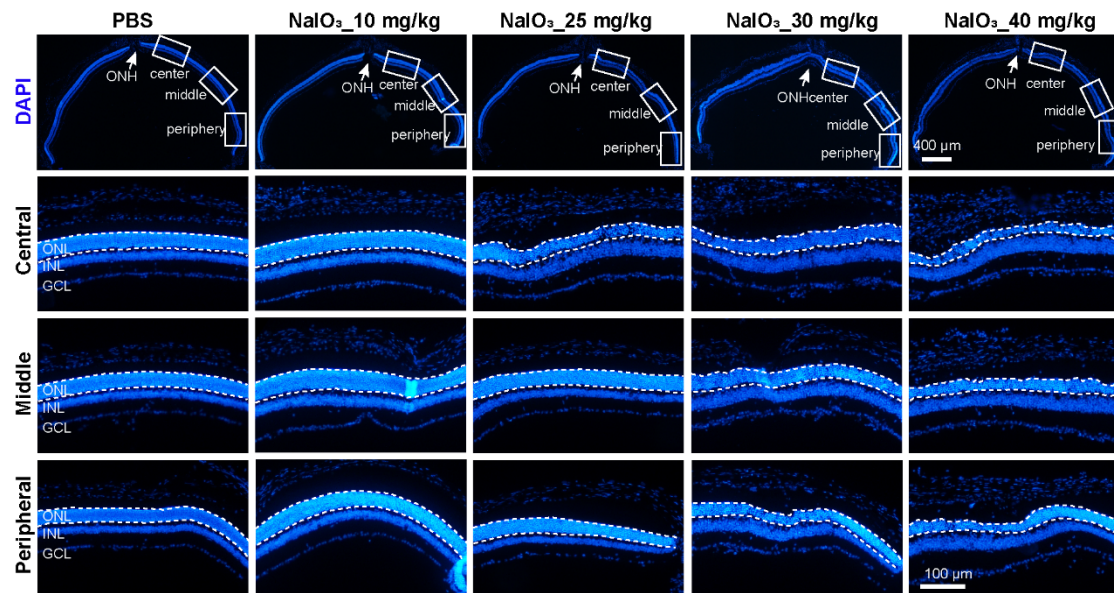

**Supplementary Figure S1.** Retinal damage following various doses of NaIO<sub>3</sub> administration.

Nuclear staining with DAPI reveals structural changes in the retinas injected with 0, 10, 25, 30, or 40 mg/kg of NaIO<sub>3</sub>. n=3 mice/group. ONH, optic nerve head; ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar, 400 μm (top row) or 100 μm (bottom three rows).

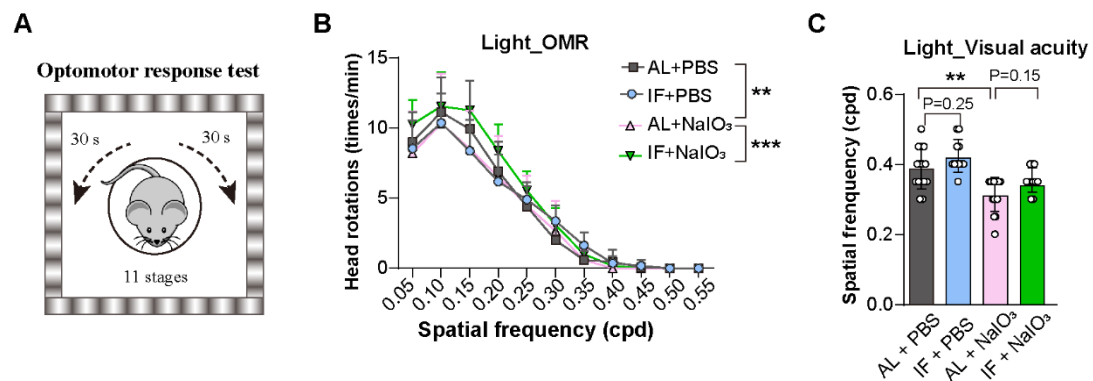

**Supplementary Figure S2.** Optomotor response (OMR) test under light and dark conditions.

(A) Diagram of the OMR device used to test visual function. (B) Number of head rotation at different grating densities under light adaptation. n = 15 in AL+PBS, AL+NaIO<sub>3</sub> group and 11 in IF+PBS, IF+NaIO<sub>3</sub> group. Two-way ANOVA was used to calculate P values, revealing

significant differences in the average number of head movements across stages. (C) The grating density corresponding to the highest visual sensitivity (visual acuity) under light adaptation. Data are expressed as mean  $\pm$  SD, P values were calculated using two-way ANOVA. \*\*\*\*P < 0.0001, \*\*P < 0.01.

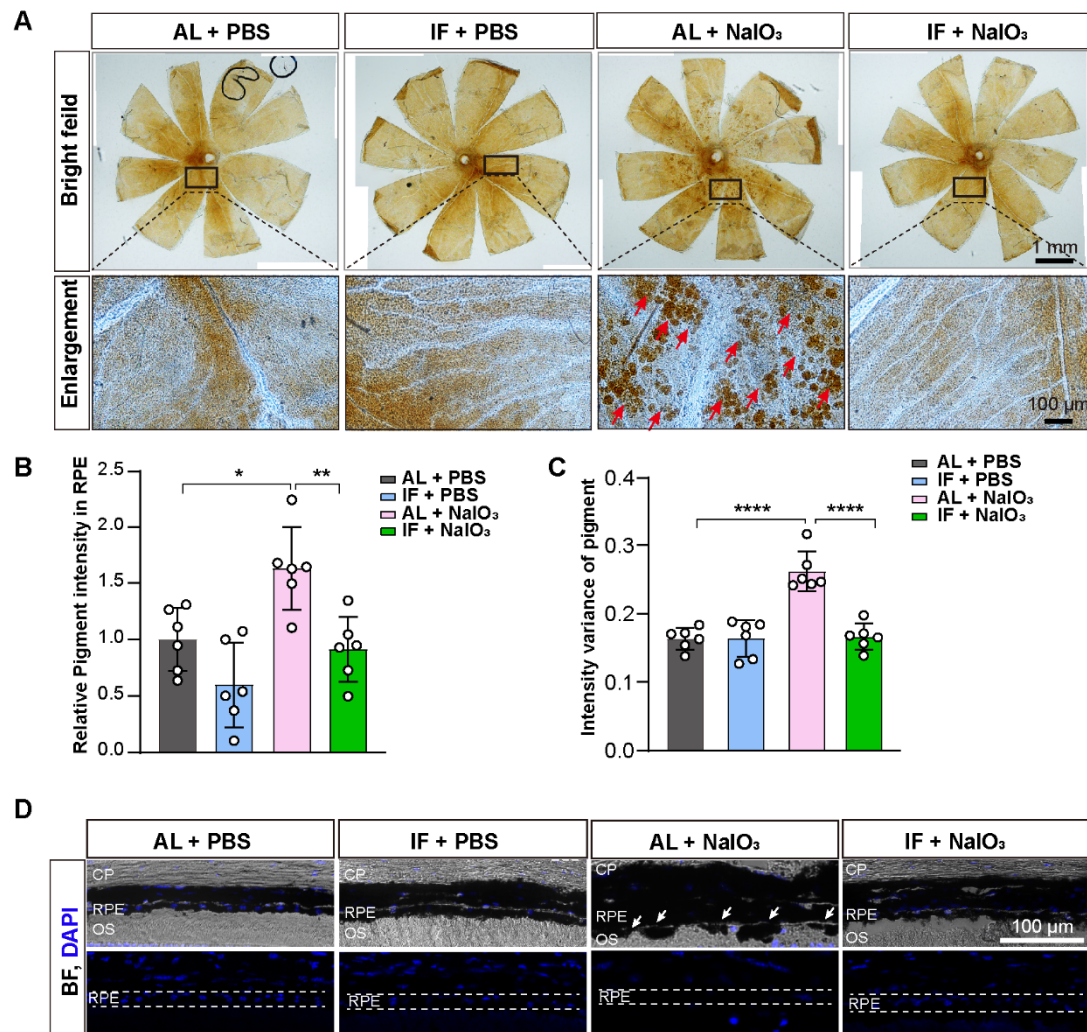

**Supplementary Figure S3.** IF reduces NaIO<sub>3</sub>-induced degeneration of RPE. (A) Representative bright-field images of the pigment distribution in RPE flats of mice. Arrows indicate aggregated and fragmented pigment. Scale bar, 1 mm (top row) or 100  $\mu$ m (bottom row). (B) Quantification of pigment intensity in RPE flat mounts. (C) The ratio of standard deviation to mean was calculated to reflect the fragmentation or uneven distribution of pigment

on RPE. n=6 mice/group. Data are expressed as the mean  $\pm$  SD, P values were calculated using two-way ANOVA with Tukey HSD post hoc tests. \*\*\*\*P < 0.0001, \*\*P < 0.01, \*P < 0.05. (D) Representative images revealing the distribution of RPE pigments in retinal sections. Arrows indicate fragmented pigment in the RPE. n = 6 mice/group. Scale bar, 100  $\mu$ m. Abbreviation: CP, choroid plexus; OS, outer segment.

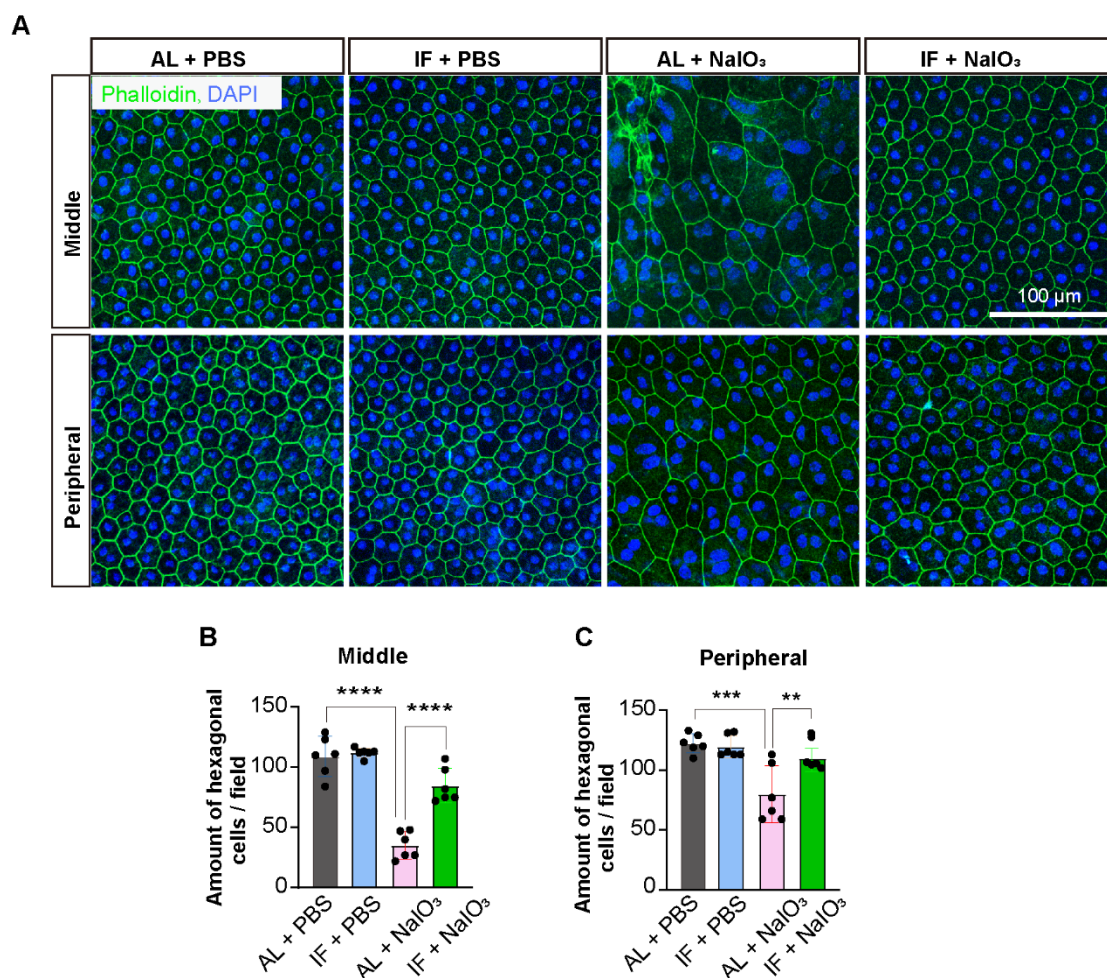

**Supplementary Figure S4.** IF reduces NaIO<sub>3</sub>-induced degeneration of RPE. (A) Representative fluorescent images of phalloidin staining for F-actin and DAPI for nucleus showing morphology of RPE cells in the middle and peripheral regions of RPE whole mounts from 2-month-old mice. Scale bar, 100  $\mu$ m. (B, C) Quantification of hexagonal cells in the middle and peripheral RPE regions. n = 6 mice/group. Data are expressed as the mean  $\pm$  SD, P

values were calculated using two-way ANOVA with Tukey HSD post hoc tests in (B, C). \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001.

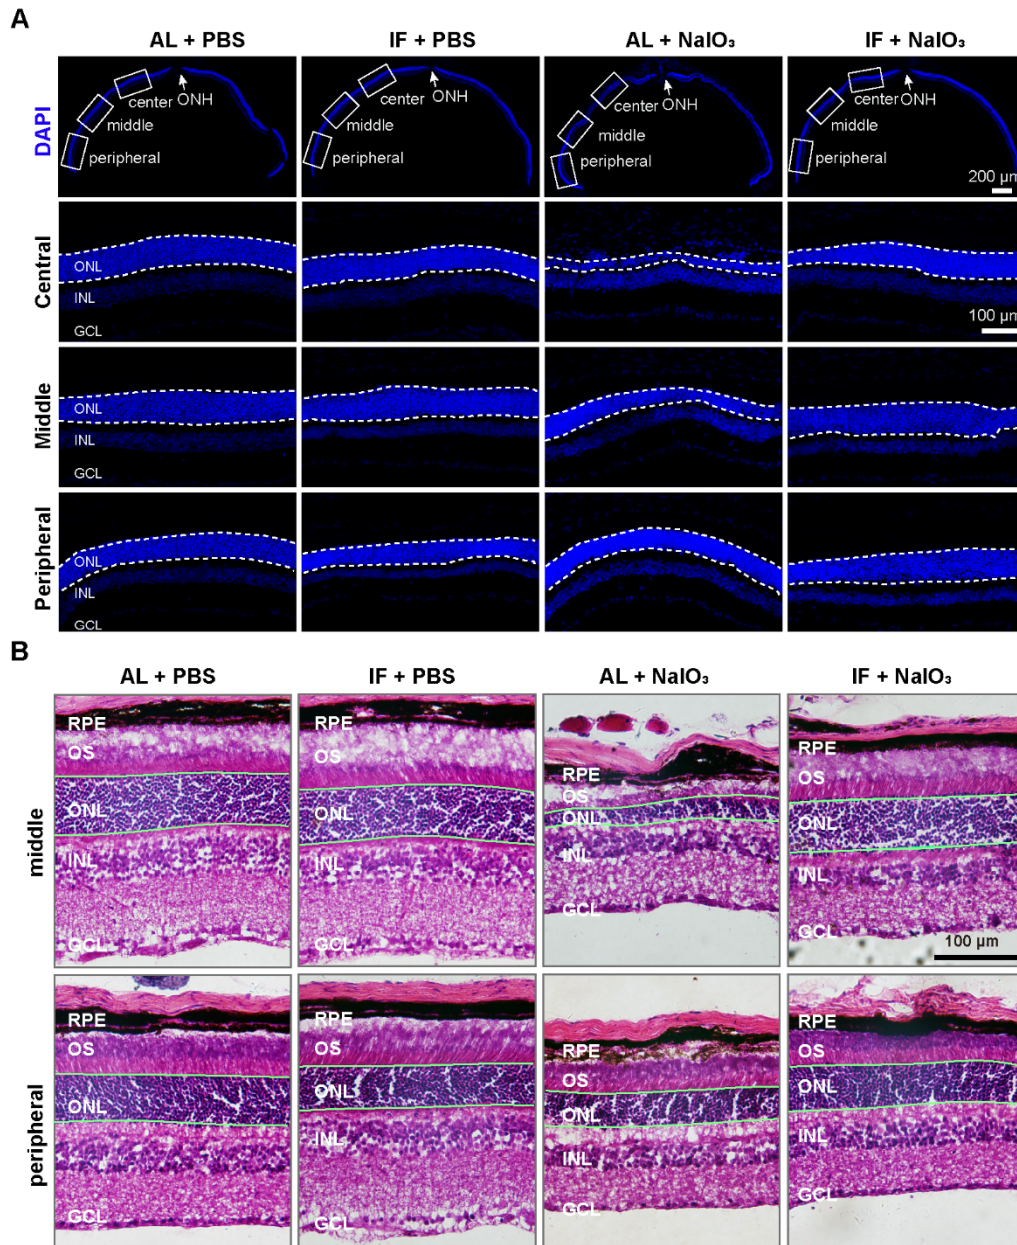

**Supplementary Figure S5.** IF reduces NaIO<sub>3</sub>-induced cell loss of photoreceptors. (A)

Representative images of DAPI staining revealing the nuclear layers of the retinas post NaIO<sub>3</sub> treatment. Scale bar, 100  $\mu$ m (top row) or 200  $\mu$ m (bottom three rows). n = 6 mice/group. (B)

Representative images of H&E-stained retinal sections in the middle and peripheral regions.

Scale bar, 100  $\mu$ m. n = 6 mice/group.

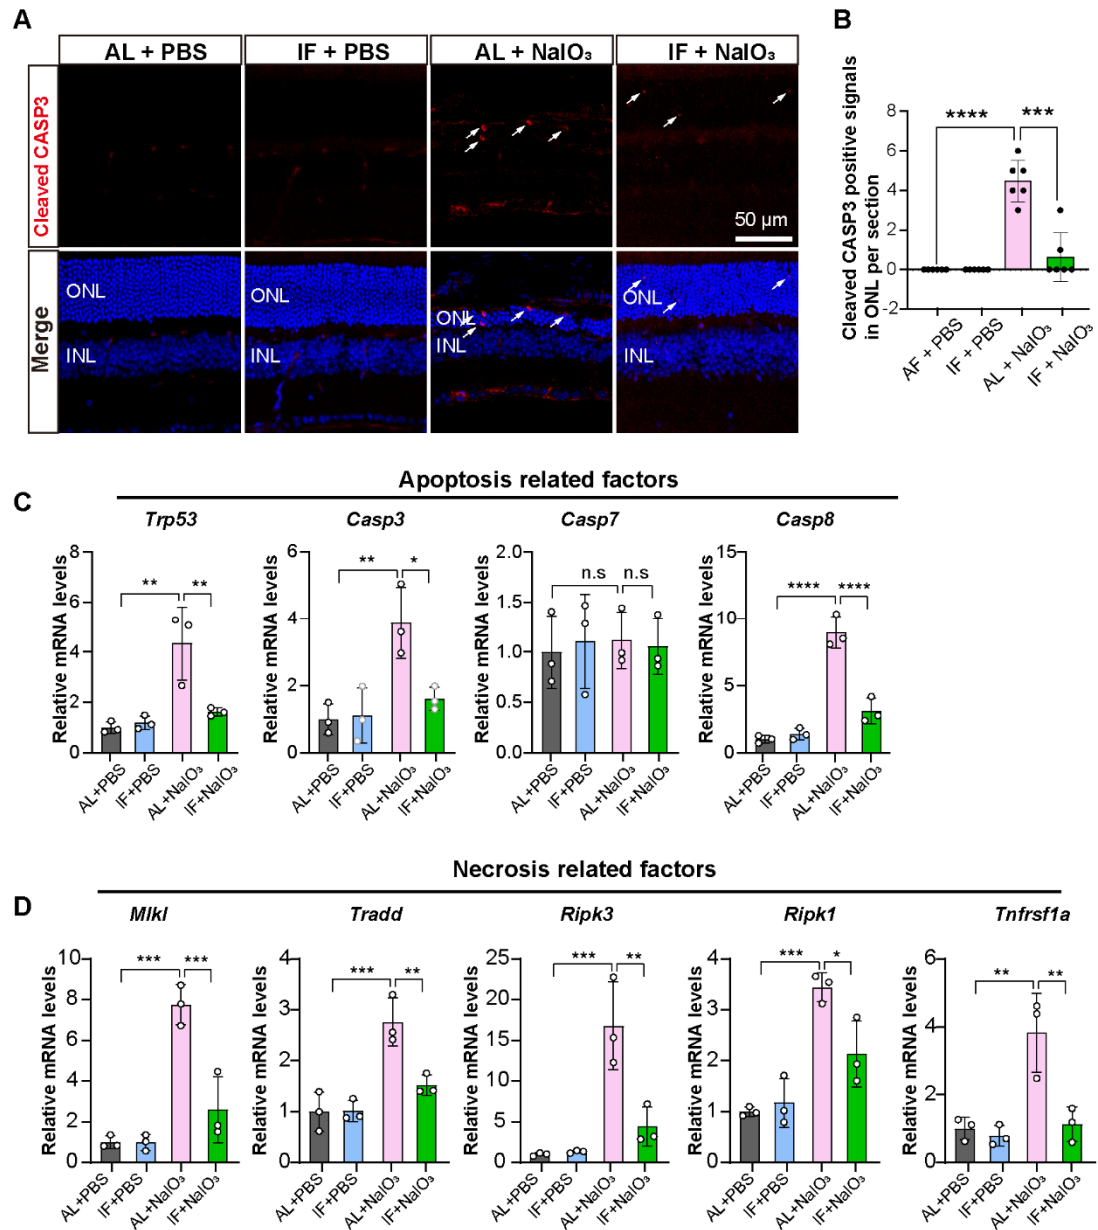

**Supplementary Figure S6.** IF reverses NaIO<sub>3</sub>-induced upregulation of apoptosis- and necrosis-related genes in the eye cups. (A) Representative fluorescent images of cleaved-caspase3 signals in the retinal sections. Scale bar, 50  $\mu$ m. (B) Quantification of cleaved-caspase3 fluorescence intensity. n=6mice/group. (C) qPCR analysis of mRNA levels of genes involved in cell apoptosis in the eye cups 7 days post NaIO<sub>3</sub> administration. *Gapdh*, *Actb*, *Ubc* were used as reference genes, n = 3 mice/group. (D) The mRNA levels of the genes involved

in cell necrosis in the eye cups as evaluated by RT-qPCR 7 days post-NaIO<sub>3</sub> administration. *Gapdh*, *Actb*, *Ubc* were used as reference genes, n = 3 mice/group. Data are expressed as the mean ± SD, P values were calculated using two-way ANOVA with Tukey HSD post hoc tests (B, C, D). \*\*\*\*P < 0.0001, \*\*\*P < 0.001, \*\*P < 0.01, \*P < 0.05.

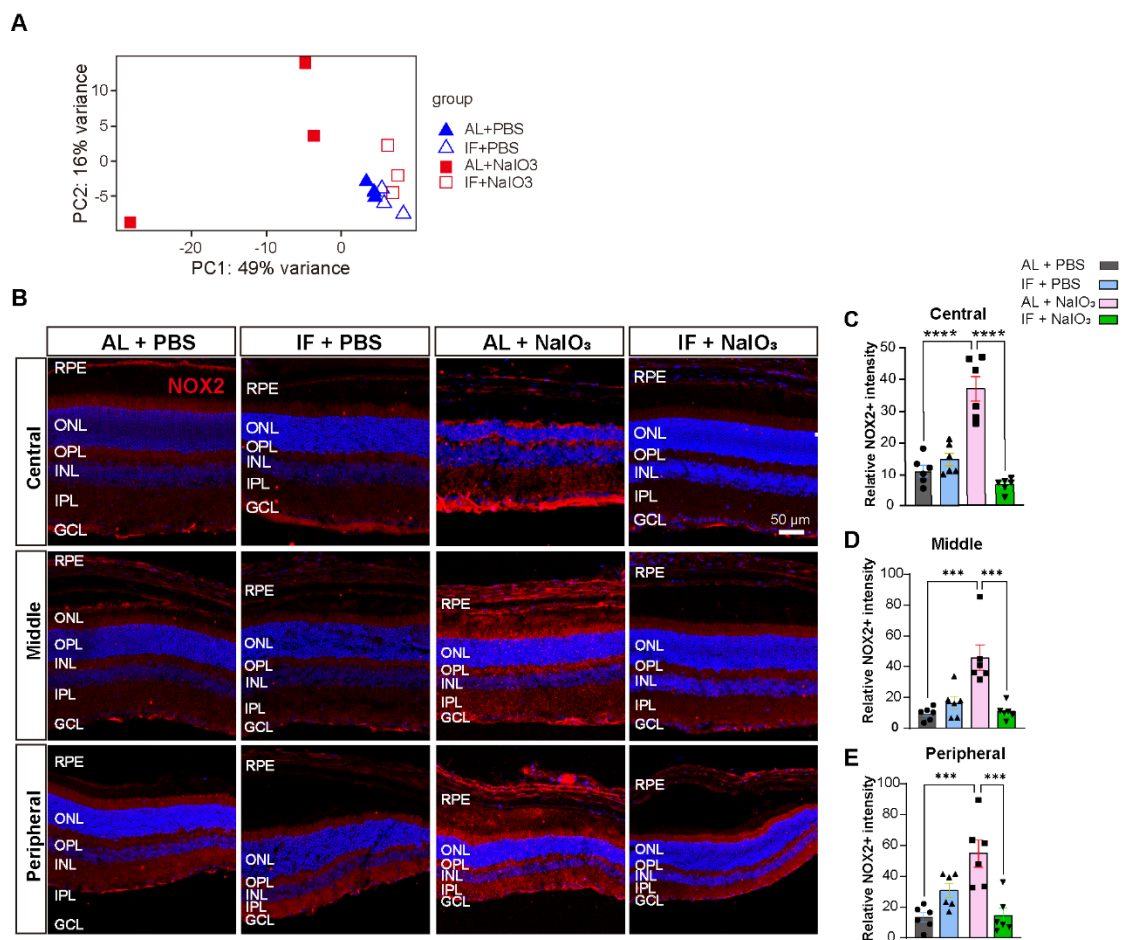

**Supplementary Figure S7.** IF attenuates NaIO<sub>3</sub>-induced oxidative stress in the retina. (A) PCA (principal component analysis) plot is used to provide visualization of overall variance in transcriptomes between samples. (B) Representative fluorescent images of NOX2 in mice retina sections post NaIO<sub>3</sub> or PBS administration. Scale bar, 50 μm. (C-E) Quantification of NOX2 mean fluorescent intensity in the center, middle and peripheral regions. n = 6mice/group.

Data are expressed as the mean  $\pm$  SD, P values were calculated using two-way ANOVA with Tukey HSD post hoc tests in (C, D). \*\*\*P < 0.001.

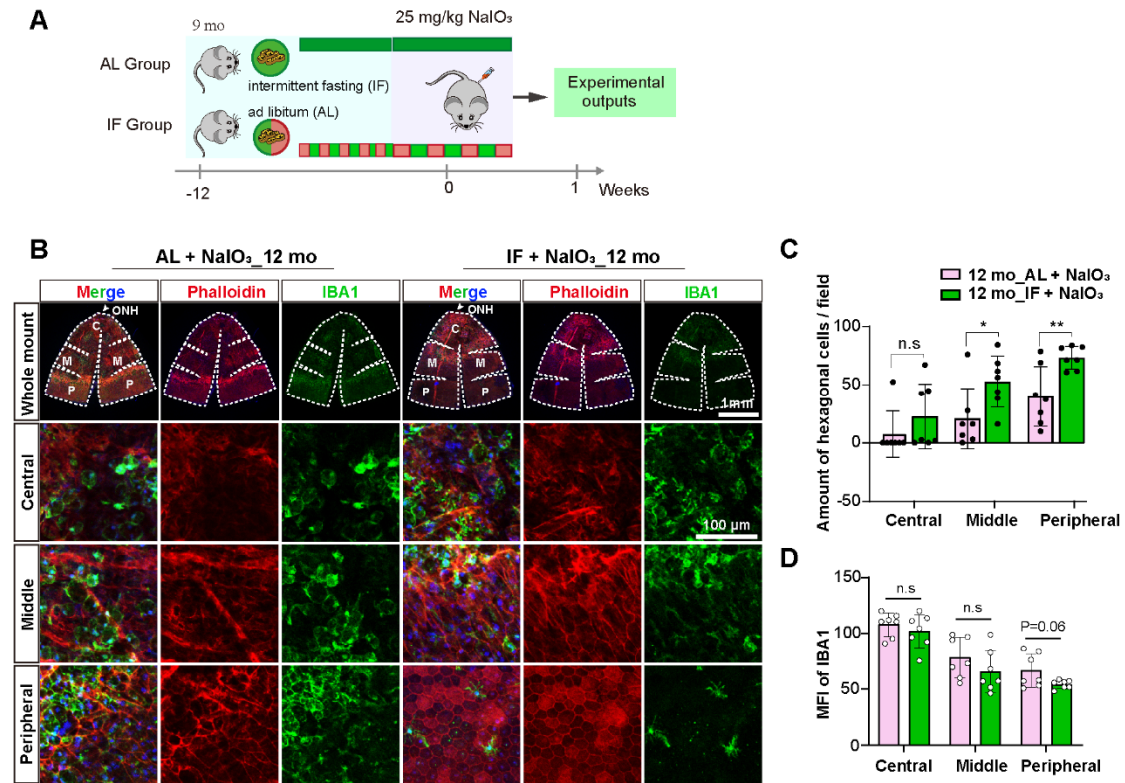

**Supplementary Figure S8.** Effects of IF on NaIO<sub>3</sub>-induced RPE degeneration and microglial activation in 12-month-old mice. (A) Schematic of the experimental design. (B) Labeling of Phalloidin and IBA1 illustrating RPE integrity and microglia distribution in RPE flats. Scale bar, 1 mm (top row) or 100  $\mu$ m (bottom three rows). (C, D) Quantification of hexagonal cell and IBA1 mean fluorescence intensity. n=7 mice/group. Data are expressed as mean  $\pm$  SD, P values were calculated using unpaired two-tailed *t*-test in (C, D). \*\*P < 0.01, \*P < 0.05.

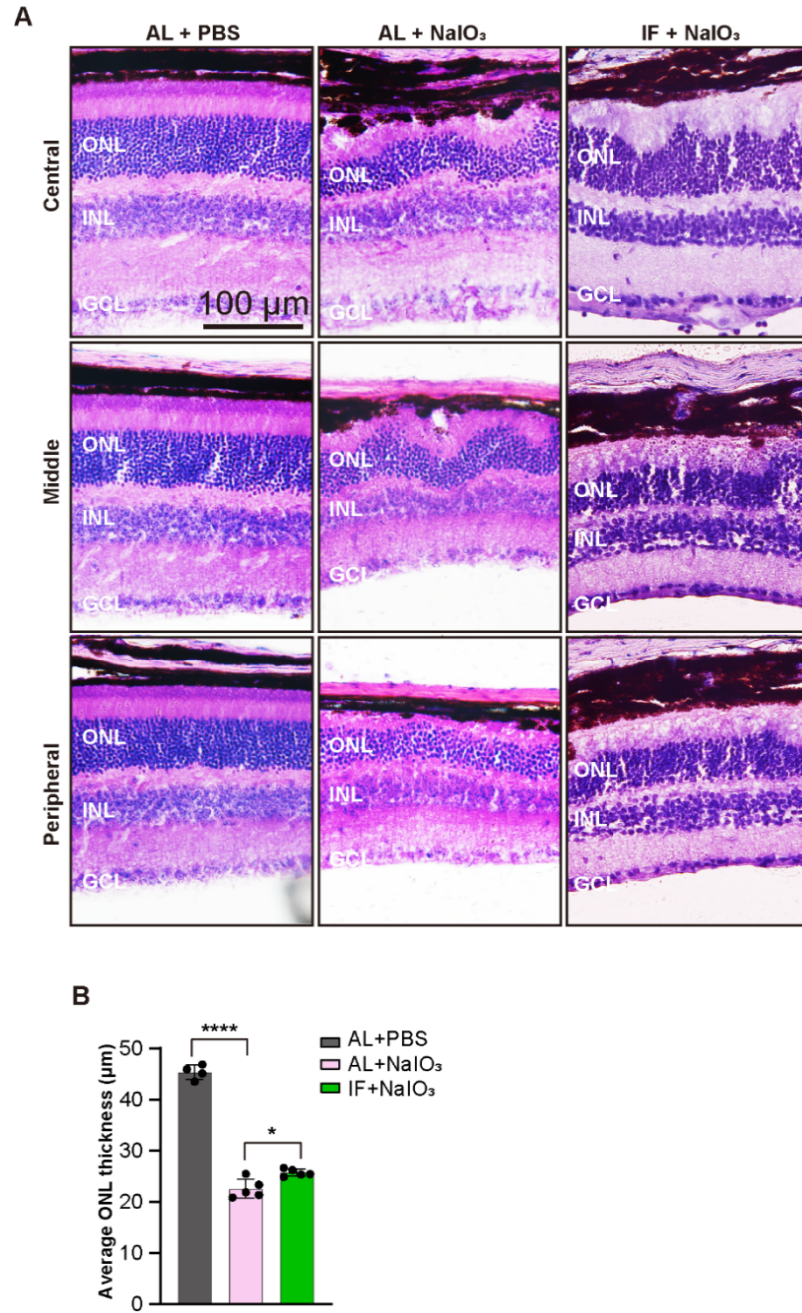

**Supplementary Figure S9** Effects of IF on NaIO<sub>3</sub>-induced retina degeneration in 16-month-old mice. (A) Representative images of DAPI staining revealing the nuclear layers of the retinas post NaIO<sub>3</sub> treatment. Scale bar, 200 μm. (B) Quantification of the average ONL thickness. n = 4 in AL+PBS and n=5 in AL+NaIO<sub>3</sub> and IF+NaIO<sub>3</sub>. Data are expressed as the mean ± SD, P values were calculated using one-way ANOVA with Tukey HSD post hoc tests. \*P < 0.05, \*\*\*\*P < 0.0001.

**Figure 2B**

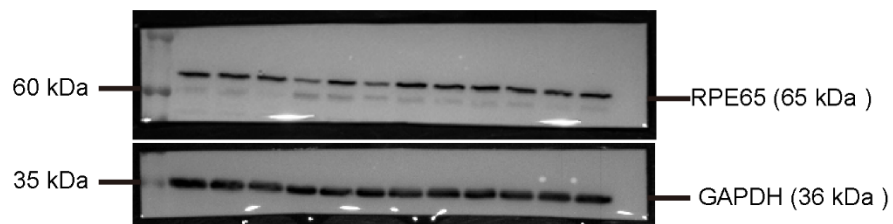

**Figure 3J**

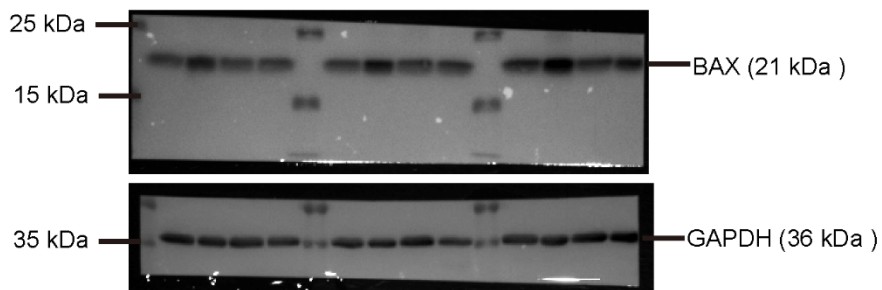

**Figure 6K**

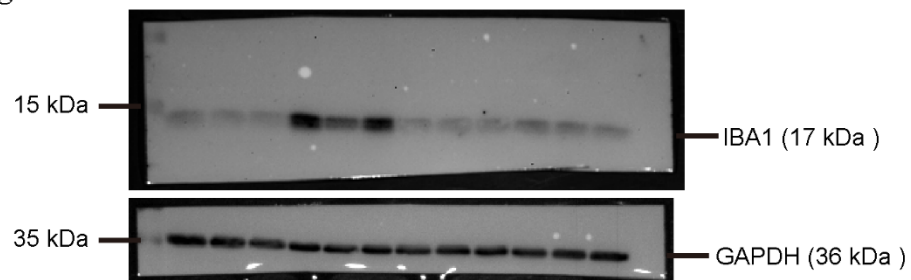

**Figure 6K**

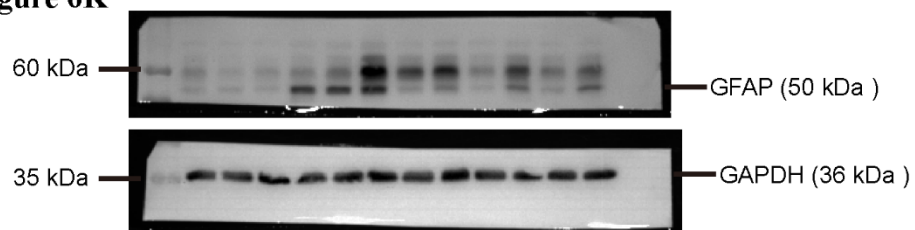

**Supplementary Figure S10.** Raw images of Western blot. **Note:** A single membrane was cut for Western blotting of RPE65 (Fig. 2B), IBA1 (Fig. 6K), and GAPDH as their shared loading control.

---

**Supplementary Table S1:** list of reagents.

| Reagents                            | Manufacturer  | Catalog number |
|-------------------------------------|---------------|----------------|
| NaIO <sub>3</sub>                   | Sigma         | S4007          |
| Blood Keton kit                     | Solarbio      | BC5060         |
| Phalloidin                          | Beyotime      | C2201S         |
| PNA                                 | MKBio         | MP6327         |
| Nile red                            | MKBio         | MS4022         |
| H&E staining                        | Beyotime      | C0105S         |
| TUNEL                               | Vazyme        | A112-03        |
| CM-H2DCFDA                          | MKBio         | MX4827         |
| FAS eye fixative solution           | Servicebio    | G1109          |
| BCA protein assay kit               | Beyotime      | P0012S         |
| Trizol                              | Thermo Fisher | 15596026CN     |
| HiScript III RT SuperMix for qPCR   | Vazyme        | R323-01        |
| AceQ Universal SYBR qPCR Master Mix | Vazyme        | Q511-02        |

---

---

**Supplementary Table S2:** List of primary and secondary antibodies.

| Antibodies           | Manufacturer  | Catalog<br>number | Dilution    | Host       |
|----------------------|---------------|-------------------|-------------|------------|
| Primary antibodies   |               |                   |             |            |
| RPE65                | Abclonal      | A9615             | 1:1000 (WB) | Rabbit     |
| TJP1                 | Proteintech   | 66452-1-Ig        | 1:200 (IF)  | Mouse      |
| RHO                  | Bioss         | bs-19872R         | 1:200 (IF)  | Rabbit     |
| BAX                  | abcam         | ab32503           | 1:1000 (WB) | Rabbit     |
| NOX2                 | Proteintech   | 19013-1-AP        | 1:200 (IF)  | Rabbit     |
| IBA1                 | HUABIO        | ET1705-78         | 1:1000 (WB) | Rabbit     |
| IBA1                 | HUABIO        | HA601368          | 1:200 (IF)  | Guinea pig |
| CD68                 | HUABIO        | HA722285          | 1:200 (IF)  | Rabbit     |
| GFAP                 | HUABIO        | EM140707          | 1:1000 (WB) | Mouse      |
| GFAP                 | Proteintech   | 16825-1-AP        | 1:200 (IF)  | Rabbit     |
| CASP3                | CST           | 9664              | 1:200 (IF)  | Rabbit     |
| Secondary antibodies |               |                   |             |            |
| Goat anti-Rabbit     | Thermo Fisher | A32731            | 1:500 (IF)  |            |
| IgG 488              |               |                   |             |            |
| Goat anti-Rabbit     | Bioss         | bs-0295G-         | 1:500 (IF)  |            |
| IgG594               |               | AF594             |             |            |
| Goat anti-mouse      | Bioss         | bs-0296G-         | 1:500 (IF)  |            |

IgG 488

AF488

**Supplementary Table S3:** sequences of primers.

| Gene            | Forward                | Reverse                |
|-----------------|------------------------|------------------------|
| <i>Gapdh</i>    | AGGTCGGTGTGAACGGATTG   | TGTAGACCATGTAGTTGAGGTC |
|                 |                        | A                      |
| <i>Gpx1</i>     | GTTTCCCGTGCAATCAGTTC   | CAATGTAAAATTGGGCTCGAA  |
| <i>Trp53</i>    | CCCCTGTCATCTTTTGTCCCT  | AGCTGGCAGAATAGCTTATTGA |
|                 |                        | G                      |
| <i>Casp3</i>    | CTGACTGGAAAGCCGAAACTC  | CGACCCGTCCTTTGAATTCT   |
| <i>Casp7</i>    | GGACCGAGTGCCCACTTATC   | TCGCTTTGTCGAAGTTCTTGTT |
| <i>Casp8</i>    | CAACTTCCTAGACTGCAACCG  | TCCAACCTCGCTCACTTCTTCT |
| <i>Mkl1</i>     | ACTGTGAACTTGGAACCCTG   | TGCTGATGTTTCTGTGGAGTG  |
| <i>Tradd</i>    | ACGAACTCACTAGTCTAGCAGA | AATACCCCAACAGCCACC     |
|                 | G                      |                        |
| <i>Ripk3</i>    | AAGGAAGCCACACCAAGATC   | AGTTCCCAATCTGCACTTCAG  |
| <i>Ripk1</i>    | GGAAGGATAATCGTGGAGGC   | AAGGAAGCCACACCAAGATC   |
| <i>Tnfrsf1a</i> | CTCTGCTCTACGAATCACTCTG | CACAGCATACAGAATCGCAAG  |

---

|              |                        |                         |
|--------------|------------------------|-------------------------|
| <i>Il1b</i>  | TGGACCTTCCAGGATGAGGACA | GTTTCATCTCGGAGCCTGTAGTG |
| <i>Tnf</i>   | AGACCCTCACACTCAGATCATC | TTGCTACGACGTGGGCTACA    |
|              | TTC                    |                         |
| <i>Csf1</i>  | GCCTCCTGTTCTACAAGTGGAA |                         |
|              | G                      | ACTGGCAGTTCCACCTGTCTGT  |
| <i>Ccl2</i>  | CAGGTCCCTGTCATGCTTCT   | GTGGGGCGTTAACTGCATCT    |
| <i>Il6</i>   | TAGTCCTTCCTACCCCAATTTC | TTGGTCCTTAGCCACTCCTTC   |
| <i>Il4</i>   |                        | GCCGATGATCTCTCTCAAGTGA  |
|              | GGTCTCAACCCCCAGCTAGT   | T                       |
| <i>Il10</i>  |                        | CGGTTAGCAGTATGTTGTCCAG  |
|              | CGGGAAGACAATAACTGCACCC | C                       |
| <i>Il13</i>  | CCTGGCTCTTGCTTGCCTT    | GGTCTTGTGTGATGTTGCTCA   |
| <i>Tgfb1</i> |                        | CACAAGAGCAGTGAGCGCTGA   |
|              | TGATACGCCTGAGTGGCTGTCT | A                       |
| <i>Fgf2</i>  | AAGCGGCTCTACTGCAAGAAC  | CCTTGATAGACACAACCTCCTCT |
|              | G                      | C                       |
| <i>Ctsb</i>  | AGACCTGCTTACTTGCTGTG   | GGAGGGATGGTGTATGGTAAG   |
| <i>Gpx1</i>  | GTTTCCCGTGCAATCAGTTC   | CAATGTAAAATTGGGCTCGAA   |
| <i>Gss</i>   | GATCCTGTCCAATAACCCAG   | GCACGCTGGTCAAATATGTTC   |
| <i>Hmox1</i> | GAGCCTGAATCGAGCAGAAC   | CCTTCAAGGCCTCAGACAAA    |
| <i>Nrf2</i>  | GATGAGGATGGAAAGCCTTAC  | TAGCTCAGAAAAGGCTCCATC   |

---

|              |                        |                        |
|--------------|------------------------|------------------------|
| <i>Ncf1</i>  | TCATCCTTCAGACCTATCGGG  | ACCTCGCTTTGTCTTCATCTG  |
| <i>Ncf2</i>  | GCAGAAGAGCAGTTGGCATTG  | CTGCCTCTCATTGGACGGAAC  |
|              | G                      |                        |
| <i>Nox2</i>  | TGGCGATCTCAGCAAAAGGTGG | GTACTGTCCCACCTCCATCTTG |
| <i>Nox4</i>  | TCCAAGCTCATTGCCACAG    | CGGAGTTCCATTACATCAGAGG |
| <i>Gstp1</i> | GGATATGGTGAATGATGGGG   | GGGCCTTCACGTAGTCATTC   |

---

# Supplementary material for: Intermittent fasting attenuates glial hyperactivation and photoreceptor degeneration in a NaIO3-induced mouse model of age-related macular degeneration
**Source:** Commun Biol. 2025 Oct 1;8:1408. doi: 10.1038/s42003-025-08815-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs.

**File name:** Supplementary Data 2

**Description:** The source data of qPCR.

# Supplementary material for: Intermittent fasting attenuates glial hyperactivation and photoreceptor degeneration in a NaIO3-induced mouse model of age-related macular degeneration
**Source:** Commun Biol. 2025 Oct 1;8:1408. doi: 10.1038/s42003-025-08815-0
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

**Sample size** The specific sample sizes are detailed in each figure legend. Briefly, a sample size of n=3 was used for WB, qPCR and RNA-seq, while at least 5 samples per group were used for immunostaining and other related experiments. This was deemed sufficient due to the use of internal controls (specific staining of positionally defined cell types using known markers) and the low observed variability between stained samples.

**Data exclusions** Data were not excluded from analysis.

**Replication** All replication attempts were successful, and the observed marker expression pattern was consistent with previously known results from orthogonal approaches. For the final quantification, at least three discontinuous retinal sections were analyzed for each mouse, while four regions from the same central area were examined for the whole mount samples from each mouse.

**Randomization** A computer-generated random sequence was utilized to allocate all experimental animals into various treatment groups. This randomization occurred prior to the commencement of the experiment to ensure group balance and minimize potential biases.

**Blinding** The OMR was analyzed and recorded in a blinded manner. After collecting the OMR videos an independent individual, unaware of the animal groupings, conducted the statistical analysis of the animals' visual behavior. Blinded statistics were not applicable to other experiments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The full list is also available in supplementary information, Supplementary Table S3.</p> <p>Primary antibodies:</p> <p>RPE65: Abclona, A9615, ARC1659 (clone), 4000001659 (Lot)</p> <p>ZO-1: Proteintech, 66452-1-Ig, 1G4A1 (clone), 10019107 (Lot)</p> <p>Rhodopsin : Bioss, bs-19872R, N (clone), BJ01074684 (Lot)</p> <p>BAX: abcam, ab32503, E63 (clone), GR3275117 (Lot)</p> <p>NOX2: Proteintech, 19013-1-AP, N( clone), 00045148 (Lot)</p> <p>IBA1: HUABIO, ET1705-78, JM36-62 (clone), H651006031 (Lot)</p> <p>GFAP: HUABIO, EM140707, 1-D4 (clone), HO0604 (Lot)</p> <p>GFAP: Proteintech, 16825-1-AP, N( clone), 00163293 (Lot)</p> <p>Cleaved Caspase-3: CST, 9664, 5A1E (clone), 22 (Lot)</p> <p>CD68: HUABIO, HA722285, PSH05-47 (clone), H680619010</p> <p>Secondary antibodies:</p> <p>Goat anti-Rabbit IgG 488, Thermo Fisher, A11008, N (clone), 2743033 (Lot)</p> <p>Goat anti-Rabbit IgG594, Bioss, bs-0295G-AF594, N (clone), BA12206761 (Lot)</p> <p>Goat anti-mouse IgG 488, Bioss, bs-0296G-AF488, N (clone), BA12206277 (Lot)</p> |
| Validation      | <p>All antibodies used are sourced from commercial suppliers as described. Only antibodies validated by the vendor through in vitro and in situ experiments (for IHC, IF, and WB, with images available on their websites) and/or widely used by the scientific community with multiple references were selected. The validation details and references for each antibody are publicly available on the respective vendor websites, accessible via the catalog numbers listed above.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Eight-week-old male C57BL/6J mice (body weight: 22–24 g) were sourced from Cavens Laboratory Animal Co., Ltd. (Changzhou, China). Middle-aged (9-month-old) and aged (13-month-old) male C57BL/6J mice were obtained from the Animal Center of Xuzhou Medical University. All mice were caged under specific pathogen-free (SPF) conditions in temperature-controlled facilities maintained at 22–25°C with a 12-hour light/dark cycle.</p> |
| Wild animals            | <p>The study did not involve wild animals.</p>                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | <p>The disease studied is macular degeneration. Previous studies have not reported any gender differences in AMD among humans. Therefore, based on these studies, male mice were predominantly chosen, and only male mice were included in this study.</p>                                                                                                                                                                                     |
| Field-collected samples | <p>The study did not involve samples collected from the field.</p>                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | <p>All animal-related experimental procedures were conducted in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Animal Ethics Committee of Xuzhou Medical University. (Ethic ID: 202306T029).</p>                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <p><i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i></p>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <p><i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i></p> |
| Authentication        | <p><i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i></p>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

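RNA-seq libraries from 12 mice were analysed, 3 in each of the groups AL + PBS, IF + PBS, AL + NaIO_3_ and IF + NaIO_3_. Each library was assigned to its group and replicate number from its sample label and the methods, and 0 per-sample columns of the files were left unassigned. The tissue is described as RPE with choroid and sclera in the labels, as eye cups in the methods and as retinas in the figure legends, so cell composition can differ between libraries with the dissection.

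The authors sequenced poly-A selected RNA with single-end 150-bp reads, mapped the reads and counted them on genes, and the deposited counts are whole numbers without normalization. The library kit keeps strand according to the labels, but the methods do not name the counting tool, the gene annotation or whether strand was used in counting, so reads of overlapping genes may be divided or lost. The authors also deposited FPKM values, which divide each count by gene length and by the reads of the library, and the methods call this unit RPKM. The authors' deposited table of IF + NaIO_3_ against AL + NaIO_3_ gives a log2 fold change for each gene. Its p-values, unadjusted and adjusted, are the authors' own, and the methods name DESeq2 for this comparison. The same table repeats the counts of the 6 libraries and gives the authors' mean count per group, which need not be whole and was treated as an estimated count. It also gives FPKM and TPM values by the authors, with TPM summed over more genes than are listed, since the listed values sum to less than TPM values do over all genes. Of these columns, the mean counts and TPM values entered no test.

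The counts covered 21930 genes, of which 3003 had 0 counts in each library, and 36 gene symbols were listed 2 times, for which the entry with more reads was used in gene lists. Totals per library were between 26364665 and 43046950 counts (median 31822705). At this depth the precision of abundant genes is set by the difference between mice, and that of genes near 3 counts by counting error. Where each library of a group had at most 3 counts, a fold was computed against that floor and given as a lower bound. No pair of libraries in a group was a duplicate, since the chi-square of their counts per gene was between 13.2 and 238 over the 12 pairs.

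Differential expression was tested in R 4.3.3 with edgeR 4.0.16. The counts were scaled by TMM factors, low genes were removed by filterByExpr, and the quasi-likelihood test was fitted to the 6 libraries of the groups compared, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a fold change of at least 1.5. The interaction of diet and injection was tested on the 12 libraries at an adjusted p under 0.05. Principal components were computed on the 500 most variable genes in log2 CPM with a prior count of 2, and distances over the genes tested in the 12 libraries. Gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry, with camera at an estimated correlation, and with fgsea 1.28.0 (10000 permutations), in lists with at least 3 tested genes. Enrichment of lists among called genes used Fisher's exact test with the tested genes as background, which for DESeq2 are the genes it gave an adjusted p. The authors' gene sets and Gene Ontology annotation were not used here.

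The 24 lists held 382 different genes. Of the lists, 9 were the genes the paper names: its qPCR panels for oxidative stress, pro-inflammatory and anti-inflammatory genes and cell death, the genes it names as up-regulated and as down-regulated, both parts of its heatmap, and its protein markers. The other 15 were reactive oxygen, photoreceptor, RPE, macrophage and microglia, lymphocyte, neutrophil, Müller cell and astrocyte, sterol synthesis, inflammatory cytokine, cell cycle, skeletal muscle, lens, erythrocyte, choroid and sclera stroma, and inner retinal neuron. The lists of 10 corneal genes, 14 clock genes and 11 other immediate early genes were written after the data had been seen, as was the choice of a Reactome set on detoxification of reactive oxygen species, which matched 25 of its 28 genes (89.3%).

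Genes are named in the text by a rule: each gene the paper names in its RNA-seq text, its qPCR panels and its protein markers; for each comparison, the 3 called genes with the largest rise and the 3 with the largest fall whose groups do not overlap; and from each list the gene with the largest change in IF + NaIO_3_ against AL + NaIO_3_. Genes outside the rule are said to be named after their values were seen.

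The comparisons, tests, thresholds, 24 lists, naming rule and alternatives were fixed before the data were examined, apart from those said here to be later. The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper quartile scaling, no filter on low genes, a filter of at least 10 counts in each library, a fit of the 12 libraries together, the replicate number as a block, a fold change of at least 2, each library left out in turn, and limma on log2(FPKM + 0.1) and log2(FPKM + 1). For principal components, DESeq2's variance stabilizing transformation, log2(FPKM + 1) and the use of all tested genes were tried. An adjusted p that DESeq2 gave as missing was kept as missing.

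The tests were first tested on simulated data drawn from the means, library sizes and fitted spread of these libraries, over 15648 genes with 200 changed. Each gene was drawn independently, and no simulated library stood apart as AL + NaIO_3_ replicate 3 does. The interaction test recovered 162 of the 200 (81.0%) with 4 false calls, with a median log2 difference of 1.99 in the higher ones. Recovery of smaller changes, or in libraries with such a difference, is not given by these simulations. The camera test called 1 of 1 shifted list of 30 genes and 0 of 20 unshifted lists. The simulated genes did not vary together, so this does not show how often camera calls unshifted lists of genes that do.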

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

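For the results in this part, the test of the sterol synthesis list without AL + NaIO_3_ replicate 3 was chosen only after that result had been seen.

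The effect of NaIO_3_ differed between the diets for 5 of 15970 genes in edgeR's test of the interaction of diet and injection, and this difference between groups is why the result is given here. The response to NaIO_3_ was smaller under IF for *Lcn2* (log2 difference -4.28, adjusted p = 0.002 from edgeR), *Edn2* (-4.50, adjusted p = 0.00495 from edgeR) and *Cebpd* (-2.43, adjusted p = 0.00495 from edgeR), and shifted upward for *Insig1* (1.17, adjusted p = 0.00981 from edgeR) and *Gm42669* (3.10, adjusted p = 0.0212 from edgeR). *Cebpd* overlaps *Spidr* and *Gm42669* overlaps 3 genes, so these counts are uncertain. In all, 1910 genes had an unadjusted p under 0.05. When the group names were redrawn over the 12 libraries 100 times, 3 of the 100 draws, the real grouping included, gave as many genes, and 85 gave no gene, which argues against a random division of the libraries as the source. AL + NaIO_3_ replicate 3 stood apart from the other libraries, but without it 32 genes were called, which argues against that library alone as the source. The count also rose to 366 without AL + NaIO_3_ replicate 1, 15 without AL + NaIO_3_ replicate 2 and 11 without IF + PBS replicate 1, and fell to 3 without AL + PBS replicate 3. The median depth was 31577848 counts in AL + PBS, 31126508 in IF + PBS, 32567800 in AL + NaIO_3_ and 35908628 in IF + NaIO_3_. A difference in cell composition between dissections stays open, as does a protective effect of the diet on the response to NaIO_3_, which the design names as its condition, and neither was tested for these genes.

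The sterol synthesis list, outside the genes the paper discusses, had a median log2 fold change of -0.45 in AL + NaIO_3_ against AL + PBS, with 2 of 22 genes higher (adjusted p = 7.3e-20 from limma's camera, 0.017 from fry, 0.0556 from camera with an estimated correlation). By adjustment over the list alone 13 genes passed, 1 passed over all genes tested, and 14 had an unadjusted p under 0.05. The median in IF + NaIO_3_ against AL + NaIO_3_ was 0.53, with 21 of 22 higher (adjusted p = 5.54e-18 from limma's camera, 0.0126 from fry), and 16 passed when adjusted over the list alone, 0 over all genes and 16 at an unadjusted p under 0.05. The diets differed in this response, with a median interaction of 0.56 (adjusted p = 0.00159 from fry). In IF + PBS against AL + PBS the median was -0.05. The 3 AL + NaIO_3_ libraries lay at -0.331, -0.45 and -0.704 and the IF + NaIO_3_ libraries between 5e-04 and 0.0637. Without AL + NaIO_3_ replicate 3 the median in AL + NaIO_3_ against AL + PBS was -0.37 (-0.366 before rounding), still called by camera, which argues against that library alone as the source. All 22 genes were over 1 CPM in AL + PBS, 0 are in another marker list, and the study picked 0 of them. *Idi1* had the largest change in the list, with a log2 fold change of 0.95 in IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 0.168 from edgeR). Sterol synthesis may be lower in eyes injured by NaIO_3_ and kept near the control level under IF. This is a hypothesis, found and tested on the same libraries, and a change in the share of cells that make sterols stays open.

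The skeletal muscle list, in tissue where the paper discusses no muscle, had a median log2 fold change of -1.66 in IF + PBS against AL + PBS, with 1 of 17 genes higher (adjusted p = 5.26e-16 from limma's camera, 0.293 from fry). After adjustment over the list alone 15 genes passed, 0 passed over all genes and 15 had an unadjusted p under 0.05. The medians of the libraries, relative to the AL + PBS mean, were -3.24, -0.978 and -1.47 in IF + PBS, 0.378, -0.586 and 0.144 in AL + PBS, 0.427, -0.117 and -1.26 in AL + NaIO_3_ and -1.86, -0.849 and 0.0935 in IF + NaIO_3_. The median difference was -1.24 without IF + PBS replicate 1 and -2.23 without IF + PBS replicate 2. Within groups the list's genes deviated together, with a mean pairwise correlation of 0.789, as muscle left on some eye cups would give, so such muscle is a candidate explanation. *Myh2*, the gene of this list with the largest change in IF + NaIO_3_ against AL + NaIO_3_, had 6.87 ± 3.04 CPM in AL + PBS. Of the 18 genes, 17 were over 1 CPM in AL + PBS, 0 are in another marker list and the study picked 0. An effect of fasting on muscle genes of the eye is not excluded, and with 3 mice in a group it was not tested apart from the dissection.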

How the results depend on the processing

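The counts of called genes changed under several alternatives. In AL + NaIO_3_ against AL + PBS, the 12 called genes became 446 with DESeq2 (405 higher, 41 lower), 19 with no filter on low genes and 177 in a fit of the 12 libraries (152 higher, 25 lower), each of which included the 12. In IF + NaIO_3_ against AL + NaIO_3_, the 6 became 499 with DESeq2 (449 lower), 16 with no filter (14 lower) and 190 in the fit of 12 libraries (170 lower), again including the 6. The count of 0 in IF + PBS against AL + PBS became 171 with DESeq2. In IF + NaIO_3_ against AL + PBS, the 7 became 75 with DESeq2, 0 in the fit of 12 libraries (553 at an unadjusted p under 0.05) and 3 at a fold change of at least 2. The count of 0 in IF + NaIO_3_ against IF + PBS became 80 with DESeq2 and 2 with no filter. The 5 genes of the interaction became 213 with DESeq2 and 13 with no filter. Upper quartile scaling gave 13, 6, 0, 6, 0 and 5 genes for these 6 results in turn, and a filter of at least 10 counts gave 13, 6, 0, 8, 0 and 5. The cause of these shifts was not tested.

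Each library was also left out in turn. The counts ran from 0 to 90 in AL + NaIO_3_ against AL + PBS, from 0 to 75 in IF + NaIO_3_ against AL + NaIO_3_, from 1 to 472 in IF + PBS against AL + PBS, from 3 to 55 in IF + NaIO_3_ against AL + PBS, from 0 to 197 in IF + NaIO_3_ against IF + PBS and from 3 to 366 for the interaction. The 0 in AL + NaIO_3_ against AL + PBS came without any 1 of the AL + PBS libraries and the 90 without AL + NaIO_3_ replicate 3. The 0 in IF + NaIO_3_ against AL + NaIO_3_ came without IF + NaIO_3_ replicate 1 or 2, and the 75 without AL + NaIO_3_ replicate 3. Leaving out IF + PBS replicate 1 gave the 472 and the 197, IF + NaIO_3_ replicate 3 the 55 and AL + NaIO_3_ replicate 1 the 366. A count of 0 had between 900 and 1133 genes at an unadjusted p under 0.05 in these 2 comparisons with AL + NaIO_3_.

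The replicate numbers did not pair the mice. Deviations from the group means correlated between -0.101 and 0.138 over 18 pairs of libraries with the same number (median -0.025) and between -0.107 and 0.143 over 36 pairs with different numbers (median 0.0125). With the replicate block, 28 genes were called in AL + NaIO_3_ against AL + PBS (8 of the 12 among them), 28 in IF + NaIO_3_ against AL + NaIO_3_ (the 6 among them), 5 in IF + PBS against AL + PBS, 13 in IF + NaIO_3_ against AL + PBS, 0 in IF + NaIO_3_ against IF + PBS and 8 for the interaction.

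Of the gene lists, camera called 20 of 23 in AL + NaIO_3_ against AL + PBS, 18 of 23 in IF + NaIO_3_ against AL + NaIO_3_, 5 of 22 in IF + PBS against AL + PBS, 9 of 22 in IF + NaIO_3_ against AL + PBS, 4 of 22 in IF + NaIO_3_ against IF + PBS and 18 of 23 for the interaction. The fry test called 9, 11, 0, 0, 0 and 10 of them, and camera with an estimated correlation 0, 8, 0, 0, 0 and 10. The lists that held under an estimated correlation in IF + NaIO_3_ against AL + NaIO_3_ were inflammatory cytokines, lymphocytes, sterol synthesis, the protein markers, and the 4 lists the study chose on these samples. Those called by fry were the same 8 with Müller cells and astrocytes, the cell cycle and lens, of which lens was not called by camera. In AL + NaIO_3_ against AL + PBS, the lists that held under fry were inflammatory cytokines, lymphocytes, neutrophils, sterol synthesis, the cell cycle and the 4 lists chosen by the study. The count of lists in IF + NaIO_3_ against AL + PBS ran from 5 to 9 with each library left out, with 5 without AL + PBS replicate 2 or IF + NaIO_3_ replicate 3.

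The reactive oxygen list, with medians of 0.32 and -0.40, was not called by fry or under an estimated correlation. The Reactome set, chosen after seeing the data, had a median of 0.17 in AL + NaIO_3_ against AL + PBS (adjusted p = 0.0044 from camera) and of -0.0526 in IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 0.0817 from camera). The photoreceptor list, with medians of -0.44 and 0.46, was not called by either test. Its median in AL + NaIO_3_ against AL + PBS ran from -0.83 to -0.11 with each library left out, and it lost its call without AL + NaIO_3_ replicate 3. The median of the inflammatory cytokine list in IF + NaIO_3_ against AL + NaIO_3_ ran from -2.09 to -0.92 and kept its call under each alternative run.

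By edgeR, 1 list was enriched among the called genes in AL + NaIO_3_ against AL + PBS and 1 in IF + NaIO_3_ against AL + NaIO_3_, and with DESeq2's calls 13 and 14 were. With each library left out these counts ran from 0 to 6 in both. The 12 genes followed in IF + NaIO_3_ against IF + PBS had a signed median of 0.15, and over the same 12 genes, in a check chosen after seeing the data, it ran from -0.0253, without IF + NaIO_3_ replicate 2, to 0.239 with each library of that comparison left out. Leaving out an AL + NaIO_3_ library changes which genes are followed. The median was 0.0984 over the 8 genes called without AL + NaIO_3_ replicate 1 (6 of the 12 among them), -0.258 over the 5 called without AL + NaIO_3_ replicate 2 (4 among them) and 0.153 over 87 of the 90 called without AL + NaIO_3_ replicate 3 (the 12 among the 90). With the 446 genes of DESeq2 it was 0.06. The ratio of the distances of AL + NaIO_3_ and IF + NaIO_3_ from AL + PBS was 1.40, and it was 1.71 after variance stabilization, 1.73 on log2(FPKM + 1) and between 1.20 and 1.54 with each AL + NaIO_3_ library left out.

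Of the results on genes named in the text that were counted, 793 kept their direction and side of the threshold, 106 were weaker, 68 stronger and 7 changed direction. All 7 were in AL + NaIO_3_ against AL + PBS. For *Hipk1*, whose log2 fold change there was 0.0041, 4 alternatives gave a value below 0: -0.0019 with no filter, -0.0079 in the fit of 12 libraries, -0.0297 without AL + PBS replicate 1 and -0.0722 without AL + NaIO_3_ replicate 3, and the highest value with a library left out was 0.0550, without AL + NaIO_3_ replicate 2. The other 3 were also without AL + NaIO_3_ replicate 3. With each library left out, the log2 fold change ran from -0.62 to 3.23 for *Tyrp1*, from -0.50 to 3.28 for *Lum* and from -0.266 to 0.0100 for *Gss*. The leading results, which are the counts of called genes and of lists, the medians of the reactive oxygen and photoreceptor lists in AL + NaIO_3_ against AL + PBS and in IF + NaIO_3_ against AL + NaIO_3_, that of the inflammatory cytokine list in IF + NaIO_3_ against AL + NaIO_3_, the signed median of the followed genes and the ratio of distances, are counted apart. Under the alternatives 153 of their values were the same, 10 weaker, 75 moved and 2 changed direction, the 2 being signed medians given above. Of the remaining results, mostly on lists, 461 were the same, 87 weaker, 12 stronger, 2 moved and 11 changed direction. The median of the RPE list in AL + NaIO_3_ against AL + PBS was -0.0200 with the replicate block, its normalized enrichment score was -2.08, and with each library left out the median ran from -0.54, without AL + NaIO_3_ replicate 3, to 0.20. In the same comparison stroma ran from -0.13, without AL + NaIO_3_ replicate 3, to 1.35, and skeletal muscle from -0.58 to 0.13, being higher without AL + NaIO_3_ replicate 3 and at 0.0014 without AL + PBS replicate 1. For IF + NaIO_3_ against AL + NaIO_3_, RPE ran from -0.35 to 0.0322 and erythrocytes from -0.51 to 0.10, both highest without AL + NaIO_3_ replicate 3. The neutrophil median there ran from -0.70 to 0.0830, highest without IF + NaIO_3_ replicate 3 and also above 0 without AL + NaIO_3_ replicate 1, and the inner retinal median was lowest without IF + NaIO_3_ replicate 1, at -0.0177. The cause of these changes of direction was not tested. Depth limits the genes near 3 counts in a library, such as *Il21* and *Serpinb7*, for which a lower bound on the fold is what the counts allow.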

Differences from the paper's values

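The paper reports 1970 differentially expressed genes between IF + NaIO_3_ and AL + NaIO_3_, and edgeR called 6. The paper's 537 up-regulated genes compare with 0, and its 1433 down-regulated genes with 6. None of the alternatives set before the data were examined closed these gaps. The nearest was DESeq2, with 499 genes, of which 50 were higher and 449 lower, followed by the fit of 12 libraries with 190, of which 20 were higher and 170 lower. The count was 75 without AL + NaIO_3_ replicate 3, with 5 higher and 70 lower. The replicate block gave 28 genes (3 higher, 25 lower), no filter on low genes gave 16 (2 higher, 14 lower), and the remaining alternatives gave 0 to 6.

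The authors' deposited table, at an adjusted p under 0.05 and a fold change of at least 1.5, holds 499 genes, 50 higher and 449 lower. Its own column of direction marks 301 genes as up and 1519 as down, 1820 in total, which is the number with an unadjusted p under 0.05 and a log2 fold change of at least 0.5 in size. These readings of the authors' deposited table were chosen after seeing the values, and none gave the paper's count.

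The first principal component held 30.4% of the variance, against about 49% in Fig. S7A, read by eye. The gap closed with DESeq2's variance stabilizing transformation (51.2%) and with log2(FPKM + 1) (52.5%). It did not close with all tested genes (30.2%) or with an AL + NaIO_3_ library left out (28.7% to 30.6%).

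The normalized enrichment score for reactive oxygen genes was 2.26 in AL + NaIO_3_ against AL + PBS and -2.31 in IF + NaIO_3_ against AL + NaIO_3_, and the paper's values are 1.47 and -1.49. The paper describes its set as genes of reactive oxygen metabolic processes and gives no identifier for it. The scores here come from another list of genes, and no alternative set before the data were examined gives this score on another list.

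The paper describes the profiles of IF and AL mice injected with PBS as similar. On the first principal component the IF + PBS libraries, between -26.3 and -15.8, did not overlap the AL + PBS libraries, between -7.93 and -0.661.

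The paper names 15 genes among those changed between IF + NaIO_3_ and AL + NaIO_3_, and edgeR called none of them. DESeq2 called the 10 named as down-regulated and *Kifc5b* (adjusted p = 0.00967 from DESeq2), *Abca13* (0.0122) and *Serinc4* (0.018), but not *Krt23* (adjusted p = 0.342 from DESeq2) or *Aspm* (0.0577). The paper describes the up-regulated genes as enriched for photoreceptor functions. Of the 50 genes higher by DESeq2, 1 was among the 40 photoreceptor genes (adjusted p = 0.267 by Fisher's exact test).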

Other observations

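For the results in this part, the tests of the photoreceptor list without AL + NaIO_3_ replicate 3, of the inner retinal neuron list, of the deposited table's unadjusted p-values, of the longest genes and of the choices of 3 libraries were chosen only after those results had been seen.

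AL + NaIO_3_ replicate 3 lay apart from replicates 1 and 2 in its cell markers. Its photoreceptor median, relative to the AL + PBS mean, was -1.52, against 0.139 and -0.421 in the other two. Its medians were 1.98 for choroid and sclera stroma (0.148 and -0.219 in the others) and 0.534 for RPE (-0.386 and -0.746). *Tyrp1* had 785, 606 and 24061 counts in the 3 libraries and *Lum* had 168, 73 and 3892. *Rpe65* had 1599, 1114 and 2054 counts in them, against 3525, 4371 and 4342 in AL + PBS. *Slc16a8* had 987, 820 and 1237, against 1941, 2752 and 1962 in AL + PBS. RPE genes thus went both ways in AL + NaIO_3_ replicate 3, and its RPE median does not show that it held more RPE. The fall of the photoreceptor list in AL + NaIO_3_ against AL + PBS was -0.106 without this library, a value near the one that a fall carried by this library alone would give, so the library may account for most of it. Less retina in the piece of tissue is another candidate explanation. The inner retinal neuron median in this library was -0.168, far from its photoreceptor median, but a single library excludes nothing, so a smaller piece of retina cannot be told apart from a loss of photoreceptors in this mouse. Of the 40 photoreceptor genes, 40 were over 1 CPM in AL + PBS, 0 are in another marker list and the study picked 1. For the 18 inner retinal genes these numbers were 18, 0 and 0, for the 15 stroma genes 15, 0 and 0, and for the 25 RPE genes 24, 1 and 1. The stroma list had a median log2 fold change of 0.98 in AL + NaIO_3_ against AL + PBS (adjusted p = 0.000299 from limma's camera, 0.391 from fry) and -0.13 without AL + NaIO_3_ replicate 3, and of -1.64 in IF + NaIO_3_ against AL + NaIO_3_, which became -0.40 without it. The inner retinal list had medians of -0.09 and 0.13 in these comparisons (adjusted p = 0.124 and 0.0837 from limma's camera).

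Lower genes outnumbered higher genes in IF + NaIO_3_ against AL + NaIO_3_. Gene length was weighed as a technical source. Across 15648 genes, which are not independent replicates, the Spearman correlation of log2 fold change and gene length was -0.0623, within the limit of 0.1 in size that had been set for a length effect. In the longest of 4 length groups of 3912 genes each DESeq2 called 93 lower and 16 higher genes, so the excess of lower genes was there too, and in the shortest it called 136 and 14. Length as the source is thus argued against, and a change in the number of immune cells in AL + NaIO_3_ stays open.

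Other splits of the 6 libraries of each comparison were tried in the 10 ways that divide them 3 against 3. In AL + NaIO_3_ against AL + PBS, 1 of the 10 splits, the real one, gave as many as 12 genes. For IF + NaIO_3_ against AL + NaIO_3_, 1 of 10 gave as many as 6, again the real one. For IF + NaIO_3_ against AL + PBS, 1 of 10 gave 7, with 6 genes in another split. A share under 0.1 cannot be reached with 10 splits, so these counts alone do not decide. For the AL + NaIO_3_ libraries the gene lists do. With each of the 15 lists that the study did not choose centred on the 12 libraries, the 3 AL + NaIO_3_ libraries lay beyond the other 9 in 7 lists, among them macrophages and microglia, Müller cells and astrocytes, inflammatory cytokines and sterol synthesis. Of the 220 ways to choose 3 of the 12 libraries, 1, the real one, set as many lists apart, and no other choice set apart more than 1. This argues against a random division as the source of the differences between AL + NaIO_3_ and the other groups. These counts hold for the centring on the 12 libraries. Relative to the AL + PBS mean, the cell cycle and inner retinal neuron lists, both among the 7, were not apart. There AL + NaIO_3_ replicate 2 lay at 0.113 for the cell cycle, below IF + PBS replicate 3 at 0.18. For inner retinal neurons it lay at -0.0315, above AL + PBS replicate 3 at -0.0617. For IF + NaIO_3_ against AL + PBS, where neither group was set apart from the other 9 libraries in any of the 15 lists, a random division cannot be told apart from the groups, since 10 splits are too few. In IF + PBS against AL + PBS and in IF + NaIO_3_ against IF + PBS the real split gave 0 genes (2623 and 2326 at an unadjusted p under 0.05), so that 10 of 10 splits had to give as many, and this count tests nothing.

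Some genes switched between libraries of one group, such as *Hipk1* in IF + PBS, with 550, 3007 and 3265 counts. Reads divided between overlapping genes were tested as the source. Of the 200 genes most variable within groups, 57 (28.5%) overlap another gene, against 25.3% of the others, an odds ratio of 1.18 (Fisher's exact test, two-sided p = 0.325), which argues against overlap as a general source. For *Hipk1* itself, which overlaps *Gm10964*, this stays open. *Hipk1* was also lower in IF + NaIO_3_ against AL + PBS, with a log2 fold change of -2.78 (adjusted p = 0.000208 from edgeR), and in IF + PBS against AL + PBS it was -0.68 (adjusted p = 0.472 from edgeR).

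Corneal keratin was high in AL + NaIO_3_ replicate 2, where *Krt12* had 4104 counts and at most 397 in any other library. A list of 10 other corneal genes was then written and tested. Their median log2 difference between this library and the others was 2.67, and 10 of 10 were highest there, so corneal epithelium left on this eye cup is a candidate explanation. The corneal list also differed between the PBS groups, with a median of -1.13 in IF + PBS against AL + PBS and 1 of 10 genes higher (adjusted p = 8.26e-07 from limma's camera, 0.0681 from fry), and 6 had an unadjusted p under 0.05, so uneven corneal tissue may concern more libraries than this one. Of the 10 genes, 8 were over 1 CPM in AL + PBS, 0 are in another marker list and the study picked 0.

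A few immediate early genes had lower values in IF + PBS than in AL + PBS, none of them called. *Egr1* had a log2 fold change of -2.07 (adjusted p = 0.153 from edgeR), *Fos* of -1.15 (0.169) and *Nr4a1* of -1.08 (0.17), genes named after their values were seen. A list of other immediate early genes had a median of -0.112 over 10 genes (adjusted p = 0.254 from limma's camera), with 4 higher, and a median over genes that went both ways does not decide whether the class was lower. A shift in the time of day at collection was tested with 14 clock genes, whose median was -0.0561 (adjusted p = 0.254 from limma's camera, 0.41 from fry). Of these, 5 were higher, 2 had an unadjusted p under 0.05, and the largest change was 0.30 in size. Clock genes peak at different hours and went both ways here, so their median decides nothing, and a shift in time cannot be told apart from an effect of the diet on these genes. Of the 14 clock genes, 14 were over 1 CPM in AL + PBS and the study picked 0.

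The paper's count of differentially expressed genes was also compared with an unadjusted p at the stated fold change. The authors' deposited table holds 1652 genes at an unadjusted p under 0.05 and a fold change of at least 1.5, 199 higher and 1453 lower, which argues against that rule as the source of the paper's count.

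RPE genes stayed below the control groups under IF. The RPE list had a median log2 fold change of -0.36 in IF + NaIO_3_ against AL + PBS, with 3 of 25 genes higher (adjusted p = 3.41e-09 from limma's camera, 0.269 from fry), and of -0.40 in IF + NaIO_3_ against IF + PBS, with 4 higher (adjusted p = 3.29e-07 from limma's camera, 0.242 from fry). Without IF + NaIO_3_ replicate 2 these medians were -0.17 and -0.24. Its median in IF + NaIO_3_ against AL + NaIO_3_ was -0.13 (adjusted p = 0.916 from limma's camera), which was 0.03 without AL + NaIO_3_ replicate 3 and -0.35 without AL + NaIO_3_ replicate 2, and the list was called without AL + NaIO_3_ replicate 2 or IF + NaIO_3_ replicate 2. *Rpe65* had 118 ± 21.1 CPM in AL + PBS, 51.1 ± 10.0 in AL + NaIO_3_ and 90.2 ± 36.8 in IF + NaIO_3_ (SD, n = 3 mice). Its log2 fold change was -1.29 in AL + NaIO_3_ against AL + PBS (adjusted p = 0.0672 from edgeR) and 0.93 in IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 0.296 from edgeR). *Slc16a8*, an RPE lactate transporter named after its values were seen, was called in AL + NaIO_3_ against AL + PBS at -1.02 (adjusted p = 0.0392 from edgeR), and it overlaps *Gm49486*.

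The paper measured oxidative stress, inflammatory and cell death genes by qPCR, and the RNA-seq values of those panels are given here. The 10 oxidative stress genes had a median of 1.04 in AL + NaIO_3_ against AL + PBS (adjusted p = 0.000971 from limma's camera, 0.276 from fry), with 9 higher, and of -0.80 in IF + NaIO_3_ against AL + NaIO_3_ (adjusted p = 0.00124 from limma's camera, 0.242 from fry), with 2 higher. In each, 4 passed when adjusted over the list alone, and 0 over all genes, with 4 at an unadjusted p under 0.05. Without AL + NaIO_3_ replicate 3 the medians were 0.14 and -0.13, and the first was not called. *Ncf1* rose by 1.69 on the log2 scale in AL + NaIO_3_ against AL + PBS, *Nox4* by 1.55, *Ctsb* by 0.53 and *Gpx1* by 0.34, while *Gss* was at -0.12, and none was called. *Ncf1* overlaps *Gtf2ird2*, *Ctsb* overlaps *Fdft1* and *Gss* overlaps *Acss2*, so these 3 are uncertain. Of the 5 pro-inflammatory genes, *Il1b*, *Tnf* and *Il6* were removed by the filter, which left fewer than the 3 genes that the list test needs. *Ccl2*, which overlaps *Gm17268*, was at least 20.5-fold higher in AL + NaIO_3_ than in AL + PBS, *Il1b* at least 4.50-fold and *Tnf* at least 1.18-fold, while *Csf1* changed by 1.20 on the log2 scale (adjusted p = 0.327 from edgeR) and *Il6* was at 0.162 CPM in AL + NaIO_3_. The anti-inflammatory genes had medians of 1.73 and -1.68 over 3 genes (adjusted p = 0.0317 and 0.0276 from limma's camera), which were 0.67 and -0.63 without AL + NaIO_3_ replicate 3. The first was not called without AL + NaIO_3_ replicate 1 or 3 and the second without AL + NaIO_3_ replicate 1. Among these *Fgf2*, which overlaps *Nudt6*, changed by 2.61 and -3.82, and *Tgfb1* by 1.73 and -1.68. *Il4* went the other way in AL + NaIO_3_ against AL + PBS, at -0.12, so 2 of the 3 genes were higher there. In IF + NaIO_3_ against AL + NaIO_3_, 1 of the 3 was higher. *Il10* had 0 counts in each library, which is not detectable at this depth. The cell death genes had medians of 0.28 and -0.31 over 7 genes (adjusted p = 0.0317 and 0.0168 from limma's camera), and the first was not called without AL + NaIO_3_ replicate 2 or 3. Without AL + NaIO_3_ replicate 3 they were 0.14 and -0.18, and without AL + NaIO_3_ replicate 1 0.55 and -0.56. *Tnfrsf1a* changed by 1.61 and -1.81 and *Bax*, which overlaps *Gm45808*, by 0.39 and -0.23. The protein markers had medians of 2.84 and -2.28 over 7 genes (adjusted p = 0.00249 and 0.000245 from limma's camera), and the first was 1.33 without AL + NaIO_3_ replicate 3. *Cd68* changed by 2.84 and -2.86, and *Aif1*, which encodes IBA1, by 2.97 and -2.28, neither of them called by edgeR. With DESeq2 both genes were called in AL + NaIO_3_ against AL + PBS.

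The remaining lists are given with their medians in AL + NaIO_3_ against AL + PBS and in IF + NaIO_3_ against AL + NaIO_3_. The genes the paper names as up-regulated had medians of -0.77 and 1.11, and the up-regulated part of its heatmap -0.87 and 1.30. The down-regulated part of the heatmap had 4.31 and -5.45, or 3.43 and -4.12 with genes at the floor set to their bound, and the genes named as down-regulated had 7.11 in AL + NaIO_3_ against AL + PBS, or 3.43 with such bounds. The study chose these on the same libraries, so they are not independent evidence. Lymphocyte genes had medians of 2.49 and -2.70 over 11 of 22 genes, or 2.32 and -2.67 with bounds. Neutrophil genes had medians of 0.66 and -0.17 and cell cycle genes of 0.22 and -0.43. The first neutrophil median was 0.27 without AL + NaIO_3_ replicate 2 and 1.14 without AL + NaIO_3_ replicate 3, and lost its call by camera without AL + NaIO_3_ replicate 1 or 2 or AL + PBS replicate 1 or 3. The second, not called, ran from -0.70 without IF + NaIO_3_ replicate 1 to 0.08 without IF + NaIO_3_ replicate 3, and was called without AL + NaIO_3_ replicate 3. The cell cycle median was 0.04 in the first without AL + NaIO_3_ replicate 1. In the second it was -0.21 without AL + NaIO_3_ replicate 3, and it was not called without AL + NaIO_3_ replicate 1 or IF + NaIO_3_ replicate 3. Erythrocyte genes had medians of 0.83 and -0.23, neither called, which were 0.27 and 0.10 without AL + NaIO_3_ replicate 3, and 1.23 and -0.51, both called, without AL + NaIO_3_ replicate 2. Lens genes had -1.77 in AL + NaIO_3_ against AL + PBS, -2.42 in IF + PBS against AL + PBS and -1.61 in IF + NaIO_3_ against AL + PBS, where AL + PBS replicate 2 was high in lens genes at 2.08, and without it the medians were -0.15, -0.55 and -0.31. Without AL + PBS replicate 3 the first was -5.61, without IF + PBS replicate 3 the second was -4.97, and without IF + NaIO_3_ replicate 1 the third was -6.13.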
